# Spatial Transcriptomics Reveals Regional and Temporal Dynamics of Gene Expression in the Mouse Brain Across Development and Aging

**DOI:** 10.3390/biology14060717

**Published:** 2025-06-18

**Authors:** Benjamin Conacher, Amanda Moore, Liduo Yin, Yu Lin, Xiguang Xu, Qinwen Mao, Hehuang Xie

**Keywords:** spatial transcriptomics, brain development, aging, hippocampus, neuroinflammation, myelination, neurogenesis

## Abstract

Investigating transcriptomic changes during healthy development and aging provides insights into the molecular mechanisms that regulate the maturation of brain functions and drive age-related decline. Although it has been speculated that aging may represent a reversal of late-stage brain development, direct molecular comparisons between these two processes have remained limited. This study employs spatial transcriptomics to analyze the mouse brain at three key timepoints: postnatal day 21 (P21), 3 months (adult), and 28 months (aged), to identify region-specific differential gene expression dynamics. We identify widespread transcriptional changes across both brain development and aging, with all brain regions exhibiting distinct, region-specific gene expression dynamics that reflect divergent regulatory trajectories across the lifespan. During development, gene expression patterns were strongly enriched for neurogenesis, synaptic plasticity, and myelination, reflecting active circuit formation and white matter maturation. In contrast, aging was characterized by a decline in myelination-related gene expression and a pronounced increase in inflammatory and glial activation pathways, particularly within the hippocampus. While both development and aging involved changes in myelination-associated genes, the underlying mechanisms appear distinct: developmental upregulation supports circuit establishment and refinement, whereas aging-related downregulation may reflect secondary consequences of neuroinflammation and reactive gliosis. These findings underscore that, despite some overlap in affected pathways, neural maturation and age-related decline are driven by fundamentally different regulatory programs. These findings establish a novel spatial transcriptomic reference for brain development and aging, offering a valuable data resource for investigating neurodevelopmental and neurodegenerative mechanisms.

## Simple Summary

The brain changes dramatically throughout life, from childhood to old age. Understanding how different parts of the brain grow, mature, and decline is important for identifying the causes of developmental and age-related brain disorders. In this study, we examined the brains of mice at three life stages, early development, adulthood, and old age, using a spatial sequencing approach that maps where genes are actively expressed. We found that each brain region has a unique pattern of gene activity that changes over time. In younger brains, gene activity was focused on growth and brain development, including the formation of new brain cells and the insulation of nerve fibers. In contrast, aging brains showed increased activity in genes linked to inflammation and stress responses. We also found that several key genes known to support brain cells and influence the risk of neurodegeneration showed consistent changes in activity at different life stages. These findings help explain how healthy brain function is developed, maintained, or lost with age and may guide future strategies to prevent or treat developmental- or age-related brain disorders.

## 1. Introduction

The brain, one of the most dynamic organs in the body, undergoes substantial molecular, structural, and functional changes throughout the lifespan. These changes reflect the delicate balance between development, maintenance, and decline, orchestrated by transcriptomic and epigenetic mechanisms [1,2]. Early in life, rapid neurogenesis, synaptogenesis, and gliogenesis establish neural networks essential for cognitive development, sensory processing, and adaptive behaviors [3,4,5]. This developmental phase is marked by high plasticity, allowing the brain to respond to environmental stimuli and learning demands [6]. With aging, these processes shift toward maintaining homeostasis, repairing damage, and managing aging-related stressors [7]. This shift is characterized by reduced neurogenesis, diminished synaptic plasticity, and increased inflammatory and degenerative activity, ultimately affecting cognitive function and increasing disease susceptibility [8,9,10].

The hippocampus, a region critical for learning, memory, and spatial navigation, exemplifies these life-stage transitions [11]. In early development, the dentate gyrus within the hippocampus serves as a neurogenic hub, integrating new neurons into established circuits to support memory formation and adaptability [12]. However, during aging, the hippocampus undergoes significant alterations, including reduced synaptic density, decreased neurogenesis, and the accumulation of reactive astrocytes and microglia, contributing to a pro-inflammatory environment [13]. These changes underpin the hippocampus’s involvement in neurodevelopmental disorders like autism spectrum disorder and age-related conditions such as Alzheimer’s disease [14,15]. The hippocampus interacts dynamically with other brain regions, including the cortex, thalamus, and hypothalamus, forming networks critical for cognitive and emotional stability. However, these inter-regional connections deteriorate with aging [16,17]. Despite significant advancements in understanding brain development and aging, critical gaps remain in our knowledge of how transcriptomic changes are spatially and temporally regulated across the lifespan. Traditional transcriptomic approaches, such as bulk RNA sequencing, lack the spatial resolution necessary to capture region-specific molecular dynamics [1]. Recent advances in spatial transcriptomics, including the development of platforms like 10x Genomics Visium [18], now allow high-resolution mapping of gene expression within intact tissue architecture, providing new insights into age-related transcriptional shifts and region-specific vulnerability [19].

Recent studies have applied spatial aging clocks to predict cell-type-specific aging patterns. For instance, Sun et al. (2025) [19] developed spatially resolved single-cell transcriptomic atlases across the adult lifespan, revealing that T cells increasingly infiltrate the brain with age, exerting pro-aging effects on neighboring cells, while neural stem cells have rejuvenating proximity effects. Additionally, Wu et al. (2024) [20] generated spatial transcriptomic maps of young and old mouse brains, identifying region-specific aging-related gene expression changes, particularly in the isocortex and hippocampal formation. Despite these advancements, few studies have systematically compared spatial gene expression patterns across both neurodevelopmental and aging timepoints. Thus, the integration of spatial transcriptomics to investigate life-stage-dependent molecular transitions remains limited, and the mechanisms distinguishing neural maturation from age-related decline at the regional level are still poorly defined.

Here, we leverage spatial transcriptomics to analyze region-specific gene expression dynamics in the cortex, hippocampus, thalamus, hypothalamus, and striatum across early-life development and aging, providing a novel framework for understanding molecular transitions that shape brain function over time. This study examines the mouse brain at three key stages: postnatal day 21 (P21), representing a critical period of brain plasticity and developmental progression; adulthood (3 months), reflecting mature baseline function; and aging (28 months), a stage associated with cognitive decline and neurodegenerative vulnerability. By identifying spatially resolved molecular transitions and their potential regulators, our approach aims to uncover mechanisms underlying cognitive decline and refine our understanding of healthy brain development. These insights bridge gaps in our knowledge of spatial transcriptomic dynamics, offering a comparative perspective on how region-specific gene expression influences the hallmarks of development and aging.

## 2. Materials and Methods

### 2.1. Mouse Model

C57BL/6J mice were acquired from Jackson Laboratory (Bar Harbor, ME, USA) and maintained in a pathogen-free facility under a 12 h light/dark cycle. Male mice were harvested at postnatal day 21 (P21), 3 months (adult), and 28 months (aged). All animal procedures complied with national and international standards and were approved by the Virginia Tech Institutional Animal Care and Use Committee (IACUC).

### 2.2. FFPE Tissue Block Preparation

Mice were euthanized by CO2 inhalation followed by cervical dislocation. Brain tissue was promptly dissected, sectioned into 4 mm thick blocks, and fixed overnight at room temperature in 10% neutral buffered formalin (NBF). After fixation, tissues were placed in cassettes, gradually dehydrated through an ethanol series, and embedded in paraffin. The resulting formalin-fixed paraffin-embedded (FFPE) blocks were stored at 4 °C for subsequent analyses.

### 2.3. FFPE Visium Spatial Transcriptomics Library Preparation

The Visium Spatial Gene Expression (VGSE) libraries were constructed using Visium Spatial Gene Expression v1 (10x Genomics, Pleasanton, CA, USA; cat# PN-1000185) for P21 and adult samples and Visium Spatial Gene Expression v2 (10x Genomics, cat# PN-1000863) for aged samples, following the manufacturer’s User Guides (CG000407 for v1; CG000543 for v2). Each Visium slide contains circular capture spots with a diameter of approximately 55 μm, each typically capturing mRNA transcripts from 1 to 10 cells depending on local tissue density.

For P21 and adult samples, FFPE tissue blocks were sectioned at a 5 μm thickness using a HistoCore MultiCut microtome (Leica Microsystems, Buffalo Grove, IL, USA; cat# 149Multi0C1). Sections were placed in a 39 °C water bath for 1 min, then directly mounted onto Visium v1 Spatial Gene Expression Slides. The slides were incubated on a thermal cycler at 42 °C for 3 h and stored at room temperature in a desiccator overnight. After a 60 °C incubation for 2 h, deparaffinization was performed with xylene and graded ethanol. The sections were H&E stained, imaged at 10× magnification on a MoticEasy Slide scanner (Motic, Richmond, BC, Canada), and saved as TIFF files. Following imaging, tissue decrosslinking, permeabilization, and hybridization with mouse WT probes were performed. Library preparation steps included probe ligation, washing, RNA digestion, probe release, probe extension, and probe elution. qPCR was performed to determine optimal PCR cycles, and SPRIselect beads were used for PCR purification. Library quality was checked using a Qubit 3.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA; cat# Q33216) and the 4150 TapeStation System (Agilent Technologies, Santa Clara, CA, USA; cat# G2992AA The libraries were pooled and sequenced by Novogene Co., Ltd. (Sacramento, CA, USA) on a NovaSeq 6000 System (Illumina, San Diego, CA, USA) at an approximate depth of 300 million read pairs per sample.

For aged samples, FFPE tissue blocks were sectioned at 5 μm thickness and initially placed onto standard glass slides. The slides underwent H&E staining, brightfield imaging, and transcriptomic probe hybridization, following a similar workflow as the P21 and adult samples. Library preparation followed Visium v2 protocol modifications, with enhanced probe design for increased transcript capture sensitivity. Probe ligation, RNA digestion, and tissue removal were carried out using the CytAssist instrument (10x Genomics, Pleasanton, CA, USA; cat# PN-1000444) in coordination with the transfer of tissue sections onto Visium v2 Spatial Gene Expression Slides. Probe extension, elution, amplification, library construction, library quality control, and sequencing followed a similar workflow as the P21 and adult samples described above.

Sequencing reads for all samples underwent the following protocol: read 1: 151 cycles, i7 index read: 10 cycles, i5 index read: 10 cycles, and read 2: 151 cycles.

### 2.4. Analysis of FFPE Visium Spatial Transcriptomics Data

The FFPE Visium sequencing reads were aligned to the mouse reference genome (mm10) using 10x Genomics Space Ranger v2.0.0 for P21 and adult samples and Space Ranger v3.1.1 for aged samples, following the manufacturer’s recommendations. Alignment and gene expression quantification were performed using the short-read probe alignment algorithm for FFPE through the ‘count’ method. The resulting gene count matrices were then utilized in downstream analysis with the Seurat package (v5.1.0) in R [21]. All resulting gene count matrices were combined into a single Seurat object for comprehensive processing and analysis. This pooled object, containing all six biological replicates (two per age group), was used for all downstream normalization, dimensionality reduction, batch correction with Harmony, UMAP visualization, and clustering. The dataset was refined by (1) discarding spots containing fewer than 250 unique genes, and (2) removing spots with fewer than 500 unique molecular identifiers (UMIs). Across all hippocampal subregions, the number of spatial transcriptomic spots contributing to differential expression analysis ranged from 30 to 252, providing a sufficient resolution and statistical power for downstream comparisons. Detailed spot counts per hippocampal subregion and sample are provided in Supplementary Table S1.

Normalization was performed using the counts per million (CPM) method, followed by scaling to standardize expression values across all spatial spots. Dimensionality reduction was conducted via Principal Component Analysis (PCA), selecting the top 10 principal components for downstream analysis. Batch effects were mitigated using Harmony [22]. Uniform manifold approximation and projection (UMAP) was performed to visualize spatial transcriptomic patterns. The 3000 most variable genes were used for spatial clustering via the shared nearest neighbors (SNN) approach (‘FindNeighbors’ function). The ‘FindClusters’ function determined an optimal resolution of 0.075, generating biologically relevant clusters. These clusters were manually annotated based on tissue histology and the expression of known cell-type and brain-region marker genes using the ‘CellSelector’ function. In this study, DEGs were identified for each cluster using the ‘FindMarkers’ function with a pairwise Wilcoxon Rank Sum test [21]. DEGs were considered significant if they had an adjusted *p*-value < 0.05 and a fold change > 1.5, were expressed in >10% of spots within the cluster of interest, and were also detected in at least 10% of all spots across all samples. GO enrichment analysis was performed using the ‘clusterProfiler’ package (v4.6.2) in R [23] to identify biological processes associated with the significant DEGs. Figures 2e,f and 3d,e display heatmaps of enriched GO terms for up- and downregulated genes; however, the specific genes contributing to each GO term are provided in Supplementary Tables S2 and S3. To evaluate clustering robustness, silhouette scores were calculated based on the first 10 principal components using the cluster R package (v2.1.8.1) [24]. These scores confirmed strong intra-cluster cohesion and inter-cluster separation across most regions, with the results shown in Supplementary Figure S1a.

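Spots of the 6 deposited sections were grouped again from the counts, and a silhouette width was computed for every spot on the same 10 principal components that the grouping used. The mean width was 0.340 in the CTX, 0.162 in the HP, 0.412 in the TH, 0.293 in the HY, 0.333 in the STR, 0.270 in the FT and 0.526 in the RT. It was −0.134 in the VS, where 40.6% of the 424 spots had a width above 0. With 20 principal components, an alternative added after the data were seen, the HP mean moved most, from 0.162 to 0.103.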

## 3. Results

### 3.1. FFPE Visium Spatial Transcriptomics Recaptures the Major Brain Regions

We applied the Visium spatial transcriptomics technique to investigate gene expression across brain regions in mice at three developmental stages: postnatal day 21 (P21), adult (3 months), and aged (28 months) (Figure 1a). 

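Coronal FFPE brain sections of male C57BL/6J mice were hybridized with the 10x Genomics mouse probe panel, and the deposited files hold the number of UMIs that the authors counted with Space Ranger for each of 19465 genes in each spot, without normalization. There were 2 sections per age. P21 and adult sections were placed directly on Visium v1 slides and counted with Space Ranger 2.0.0, and aged sections went through CytAssist onto Visium v2 slides and were counted with version 3.1.1. None of the spot barcodes of the aged files occurs in the P21 and adult files, so age and slide version cannot be told apart in the aged vs. adult comparison. The spots kept held 90098381 and 42423648 UMIs in the P21 sections, 52499776 and 51237027 in the adult sections, and 81997344 and 106783708 in the aged sections. Spots were clustered anew, and clusters were named from marker genes fixed before the files were opened. UMIs were summed per section and region, and each age was compared with the adult by edgeR's quasi-likelihood test on the 6 sums, with TMM normalization and Benjamini-Hochberg adjustment over the genes of a region and comparison. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change over 1.5. It was tested if detected in over 10% of the region's spots at either age compared and in at least 10% of all spots. Expression is given as CPM, the UMIs of a gene scaled by the TMM-normalized UMIs of its region, as mean and SD of 2 sections. Of 10 ribosomal protein genes and 10 mitochondrially encoded genes looked up, 0 are in the files.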

Spatial transcriptomics was performed using the 10x Genomics Visium-FFPE platform, with two biological replicates per group, as described in the Methods. Each Visium slide captured between 2917 and 3679 spatial spots, with median counts of 6085 genes and 17,459 UMIs per spot, ensuring robust transcriptomic coverage (Supplementary Figure S1b–d).

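With the paper's filter of at least 250 genes and 500 UMIs, between 1 and 4 spots per section were removed. The P21 sections kept 3598 and 3314 spots with a median of 23543.5 and 12074.5 UMIs per spot, the adult sections 2917 and 3259 spots with 16740.0 and 14603 UMIs, and the aged sections 3679 and 3569 spots with 19580.0 and 25535 UMIs. Median genes per spot were 6947.5 and 5042 at P21, 5964 and 5562 in adults, and 6294 and 7173 in aged mice. Over all 20336 spots the medians were 6084.5 genes and 17459 UMIs. The P21 sections thus differed in depth by more than either pair of adult or aged sections.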

Gene-count matrices were normalized using the counts per million (CPM) method to account for sequencing depth variability across samples (Supplementary Figure S2a,b). 

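Before normalization, the mean UMIs per spot of Actb (ENSMUSG00000029580, GRCm38 chromosome 5, 142903115 to 142906754), Top1 (ENSMUSG00000070544, chromosome 2, 160645888 to 160722764) and B2m (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083) had coefficients of variation of 29.9%, 33.6% and 56.5% across the 6 sections. As CPM of each whole section these became 2.82%, 5.56% and 30.9%. Actb was at 764 ± 25.2 CPM at P21, 778 ± 14.7 in adults and 762 ± 34.6 in aged mice (SD, n = 2 sections). Top1 was at 79.5 ± 0.556, 87.2 ± 1.37 and 88.1 ± 4.37 CPM. B2m rose with age, from 131 ± 18.8 CPM at P21 to 169 ± 6.59 in adults and 254 ± 10.3 in aged mice. In the FT its log2 fold change in aged vs. adult was 2.00 (standard error 0.16, adjusted p = 1.55e-08), and in the CTX 0.21 (adjusted p = 0.116), with an adjusted p of 2.06e-08 for a difference between regions.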

Subsequent clustering analysis identified eight distinct regions corresponding to major anatomical structures of the mouse brain: the cortex (CTX), hippocampus (HP), thalamus (TH), hypothalamus (HY), striatum (STR), fiber tracts (FT), ventricular system (VS), and reticular thalamus (RT) (Figure 1b,c, Supplementary Figure S2c). 

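Clustering of the 20336 spots on 3000 variable genes, 10 principal components and 20 neighbours gave 13 clusters at a resolution of 0.3. By their marker genes, 12 of them carried the names of the 8 regions, with 6545 spots in the CTX, 1932 in the HP, 3314 in the TH, 3556 in the HY, 1141 in the STR, 2167 in the FT, 424 in the VS and 243 in the RT. The remaining cluster, led by Ptgds, Eln and Acta2, held 1014 spots (4.99%) and stayed unnamed. The FT cluster was led by C4b, Apod and Mobp, and the VS cluster by Ttr, Ecrg4 and Clic6 together with Gpr151, Tac2 and Chrna3. The 574 genes that the paper names or lists were kept out of the clustering. The paper's Harmony correction and manual annotation were not repeated, so region borders need not match those of Figure 1b,c. When each section was clustered alone, the spots named in both runs carried the same region name in 89.8% to 99.6% per section. That run left 1078 spots of adult section 1 unnamed, 678 of adult section 2, 556 and 577 of the P21 sections and 0 and 279 of the aged ones, and it named 83 spots of adult section 1 as HY in place of 373.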

The anatomical identities of these clusters were established by comparing their spatial boundaries to reference images from the Allen Institute Mouse Brain Reference Atlas. This comparison demonstrated a high degree of alignment, confirming that the clustering analysis recapitulates the primary anatomical regions of the mouse brain. These spatial clustering patterns were consistent across biological replicates, and transcriptomic profiles demonstrated high inter-replicate correlation by brain region (Supplementary Figures S2c, S3 and S4a), further supporting the reproducibility and robustness of the dataset. 

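Pearson's r across genes between the log2(CPM + 1) values of both sections of an age ranged from 0.982 to 0.996 over the 18 pairs of an age and one of the 6 larger regions, with a median of 0.992. Genes are not independent replicates, so no p is given. For comparison, the mean r of the same sums with sections of another age ranged from 0.933 to 0.984, with a median of 0.966. On linear CPM, the alternative that moved the values most, the lowest r of a replicate pair was 0.938.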

To further validate the anatomical specificity of the annotated regions, we analyzed region-specific gene expression markers. 

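For each section, the CPM of 8 genes in the region they mark was divided by their mean over the other regions. Igfn1 (ENSMUSG00000051985, GRCm38 chromosome 1, 135953578 to 136006342) was at 38.5 ± 15.0 CPM in the CTX (SD, n = 6 sections), with a mean log2 ratio of 2.42. Klk8 (ENSMUSG00000064023, chromosome 7, 43797577 to 43803826) was at 41.6 ± 11.8 CPM in the HP with a ratio of 2.68, and Abhd12b (ENSMUSG00000090121, chromosome 12, 70154142 to 70183887) at 168 ± 80.5 CPM in the TH with 4.23. Gal (ENSMUSG00000024907, chromosome 19, 3409915 to 3414544) reached 77.7 ± 51.4 CPM in the HY with 3.17, and Adora2a (ENSMUSG00000020178, chromosome 10, 75316877 to 75334784) 167 ± 14.3 CPM in the STR with 4.55. Gm5741 (ENSMUSG00000095845, chromosome 8, 85067568 to 85067982) was at 252 ± 178 CPM in the VS with 5.17, and Gnb3 (ENSMUSG00000023439, chromosome 6, 124834240 to 124840275) at 24.4 ± 8.68 CPM in the RT with 3.36. In adult section 1 the VS had only 0.876 CPM of Gm5741, against 115 to 414 CPM in the other sections, and its lowest ratio was 0.69. Each of these 7 ratios was above 0 in all 6 sections (exact two-sided sign-flip permutation test, p = 0.03125, the smallest p that 6 sections allow). As the paper shows these genes as region markers in the same sections, this is not independent evidence. Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) was at 41.0 ± 57.4 CPM in the FT with a ratio of 0.77, above 0 in 3 of the 6 sections (p = 0.4375 from the same exact test). Its FT value was between 2.73 and 6.17 CPM in the P21 and adult sections and 94.9 and 132 CPM in the aged ones. Among spots whose neighbours all belong to the same region, the Lgals3 ratio was 1.54 and above 0 in all 6 sections (exact p = 0.03125), while Gnb3 fell to 5 of 6 (exact p = 0.0625). The Gnb3 loss rests on P21 section 2, where the RT held 1 such spot, at 0 CPM of Gnb3.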

Marker genes unique to each cluster were identified and shown to exhibit distinct expression patterns within their respective brain regions (Figure 1d). These findings confirm the validity and anatomical specificity of the transcriptomic data.

Overall, these results demonstrate that the FFPE Visium platform reliably identifies region-specific transcriptomic signatures across developmental stages. This consistency and robustness of these findings establish its utility for investigating the spatial organization of gene expression and the molecular basis of regional brain function across development and aging.

### 3.2. Brain Region-Specific Gene Expression Changes Across Developmental Stages

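In the P21 vs. adult comparison, 334 genes were called higher and 189 lower in the CTX, of 10928 tested. The counts were 585 higher and 182 lower in the HP, 476 and 304 in the TH, 220 and 233 in the HY, 308 and 125 in the STR, and 585 and 458 in the FT. In the aged vs. adult comparison they were 711 higher and 429 lower in the CTX, 651 and 655 in the HP, 763 and 767 in the TH, 728 and 589 in the HY, 890 and 700 in the STR, and 1381 and 1608 in the FT. The setting that moved these counts most was a test of fold changes against 1.5 itself (edgeR's glmTreat), with 111 genes in the CTX at P21 and 1372 in the aged FT. The HY at P21 moved further with regions from clustering each section alone, from 453 genes to 5. In the FT at P21, counts scaled by plain CPM gave 467 higher and 626 lower, so the larger share of higher genes there depends on the normalization. The aged splits depend on the setting too, with 524 higher and 763 lower in the HP and 655 and 853 in the TH by plain CPM, 743 and 240 in the HP by a Wilcoxon test on spots, and 2521 and 1699 in the FT with genes kept by filterByExpr only. Of the genes called lower in the aged FT, 88.8% were more abundant in the other regions than in the FT of adult mice, compared with 58.3% of the genes tested there.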

We conducted differential gene expression analysis for each brain region, comparing P21 versus adult and aged versus adult samples (Figure 2a,b). Due to insufficient spot representation for reliable transcriptomic analysis, the regions corresponding to the ventricular system (VS) and reticular thalamus (RT) were excluded from downstream analyses. In the comparison between P21 and adult brains, it showed region-specific differentially expressed genes (DEGs), including 74 cortex-specific, 92 hippocampus-specific, 23 striatum-specific, 230 thalamus-specific, and 231 hypothalamus-specific DEGs. Moreover, 79 DEGs were shared by the five brain regions (Figure 2c). 

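Of 1561 genes called in P21 vs. adult in at least 1 of these 5 regions, 869 (55.7%) were called in a single region. Of these, 115 were called only in the CTX, 270 only in the HP, 84 only in the STR, 261 only in the TH and 139 only in the HY. Calls in opposite directions in different regions were made for 6 genes. With glmTreat, the setting that moved the total most, 170 genes were called in a single region.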

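Genes called in P21 vs. adult in all 5 regions numbered 100, of which 75 were higher and 25 lower at P21, each in the same direction throughout. The largest mean increases were those of Hbb-bt (ENSMUSG00000073940, GRCm38 chromosome 7, 103812524 to 103813996), with log2 fold changes of 2.77 to 4.05, Hbb-bs (ENSMUSG00000052305, chromosome 7, 103826534 to 103828096), with 2.53 to 3.53, and Hba-a2 (ENSMUSG00000069917, chromosome 11, 32296489 to 32297298), with 2.41 to 3.42. Hbb-bs in the CTX was at 1044 ± 464 CPM at P21 and 123 ± 15.8 in adults (SD, n = 2; adjusted p = 4.32e-05). The panel lists no Hba-a1, and the globin paralogs are close in sequence, so the gene counted under each of these names is uncertain. The erythrocyte genes in the files moved together, with medians of 2.41 in the hippocampal matrix to 3.95 in CA3. The largest mean decreases were those of Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718), with −3.04 to −2.23, Hsf4 (ENSMUSG00000033249, chromosome 8, 105269801 to 105275845), with −2.04 to −1.10, and Efemp1 (ENSMUSG00000020467, chromosome 11, 28853204 to 28926743), with −2.00 to −0.97. Efemp1 in the STR reversed, from −1.55 to 0.42, with regions from clustering each section alone. The number of shared genes moved most with those regions, to 5, and with glmTreat, to 21.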

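In the aged vs. adult comparison, 1597 genes were called in a single one of the CTX, HP, TH, HY and STR, of 3334 called in any of them (47.9%). After the UMIs of every section were thinned to the lowest count in its region, an alternative added after the data were seen, the aged comparison called 1721 single-region genes and the P21 comparison 807. The aged comparison had more single-region genes than the P21 comparison under every setting that covers both.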

Interestingly, more region-specific DEGs were identified in the comparison between aged and adult brains. It showed 114 cortex-specific, 291 hippocampus-specific, 251 striatum-specific, 312 thalamus-specific, and 243 hypothalamus-specific DEGs. Additionally, 216 DEGs were shared among the five brain regions in the aged vs. adult comparison (Figure 2d). These results indicate that, during development or aging processes, both shared and region-specific gene expression changes were present across brain regions.

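By region, 137 genes were called only in the CTX in aged vs. adult, 344 only in the HP, 473 only in the STR, 407 only in the TH and 236 only in the HY. Another 91 genes were called in opposite directions in different regions. All aged sections, and no adult section, came from CytAssist slides.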

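In all 5 regions of the aged vs. adult comparison, 243 genes were called, 185 of them higher and 57 lower throughout, and 1 in differing directions. The largest mean increases were those of Maff (ENSMUSG00000042622, GRCm38 chromosome 15, 79346621 to 79359076), with log2 fold changes of 2.51 to 3.47, C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882), with 2.03 to 3.58, and Serpina3n (ENSMUSG00000021091, chromosome 12, 104406729 to 104414329), with 1.45 to 2.86. C4b has a close paralog, C4a, so the gene counted under its name is uncertain. The largest mean decreases were those of Cntnap2 (ENSMUSG00000039419, chromosome 6, 45059357 to 47304213), with −5.93 to −5.00, Opalin (ENSMUSG00000050121, chromosome 19, 41061710 to 41077113), with −3.34 to −2.17, and Myoc (ENSMUSG00000026697, chromosome 1, 162639155 to 162649693), with −3.68 to −1.41. Cntnap2 fell from 20.6 ± 1.33 CPM in the adult CTX to 0.470 ± 0.219 in the aged CTX (SD, n = 2; adjusted p = 4.00e-08) and by a similar factor in every region, with an adjusted p of 0.877 for a difference between regions. Myoc in the CTX reversed, from −1.41 to 0.21, with regions from clustering each section alone.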

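Whether an age effect differs between regions was tested over the CTX, HP, TH, HY, STR and FT together, with the section as a block, which removes anything that changes a gene by one factor throughout a section. Of 11338 genes tested, 1500 had a region-by-age interaction in P21 vs. adult and 5544 in aged vs. adult (edgeR's quasi-likelihood F-test, Benjamini-Hochberg adjusted p under 0.05). Without the FT the numbers were 861 and 2774. The smallest adjusted p belonged to Hmgcs1 (ENSMUSG00000093930, GRCm38 chromosome 13, 119690379 to 119708260) at P21, with 1.01e-07, and log2 fold changes of 0.51 in the CTX and 2.25 in the FT. In aged mice it belonged to Rtn4rl2 (ENSMUSG00000050896, chromosome 2, 84871924 to 84886710), with 1.19e-13 and log2 fold changes of 0.20 in the CTX and −3.49 in the TH. From genes shared by the 5 regions and genes found in 1 region only, the paper concludes that shared and region-specific changes both occur in development and aging.

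**Figure D1:**
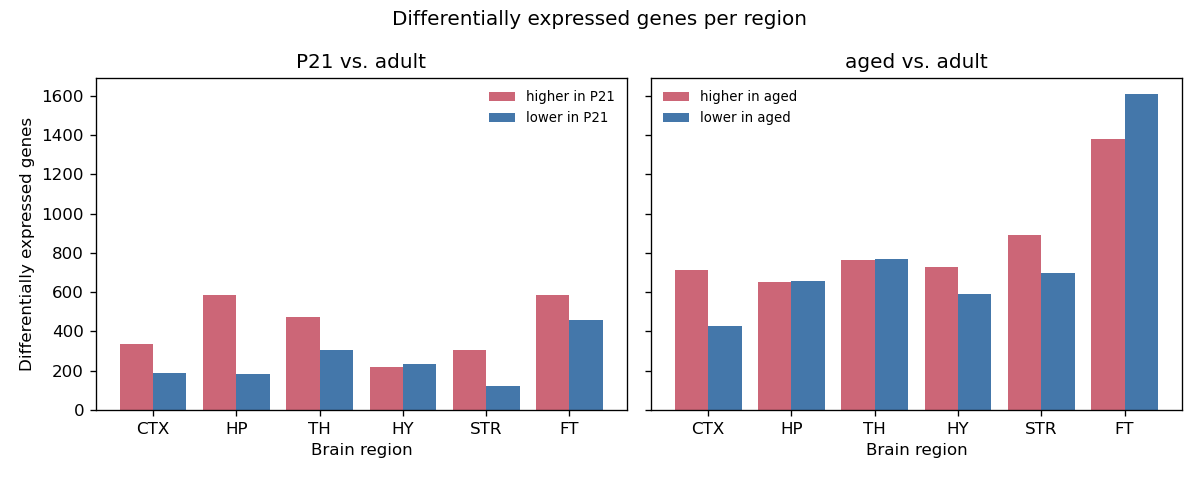
Number of differentially expressed genes (vertical axis) per brain region (horizontal axis) in P21 vs. adult and aged vs. adult, with bars for genes called higher and lower than in adults. The aged FT has the most, with 1381 higher and 1608 lower genes.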

Gene Ontology (GO) enrichment analysis of DEGs in P21 mice relative to adult brains revealed robust region-specific activation of developmental programs across all major brain regions. 

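Table S2 lists genes under Gene Ontology terms such as regulation of neurogenesis and learning, and their values in P21 vs. adult were taken from the region tests. Over its 35 lists of higher genes, 556 entries were tested and 510 (91.7%) were called higher. Adjusted over the list alone, 518 were called, which is not independent evidence because the study chose the lists on these samples. For regulation of neurogenesis, 26 of 28 listed genes were called higher in the CTX with a median log2 fold change of 0.86, 31 of 32 in the HP with 1.06, and 29 of 29 in the TH with 0.90. The counts were 10 of 17 in the HY with 0.65, 13 of 15 in the STR with 0.89, and 4 of 15 in the FT with 0.33. A second neurogenesis list of the HY holds lower genes, of which 10 of 16 were called lower with a median of −0.70. For learning, 4 of 5 listed genes were called higher in the STR with a median of 0.98, and 1 of 10 in the FT with −0.25. Another list of the same table gives learning genes as lower in the HY, where 2 of 8 were called lower. With plain CPM, 508 entries were called.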

Upregulated genes in P21 samples were consistently enriched in biological processes associated with neurogenesis, gliogenesis, myelination, and learning (Figure 2e). These terms were shared across CTX, HP, TH, HY, and STR, underscoring a widespread transcriptional emphasis on neural circuit formation and glial support. 

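For gliogenesis, Table S2 lists higher genes in the CTX, HP, TH and STR. In this order 28 of 29, 28 of 30, 28 of 28 and 23 of 23 tested genes were called higher at P21. Their median log2 fold changes were 0.95, 1.18, 0.96 and 1.16. In the HY and again in the TH the table lists gliogenesis among lower genes, of which 9 of 13 and 8 of 11 were called lower with medians of −0.71 and −0.72. For myelination, 18 of 19 genes were called higher in the CTX with a median of 1.15, 14 of 16 in the HP with 1.49, and 16 of 16 in the TH with 1.25. In the HY 11 of 12 were called with 0.89, and in the STR 17 of 17 with 1.23. A list of lower myelination genes is also given for the HY, where 6 of 7 were called lower with a median of −0.71. Precursor genes fixed before the files were opened, such as Pdgfra and Cspg4, had medians between 0.29 in the HY and 0.93 in the HP among these 5 regions. Genes of newly formed oligodendrocytes had medians between 0.79 in the CTX and 1.49 in the HP.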

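Sox10 (ENSMUSG00000033006, GRCm38 chromosome 15, 79154908 to 79165240) was at 276 ± 30.0 CPM in the FT at P21 and 131 ± 4.05 in adults (SD, n = 2). Its log2 fold change in P21 vs. adult was 1.25, 1.50, 1.29, 0.96, 1.29 and 1.07 in the CTX, HP, TH, HY, STR and FT, called in all 6, with adjusted p from 1.78e-07 to 0.00195. Mbp (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637) was at 32289.6 ± 4663 and 16886 ± 70.2 CPM in the FT, with log2 fold changes of 1.08, 1.23, 1.02, 0.51, 1.14 and 0.94. Mbp was called everywhere but in the HY (standard error 0.14, adjusted p = 0.0572), and its changes differed between regions with an adjusted interaction p of 0.0243. In the HY, the call of Sox10 was lost with regions from clustering each section alone, where its log2 fold change was 1.29. The Mbp call in the FT was lost there too, at 0.70.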

Key developmental markers such as *Plp1*, *Sox10*, and *Mbp* were prominently expressed in regions undergoing active myelination and glial differentiation in P21 mice (Supplementary Figure S5a). In contrast, genes downregulated in P21 mice relative to adults displayed diverse region-specific signatures. 

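Lower genes under 13 lists of Table S2 had 96 entries tested, of which 63 (65.6%) were called lower at P21, 69 adjusted over the list alone, and 1 was called higher. Postsynaptic density organization is listed for lower genes only in the FT, where 1 of 4 tested genes were called lower. Reproductive behavior is listed in the TH, with 4 of 5 genes called lower and a median log2 fold change of −0.70, and in the STR, with 2 of 4 and −0.68. Regulation of chemokine production is listed in the HP, with 2 of 4 genes called lower and a median of −0.71. Circadian rhythm genes were called lower for 6 of 7 listed genes in the CTX with a median of −0.82, 3 of 5 in the HP with −0.77, and 7 of 8 in the TH with −0.64. Over the 11 circadian genes listed in any region, the median was below that of all 10000 random lists in each of the 6 regions, between −0.80 in the FT and −0.46 in the HY, which is not independent evidence because the genes were chosen on these sections.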

Enriched terms included postsynaptic density organization in the hippocampus, reproductive behavior in the hypothalamus, regulation of chemokine production in the striatum, and circadian rhythm processes, indicating a coordinated downregulation of adult-like functional states as the brain transitioned into maturity.

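Marker lists fixed before the files were opened were summarised as the median log2 fold change of their tested genes in aged vs. adult. Reactive microglia genes had a median of 0.10 in the CTX and 2.04 in the FT. Reactive astrocyte genes ranged from 0.61 in the HY to 2.95 in the FT, interferon-induced genes from 0.17 in the CTX to 1.13 in the FT, and MHC class I genes from 0.65 in the CTX to 2.00 in the FT. Heat shock genes ranged from 0.59 in the CTX to 1.03 in the FT. The same lists at P21 had medians in the CTX of −0.04 for reactive microglia, 0.13 for reactive astrocytes, 0.17 for interferon-induced, −0.18 for MHC class I and −0.14 for heat shock genes. All aged sections, unlike the adult ones, were on CytAssist slides.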

In aged mice compared to adult mice, a markedly different transcriptional profile emerged, characterized by increased expression of genes linked to inflammation and cellular stress responses. 

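Table S3 lists genes by Gene Ontology term for the aged vs. adult comparison, and 591 of 736 tested entries (80.3%) of its lists of higher genes were called higher in aged mice. Adjusted over the list alone, 601 were called, which is not independent evidence because the lists were chosen on these samples. For immune response-activating signaling, calls were made for 19 of 22 listed genes in the CTX, 17 of 27 in the HP, 20 of 26 in the TH, 16 of 18 in the HY and 21 of 25 in the STR, with median log2 fold changes of 0.64 in the HP to 0.89 in the STR. For RNA splicing they were made for 25 of 28 listed genes in the CTX, 13 of 22 in the HP, 20 of 22 in the TH, 24 of 29 in the HY and 32 of 38 in the STR, with medians of 0.64 in the HP to 0.73 in the TH. Response to peptide hormone had 27 of 29 listed genes in the CTX, 17 of 29 in the HP, 25 of 30 in the TH, 27 of 32 in the HY and 34 of 37 in the STR, with medians of 0.69 in the HP to 0.85 in the CTX. mRNA processing had 28 of 31 listed genes in the CTX, 14 of 25 in the HP, 20 of 24 in the TH, 27 of 31 in the HY and 33 of 40 in the STR, with medians of 0.64 in the HP to 0.73 in the STR. In the FT, 7 of 21 genes of the immune list were called higher and 3 lower, with a median of −0.03. The table lists RNA splicing among lower genes of the FT, where 10 of 35 were called lower and 8 higher. Counts scaled by plain CPM gave 589 called entries.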

Across all but FT brain regions, genes upregulated in aged samples were enriched for immune response-activating signaling pathways, RNA splicing, response to peptide hormones, and mRNA processing (Figure 2f), reflecting a conserved aging-related activation of immune surveillance and transcriptional regulation machinery. Notably, genes such as *Apoe*, *Trem2*, and *Vegfa* were consistently elevated in aged brains (Supplementary Figure S5b), indicating widespread neuroinflammatory and angiogenic signaling. These findings align with recent studies demonstrating that RNA processing and alternative splicing are significantly altered with age. 

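Apoe (ENSMUSG00000002985, GRCm38 chromosome 7, 19696109 to 19699188) rose in the FT from 1069.8 ± 12.0 CPM in adults to 4338 ± 347 in aged mice (SD, n = 2; log2 fold change 2.02, standard error 0.10, adjusted p = 4.85e-11). In the CTX, HP, TH, HY and STR its log2 fold changes were 0.58, 0.64, 0.65, 0.65 and 0.87. It was called in all of these but the CTX (standard error 0.08, adjusted p = 1.42e-04), where it stayed just under the fold change minimum and passed it with plain CPM, at 0.59. Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) rose in the FT from 23.3 ± 0.818 to 157 ± 14.3 CPM (log2 fold change 2.75, standard error 0.11, adjusted p = 6.25e-12). Its log2 fold changes were 0.56, 0.70, 1.14, 0.89 and 1.04 in the other 5 regions, in the same order, again without a call in the CTX (adjusted p = 0.00667). Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) was at 42.0 ± 1.47 CPM in the adult HP and 82.4 ± 19.3 in the aged HP (log2 fold change 0.96, standard error 0.14, adjusted p = 4.75e-04). It was called in the CTX, TH, HY and STR too, with log2 fold changes of 0.68, 0.80, 0.61 and 0.62, and not in the FT (0.46, adjusted p = 0.00787). The adjusted p for a difference between regions was 1.87e-12 for Apoe, 4.17e-09 for Trem2 and 0.0667 for Vegfa. Without the FT it was 0.109 for Apoe and 0.212 for Trem2, so neither passed among the other 5 regions, and with limma-voom it was 0.0307 for Vegfa. In the HY, the Trem2, Apoe and Vegfa calls were lost with regions from clustering each section alone, where Apoe was at 0.66 and Vegfa at 0.94.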

A meta-analysis across 11 animal species, including mice, found that aging is associated with increased intron retention and the accumulation of premature termination codon-containing transcripts, particularly in brain tissue, suggesting widespread dysregulation of RNA maturation as a conserved aging hallmark [25]. Complementing this, Kumar et al. (2024) reported widespread changes in transcript isoform usage in the aged mouse brain, including a decline in mRNA isoforms subjected to nonsense-mediated decay and altered binding of RNA-binding proteins, indicating a complex remodeling of post-transcriptional regulatory networks during aging [26].

Conversely, genes downregulated in aged samples revealed a progressive decline in biological processes critical for maintaining neural integrity. These included learning, oligodendrocyte differentiation, oligodendrocyte development, and astrocyte differentiation—processes critical for synaptic plasticity and white matter integrity. 

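In the lists of lower genes of Table S3, 378 entries were tested in aged vs. adult, of which 176 (46.6%) were called lower and 48 higher. Adjusted over the list alone, 176 were called lower. All 48 entries called higher came from lists of the FT, and none from another region.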

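Oligodendrocyte differentiation genes of Table S3 were called lower in aged vs. adult for 7 of 8 tested genes in the CTX, 8 of 10 in the HP, 12 of 12 in the TH, 9 of 10 in the HY and 7 of 8 in the STR. Their median log2 fold changes ranged from −1.14 in the HP to −0.80 in the HY. In the FT, 7 of 26 were called lower and 3 higher, with a median of −0.28, and a separate FT list of higher genes had 2 of 10 called higher and 2 lower. Of 14 genes of mature oligodendrocytes fixed before the files were opened, the median was −0.70 in the CTX, −0.86 in the HP, −0.54 in the TH, −0.53 in the HY, 0.10 in the STR and 0.38 in the FT. They were called in both directions in 3 of the 5 gray matter regions.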

Notably, oligodendrocyte differentiation was consistently downregulated across all brain regions in aged mice, highlighting a global decline in myelination capacity with age. In contrast, learning-associated pathways were suppressed in all regions except the cortex, suggesting relative preservation of cognitive-associated transcriptional programs in this area. 

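Learning genes are listed as lower in aged mice for the HP, STR and FT in Table S3. In the HP 7 of 10 tested genes were called lower with a median log2 fold change of −0.83, in the STR 10 of 10 with −1.12, and in the FT 26 of 42 with −0.80. In the HY the table lists them as higher, and 8 of 10 were called higher with a median of 0.76. No learning list is given for the CTX or TH.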

Downregulation of oligodendrocyte development was specific to the hippocampus and fiber tracts, while astrocyte differentiation was reduced in the hippocampus, thalamus, hypothalamus, and fiber tracts, reflecting regionally targeted glial dysfunction during aging.

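Oligodendrocyte development genes were called lower in aged vs. adult for 4 of 6 listed genes in the HP, with a median log2 fold change of −0.95. In the FT it was 3 of 12, with 2 called higher. Astrocyte differentiation genes were called lower for 5 of 5 in the HP, 6 of 7 in the TH and 6 of 6 in the HY, with medians of −1.22, −0.91 and −0.80. In the FT 3 of 21 were called lower and 4 higher, with a median of 0.03. Astrocyte marker genes fixed before the files were opened had medians of 0.14 in the HP, 0.08 in the TH, 0.00 in the HY and 0.57 in the FT. Whether the lists changed more in one region than in another was not tested.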

### 3.3. Hippocampus Exhibits Subregion-Specific Transcriptomic Changes Across Development and Aging

To explore age-dependent transcriptional changes in the hippocampus, we performed subclustering to delineate four distinct subregions: dentate gyrus (DG), Cornu Ammonis (CA) subfields CA1–2 and CA3, and the matrix (Figure 3a, Supplementary Figure S4a). 

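The 1932 HP spots were clustered again without the genes that the paper names or lists, at a resolution of 0.1, and the 4 clusters were named from fixed marker genes. The matrix held 1317 spots, the DG 228, CA3 211 and CA1-2 176. The DG cluster was led by C1ql2, Dsp and Stxbp6, CA1-2 by Fibcd1, Wfs1 and Gpr161, and CA3 by Nrip3, Cpne4 and Chgb, and Hbb-bs and Hba-a2 were among the leading genes of the matrix. The CA3 of a section held as few as 17 spots, and the UMIs summed per section ranged from 478092 in CA3 to 5567089 in the matrix. Both in P21 vs. adult and in aged vs. adult, the sums of 6 sections were tested per subregion as for the larger regions. The calls were 168 higher and 62 lower genes in CA1-2 at P21, 215 and 38 in CA3, 466 and 264 in the DG, and 371 and 215 in the matrix. In aged mice they were 393 and 306 in CA1-2, 428 and 361 in CA3, 425 and 352 in the DG, and 914 and 715 in the matrix. The CA3 counts moved most when every section was thinned to the UMIs of the smallest, to 0 at P21, with 209 genes at an unadjusted p under 0.05, and to 0 in aged mice, with 817.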

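Wnt2 (ENSMUSG00000010797, GRCm38 chromosome 6, 17988940 to 18030585) was at 51.7 ± 7.11 CPM in CA1-2 (SD, n = 6 sections), and its mean log2 ratio to the other subregions of the same section was 3.03. Shisa2 (ENSMUSG00000044461, chromosome 14, 59625308 to 59631660) was at 24.8 ± 7.73 CPM in CA3 with a ratio of 2.21, Dsp (ENSMUSG00000054889, chromosome 13, 38151294 to 38198577) at 259 ± 22.6 CPM in the DG with 4.15, and Aqp4 (ENSMUSG00000024411, chromosome 18, 15389496 to 15410982) at 148 ± 25.9 CPM in the matrix with 2.24. Each ratio was above 0 in all 6 sections (exact two-sided sign-flip permutation test, p = 0.03125). None of these 4 genes was used to form or name the subregions. The paper shows them as subregion markers in the same sections, so the ratios are not independent evidence.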

Subregional marker genes, such as *Wnt2* (CA1–2), *Shisa2* (CA3), and *Dsp* (DG), and *Aqp4* (Matrix) confirmed the unique transcriptional profiles of these regions (Figure 3b). 

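Over the 4 hippocampal subregions, 11227 genes were tested in at least 1 subregion and at least 1 of the comparisons. Of these, 1248 were called in P21 vs. adult and 2531 in aged vs. adult in at least 1 subregion, and 461 in both, compared with 281 if the calls were independent. In 10 simulated draws of unchanged groups against the same adult sections, at most 1 gene per subregion was called in both. Within a subregion, the observed counts were 48 in CA1-2, 57 in CA3, 89 in the DG and 140 in the matrix. The draws called at most 4 genes of a subregion, so they cannot show what overlap shared adult sections give among many calls. Of the 461, 111 were higher in both, 82 lower in both, 83 lower at P21 and higher in aged mice, and 192 higher at P21 and lower in aged mice, with genes that fit more than 1 of these counted in each. The number in both comparisons moved most with glmTreat, to 29.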

Comparative analysis of DEGs in P21 vs. adult and aged vs. adult hippocampal samples identified a small set of 32 shared genes, underscoring the largely distinct transcriptional landscapes that characterize early development and aging (Figure 3c).

To further investigate this phenomenon, we examined DEGs that were downregulated in P21 and upregulated in aged mice (“trending up”) or upregulated in P21 and downregulated in aged mice (“trending down”) (Supplementary Figure S4b), revealing spatially distinct patterns within hippocampal subregions. 

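Lct (ENSMUSG00000026354, GRCm38 chromosome 1, 128284756 to 128328318) was at 99.5 ± 19.6 CPM in the DG at P21, 199.9 ± 2.34 in adults and 362 ± 72.4 in aged mice (SD, n = 2). It was detected in under 10% of all spots and so was left out of the test by the paper's filter, and it was called in both comparisons when genes were filtered by edgeR's filterByExpr alone. Ighm (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730) was at 15.6 ± 6.77, 62.1 ± 22.7 and 154 ± 13.9 CPM in the DG. Its log2 fold change was −2.12 in P21 vs. adult (standard error 0.31, adjusted p = 1.44e-04) and 1.28 in aged vs. adult (standard error 0.19, adjusted p = 3.33e-04), the latter no longer called with glmTreat.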

In the DG, *Lct* and *Ighm* were trending up, suggesting late-life activation following developmental repression. In the matrix subregion, *Ptgds* also followed a trending-up pattern. Conversely, genes exhibiting trending-down dynamics included *Tspan2* and *Fxyd7* in CA1–2, *Opalin* and *Tmem163* in DG, *Ttr*, *Tmem163*, *Hbb-bs*, and *Hba-a2* in CA3, and *Tspan2*, *Tmem163*, and *Fa2h* in the matrix. 

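Ptgds (ENSMUSG00000015090, GRCm38 chromosome 2, 25466709 to 25470046) was at 246 ± 0.258 CPM in the matrix at P21, 523 ± 155 in adults and 622 ± 91.3 in aged mice (SD, n = 2). It was lower at P21 than in adults (log2 fold change −1.09, standard error 0.16, adjusted p = 1.22e-04), and its change in aged vs. adult did not pass the threshold (log2 fold change 0.25, standard error 0.15, adjusted p = 0.243). With regions from clustering each section alone, the P21 value reversed to 0.54. Other genes of the meninges, where Ptgds is abundant, had a median log2 fold change of 1.19 in the matrix at P21.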

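In CA1-2, Tspan2 (ENSMUSG00000027858, GRCm38 chromosome 3, 102734529 to 102801513) was at 306 ± 125 CPM at P21, 94.3 ± 10.8 in adults and 31.7 ± 6.62 in aged mice (SD, n = 2). Its log2 fold change was 1.76 in P21 vs. adult (standard error 0.20, adjusted p = 1.42e-06) and −1.52 in aged vs. adult (standard error 0.25, adjusted p = 2.59e-04). In the matrix the changes were 1.27 and −1.04. Fxyd7 (ENSMUSG00000036578, chromosome 7, 31042513 to 31051467) in CA1-2 changed by 1.04 and −1.08, both lost with glmTreat. Opalin in the DG changed by 1.32 and −2.41, the first lost with glmTreat and the second at equal depth. Fa2h (ENSMUSG00000033579, chromosome 8, 111345135 to 111393824) in the matrix changed by 1.15 (adjusted p = 7.34e-07) and −1.06 (adjusted p = 1.08e-05). In CA3, Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321) was at 1219 ± 1027, 229 ± 182 and 56.6 ± 17.8 CPM. The P21 replicate 1 alone had 1963 CPM, and leaving out single sections moved the log2 fold change of 2.52 between 1.13 and 3.65. Its aged value was −1.98, and other choroid plexus genes had a median of −0.68 there. Hbb-bs in CA3 changed by 4.63 at P21 (standard error 0.21, adjusted p = 1.05e-20) and −1.14 in aged mice (adjusted p = 0.0118). Hba-a2 changed by 3.95 and −1.40. Both globin decreases in aged CA3 were lost in a Wilcoxon test on spots, at −0.35 and −0.24. All calls in CA3 were lost at equal depth, where none was made.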

Notably, *Tmem163* appeared in multiple subregions, suggesting a shared transcriptional trajectory across distinct hippocampal compartments.

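Tmem163 (ENSMUSG00000026347, GRCm38 chromosome 1, 127486546 to 127679548) was at 80.8 ± 9.86 CPM in the DG at P21, 18.1 ± 3.54 in adults and 1.85 ± 0.106 in aged mice (SD, n = 2). Its log2 fold change in P21 vs. adult was 2.18 in the DG (standard error 0.23, adjusted p = 3.44e-06), 1.72 in CA3 (adjusted p = 6.48e-06), 1.53 in the matrix (adjusted p = 2.17e-07) and 1.67 in CA1-2 (adjusted p = 8.28e-04). In aged vs. adult it was −3.20 in the DG (standard error 0.42, adjusted p = 8.85e-05), −3.15 in CA3 (adjusted p = 5.21e-08), −1.62 in the matrix (adjusted p = 6.25e-06) and −1.94 in CA1-2 (adjusted p = 0.00415). A difference between subregions was not tested.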

GO enrichment analysis revealed distinct spatial and temporal patterns of gene regulation across hippocampal subregions during development and aging. 

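The lists of Table S2 for myelination, gliogenesis and ensheathment of neurons in the 4 hippocampal subregions each had a median log2 fold change in P21 vs. adult above the medians of all 10000 random lists matched on mean expression. As the study chose these lists among its higher genes in the same sections, this is not independent evidence. Mature oligodendrocyte genes fixed before the files were opened had medians of 1.42 in CA1-2, 1.14 in CA3, 1.68 in the DG and 0.85 in the matrix. For genes of newly formed oligodendrocytes the medians were 1.32, 1.47, 1.58 and 1.21 in the same order. Astrocyte genes had medians of 0.41, 0.41, 0.45 and −0.12.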

In the P21 vs. adult comparison, upregulated DEGs were consistently enriched for processes associated with myelination, gliogenesis, and ensheathment of neurons across all subregions, reflecting ongoing maturation of glial and structural support systems (Figure 3d). However, the degree of enrichment varied substantially across hippocampal subregions. For instance, regulation of neurogenesis showed the strongest enrichment in the DG and the weakest in CA1–2. This is consistent with the known biology of hippocampal development, in which the DG serves as a key site of postnatal neurogenesis, while the CA1–2 and CA3 regions comprise pyramidal neurons that are generated predominantly during embryogenesis and display minimal neurogenic activity after birth [12]. In contrast, CA1–2 exhibited the highest enrichment for myelination and neuron ensheathment, suggesting earlier maturation of its pyramidal neuron population. 

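Listed genes of regulation of neurogenesis were called higher at P21 for 23 of 23 in the DG with 1.76, 11 of 11 in the matrix with 1.19, 7 of 8 in CA3 with 1.23 and 5 of 5 in CA1-2 with 1.69 as the median log2 fold change. Neuroblast genes fixed before the files were opened, such as Dcx and Sox11, had medians of 1.74 in the DG, 1.26 in the matrix, 0.55 in CA3 and 0.63 in CA1-2. Which subregion changed most was not tested, and the lists differ between subregions.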

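For myelination, the listed genes called higher at P21 were 11 of 11 in CA1-2 with 1.78, 14 of 14 in the DG with 2.10, 9 of 10 in CA3 with 1.38 and 13 of 13 in the matrix with 1.27 as the median log2 fold change. For ensheathment of neurons they were 12 of 12 in CA1-2 with 1.83, 15 of 15 in the DG with 2.12, 10 of 11 in CA3 with 1.39 and 14 of 14 in the matrix with 1.31. Over the 19 ensheathment genes listed in any region or subregion, the median was 1.72 in CA1-2, 2.09 in the DG, 1.22 in CA3 and 1.19 in the matrix.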

Gliogenesis was most enriched in the DG, with moderate levels observed in CA1–2 and the matrix. These findings indicate that while core developmental programs are activated across the hippocampus during early postnatal life, the magnitude of transcriptional engagement varies in a region-specific manner, likely reflecting differences in cell-type composition, developmental timing, and functional specialization.

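For gliogenesis, the listed genes called higher at P21 were 25 of 25 in the DG with 1.74, 12 of 12 in CA1-2 with 1.69, 14 of 14 in the matrix with 1.19 and 10 of 11 in CA3 with 1.32 as the median log2 fold change. Over the 45 higher gliogenesis genes listed in any region or subregion, the median was 1.32 in the DG, 1.13 in CA1-2, 0.90 in CA3 and 0.73 in the matrix.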

In contrast, the aged vs. adult comparison showed an enrichment of immune and stress-related pathways among upregulated DEGs, including regulation of T-cell proliferation in all subregions, as well as positive regulation of the inflammatory response, neuron apoptotic process, and neurogenesis in all subregions except DG (Figure 3e). This lack of transcriptional response in the DG is consistent with prior observations that the DG maintains relatively stable levels of adult hippocampal neurogenesis during healthy aging, with significant declines reported primarily in the context of neurodegenerative disease such as Alzheimer’s [27]. This muted response may reflect lower transcriptional plasticity or a reduced inflammatory and apoptotic signaling burden in this region under normal aging conditions. In contrast, regulation of neurogenesis, inflammation, and apoptosis showed progressively higher enrichment in CA3, CA1–2, and especially the matrix region. 

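For regulation of T cell proliferation, Table S3 lists 6 genes in each of CA1-2, CA3 and the DG and 9 in the matrix. The listed genes called higher in aged vs. adult were 6 of 6 in CA1-2 with 1.36, 6 of 6 in CA3 with 1.26, 5 of 5 in the DG with 1.23 and 9 of 9 in the matrix with 1.27 as the median log2 fold change. Of 10 T and B cell marker genes fixed before the files were opened, only Ighm was detected often enough to be tested. For positive regulation of the inflammatory response, 7 of 7 in CA1-2 with 1.83, 3 of 6 in CA3 with 1.23 and 10 of 11 in the matrix with 1.11 were called, and no list is given for the DG. Homeostatic microglia genes had medians of 0.82 in CA1-2, 0.53 in CA3, 0.91 in the DG and 0.73 in the matrix. In the same order, reactive microglia genes had medians of 0.61, 0.23, 0.62 and 0.76.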

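For regulation of neurogenesis, Table S3 genes called higher in aged vs. adult were 7 of 11 in CA3 with 0.72, 8 of 10 in CA1-2 with 1.05 and 22 of 23 in the matrix with 1.11 as the median log2 fold change. For neuron apoptotic process they were 7 of 9 in CA3 with 0.78, 10 of 11 in CA1-2 with 1.31 and 15 of 16 in the matrix with 1.09. By the median alone, the order was CA3, CA1-2 and matrix for neurogenesis, and CA3, matrix and CA1-2 for apoptosis. These differences between subregions were not tested.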

While the matrix is not classically considered a neurogenic zone, its heightened transcriptional reactivity in aged samples may reflect compensatory remodeling, gliosis, or increased vulnerability to aging-related cellular stress. Notably, this suggests that while DG retains neurogenic potential with age, adjacent hippocampal subregions may undergo greater transcriptional shifts in response to aging-related insults.

Downregulated DEGs in the aged hippocampus were associated with reduced axon regeneration in CA1–2 and a diminished neurotransmitter secretion, vesicle-mediated synaptic transport, and synaptic vesicle cycle in the matrix, while no significant downregulated GO terms were identified in CA3 or DG. 

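Of the axon regeneration genes listed for CA1-2, 3 of 3 were called lower in aged vs. adult, with a median log2 fold change of −1.49. In the matrix, 4 of 7 neurotransmitter secretion genes were called lower, with a median of −0.71. The lists for vesicle-mediated transport in synapse and the synaptic vesicle cycle had 5 of 9 called lower each, with a median of −0.67. Neuronal genes fixed before the files were opened, such as Snap25 and Syt1, had medians of −0.12 in CA1-2, −0.12 in CA3, −0.07 in the DG and −0.25 in the matrix.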

Supporting these trends, Venn diagram analysis (Supplementary Figure S6) showed that the total number of downregulated DEGs was very low in the P21 vs. adults, and modest in the aged vs. adults, whereas upregulated DEGs were more abundant in both comparisons, with the majority of genes being unique to individual subregions, highlighting the transcriptional heterogeneity of the hippocampus across the lifespan.

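Over the 4 subregions, 480 genes were called lower and 773 higher in P21 vs. adult, and 1159 lower and 1377 higher in aged vs. adult. Of the genes lower at P21, 400 (83.3%) were called in a single subregion, and of those higher at P21, 494 (63.9%). In aged mice 788 of the lower and 887 of the higher genes were called in a single subregion. In all 4 subregions, 1 gene was lower and 48 were higher at P21, and 56 were lower and 79 higher in aged mice. With DESeq2, 226 and 282 genes were called lower and higher at P21, with a Wilcoxon test on spots 172 and 597, and with glmTreat 53 and 168. From the Venn diagrams, in which most genes belong to one subregion, the paper concludes that the hippocampus is transcriptionally heterogeneous across the lifespan.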

### 3.4. Differential Gene Expression Trends Across Life Stages

To elucidate transcriptional dynamics across life stages, we analyzed eight distinct trends of gene expression changes in major brain regions—cortex, hippocampus, hypothalamus, striatum, and thalamus—comparing P21 and aged samples against adult controls. These trends included genes upregulated in aged samples (trend 1), downregulated in aged (trend 2), upregulated in P21 (trend 3), downregulated in P21 (trend 4), upregulated in both P21 and aged (trend 5, up/up), downregulated in both (trend 6, down/down), downregulated in P21 but upregulated in aged s (trend 7, down/up), and upregulated in P21 but downregulated in aged samples (trend 8, up/down) (Figure 4a). 

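The calls of both comparisons were combined per region. For trends 1 to 8 in this order, the CTX had 660, 366, 256, 153, 29, 14, 22 and 49 genes, the HP 604, 498, 414, 149, 26, 12, 21 and 145, and the TH 698, 624, 344, 228, 28, 39, 37 and 104. The HY had 688, 518, 175, 167, 24, 50, 16 and 21, the STR 843, 651, 233, 104, 37, 11, 10 and 38, and the FT 1152, 1484, 412, 278, 106, 57, 123 and 67. Genes called in both comparisons (trends 5 to 8) numbered 114 in the CTX against 54.7 if the calls were independent, 204 against 91.1 in the HP, 208 against 108 in the TH, 111 against 54.6 in the HY, 96 against 62.9 in the STR, and 353 against 283 in the FT. Both comparisons share the adult sections, so independence is not the value without any change. In 10 simulated draws of unchanged groups at most 2 genes of a region were called in both. The draws called at most 7 genes of a region, so they cannot show what overlap shared adult sections give among many calls. In trend 8 the HP had 145 genes against 34.8 under independence, and 28 against 10.3 with a Wilcoxon test on spots. These counts moved most with no fold change minimum, to 975 genes called in both comparisons in the CTX, with glmTreat, to 16 there, and with regions from clustering each section alone, to 0 in the HY, where trend 1 fell to 129.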

To characterize the transcriptional programs underpinning neural development and aging, we conducted GO enrichment analysis for trends 1–4 across the cortex, hippocampus, and thalamus for regions and trends with at least 100 DEGs (Figure 4b).

#### 3.4.1. Trend 1: Upregulated in Only Aged Samples

Genes uniquely upregulated in aged samples were enriched for neuron apoptotic processes across all regions, suggesting a widespread shift in cell survival signaling with age. RNA splicing was enriched in most regions except fiber tracts, reflecting possible region-dependent changes in post-transcriptional regulation. Enrichment of vesicle-mediated transport at synapses and glial cell differentiation in the hippocampus, thalamus, and fiber tracts points to alterations in synaptic remodeling and glial activity in aging tissue. Additionally, the enrichment of learning or memory terms in most regions, excluding the striatum, may indicate transcriptional compensation or plasticity, though functional consequences remain to be determined.

#### 3.4.2. Trend 2: Downregulated in Only Aged Samples

Genes downregulated exclusively in aged samples were predominantly enriched for processes essential to synaptic integrity and excitability, including regulation of membrane potential, and synapse assembly, neurotransmitter transport, glial cell differentiation, and cognition in all but the cortex. The absence of these terms in cortical regions suggests differential vulnerability or transcriptional resilience in this area relative to subcortical structures. Together, these findings support a regionally heterogeneous decline in neuronal and glial transcriptional programs in the aged brain.

#### 3.4.3. Trend 3: Upregulated in Only P21 Samples

Genes specifically upregulated during postnatal development showed strong enrichment for well-characterized neurodevelopmental processes, including neurogenesis, myelination, and positive regulation of nervous system development across all regions. Enrichment of gliogenesis was detected in most regions except the hypothalamus, and terms related to neuropeptide signaling were present in all but the cortex and striatum. These findings are consistent with coordinated transcriptional activity supporting structural maturation, glial lineage progression, and early circuit establishment during brain development.

#### 3.4.4. Trend 4: Downregulated in Only P21 Samples

This trend included a small set of region-specific enrichment terms, such as regulation of the type 2 immune response (hippocampus), reproductive behavior (striatum), mRNA splicing via the spliceosome (fiber tracts), and adaptive thermogenesis (hypothalamus, thalamus). These annotations may reflect the suppression of non-neurodevelopmental transcriptional programs during this early stage, though the biological interpretation of these region-specific findings is limited by the broad nature of the terms and the absence of consistent enrichment across brain regions.

#### 3.4.5. Trend 5: Upregulated in Both Comparisons (Up/Up)

Genes upregulated in both P21 and aged samples were enriched for pathways linked to neurogenesis, synaptic organization, and glial differentiation, highlighting their roles in sustaining neural plasticity across life stages. In the hippocampus, *Nrp1* was associated with neuron projection extension, while cortical genes such as *Ctnnb1* and *Cdkn1a* contributed to synaptic maintenance and cell cycle regulation. 

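Nrp1 (ENSMUSG00000025810, GRCm38 chromosome 8, 128358604 to 128503363) was at 48.9 ± 0.962 CPM in the HP at P21, 34.9 ± 3.84 in adults and 88.7 ± 2.66 in aged mice (SD, n = 2). It was called higher in aged vs. adult (log2 fold change 1.34, standard error 0.11, adjusted p = 1.49e-05) but not in P21 vs. adult (log2 fold change 0.48, standard error 0.11, adjusted p = 0.0148), where it was called with no fold change minimum. Ctnnb1 (ENSMUSG00000006932, chromosome 9, 120929216 to 120960507) was at 185 ± 14.3, 107 ± 7.11 and 311 ± 41.0 CPM in the CTX. It had a log2 fold change of 0.79 at P21 (standard error 0.10, adjusted p = 2.17e-04), a call lost with glmTreat, and 1.54 in aged mice (standard error 0.10, adjusted p = 6.86e-07). Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) was at 43.7 ± 2.94, 17.9 ± 5.90 and 45.9 ± 8.20 CPM in the CTX, with log2 fold changes of 1.28 (adjusted p = 3.93e-04) and 1.34 (adjusted p = 8.32e-05).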

Subregion-specific analysis revealed that the DG is a key contributor to neurogenesis, emphasizing its role in preserving functional connectivity throughout life.

#### 3.4.6. Trend 6: Downregulated in Both Comparisons (Down/Down)

Genes downregulated in both P21 and aged samples were enriched for pathways related to oxidative stress, protein trafficking, and neuroimmune interactions. For example, *Qdpr* and *Sec11c* were downregulated in the hippocampus, reflecting a conserved decline in cellular maintenance functions. 

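Qdpr (ENSMUSG00000015806, GRCm38 chromosome 5, 45434021 to 45450236) was at 166 ± 5.28 CPM in the HP at P21, 315 ± 5.68 in adults and 159.7 ± 25.2 in aged mice (SD, n = 2). The log2 fold change was −0.92 in P21 vs. adult (standard error 0.11, adjusted p = 1.77e-04), a call lost with glmTreat, and −0.98 in aged vs. adult (standard error 0.11, adjusted p = 6.50e-05). Sec11c (ENSMUSG00000024516, chromosome 18, 65800515 to 65817684) was at 171 ± 11.6, 258 ± 14.3 and 186 ± 4.21 CPM. It changed by −0.60 at P21 (standard error 0.09, adjusted p = 0.00107), where the call was lost with plain CPM at −0.58. In aged mice it was not called (−0.47, adjusted p = 0.00238), and it passed at equal depth, at −0.64.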

The cortex showed a reduced expression of *Il33*, a neuroimmune modulator, suggesting systemic vulnerabilities in cellular resilience that may contribute to cognitive decline.

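Il33 was at 13.2 ± 1.33 CPM in the CTX at P21, 63.0 ± 5.84 in adults and 34.0 ± 0.0968 in aged mice (SD, n = 2). Relative to adults it had a log2 fold change of −2.23 at P21 (standard error 0.11, adjusted p = 5.59e-08) and −0.89 in aged mice (standard error 0.09, adjusted p = 2.50e-05). In aged mice its change differed between regions (adjusted p of the interaction = 7.20e-07), with 0.47 in the FT.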

#### 3.4.7. Trend 7: Downregulated in P21 but Upregulated in Aged Samples (Down/Up)

This trend captured a shift from developmental suppression to aging-related activation of immune and glial remodeling pathways. 

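C4b in the HP was at 15.3 ± 1.23 CPM at P21, 30.6 ± 5.48 in adults and 167 ± 10.4 in aged mice (SD, n = 2), with the assignment of its UMIs between C4b and C4a uncertain. By log2 fold change it differed by −1.02 in P21 vs. adult (standard error 0.15, adjusted p = 8.80e-04) and 2.45 in aged vs. adult (standard error 0.12, adjusted p = 2.40e-07). The P21 call was lost with regions from clustering each section alone, at −0.60. Gfap (ENSMUSG00000020932, GRCm38 chromosome 11, 102887336 to 102900912) was at 237 ± 20.1, 279 ± 43.9 and 668 ± 15.1 CPM in the HP. It rose in aged mice (log2 fold change 1.26, standard error 0.11, adjusted p = 1.91e-05) and was not called in P21 vs. adult (−0.24, adjusted p = 0.170), where a Wilcoxon test on spots called it lower, at −0.68.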

In the hippocampus, genes such as *C4b* and the astrocytic marker *Gfap* were upregulated in aged samples (Supplementary Figure S7), reflecting gliosis and neuroinflammation. Similarly, in the cortex, stress-response genes like *Bhlhe40* and *Hspa1b* were activated in aged samples, potentially indicating cortical adaptive mechanisms. 

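Bhlhe40 (ENSMUSG00000030103, GRCm38 chromosome 6, 108660629 to 108666925) was at 100.1 ± 0.888 CPM in the CTX at P21, 176 ± 9.45 in adults and 419.9 ± 19.4 in aged mice (SD, n = 2). It moved by a log2 fold change of −0.82 in P21 vs. adult (standard error 0.08, adjusted p = 2.05e-05) and 1.25 in aged vs. adult (standard error 0.08, adjusted p = 4.71e-07). Immediate early genes such as Fos, Egr1 and Arc had a median of 1.08 in the aged CTX. Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238) was at 8.62 ± 0.0284, 22.3 ± 1.99 and 58.7 ± 30.4 CPM, with the assignment of its UMIs between it and its paralog Hspa1a uncertain. It changed by −1.37 at P21 (standard error 0.31, adjusted p = 0.00812) and 1.39 in aged mice (standard error 0.26, adjusted p = 9.27e-04). Without aged replicate 1 the latter was 0.74, and without aged replicate 2 it was 1.85. Other heat shock genes had a median of 0.52 in the aged CTX. The P21 calls of both genes were lost with glmTreat.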

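Gap43 (ENSMUSG00000047261, GRCm38 chromosome 16, 42248442 to 42340651) was at 352 ± 15.5 CPM in CA1-2 at P21, 317 ± 38.0 in adults and 115 ± 23.7 in aged mice (SD, n = 2). It was lower in aged vs. adult (log2 fold change −1.49, standard error 0.15, adjusted p = 1.92e-07), and changed by −1.23 in CA3, −0.29 in the DG and −1.18 in the matrix. Ntng2 (ENSMUSG00000035513, chromosome 2, 29194541 to 29253005) was at 66.8 ± 9.02, 64.5 ± 3.16 and 29.2 ± 6.01 CPM in CA1-2. In aged vs. adult it had a log2 fold change of −1.09 (standard error 0.22, adjusted p = 0.00163), a call lost at equal depth, at −0.89. It changed by −0.42 in CA3, −0.16 in the DG and −0.01 in the matrix. Differences between subregions were not tested.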

Spatial sequencing highlighted CA1–2 regions as particularly vulnerable, with reduced synaptic organization genes (*Gap43*, *Ntng2*), indicating synaptic decline during aging.

#### 3.4.8. Trend 8: Upregulated in P21 but Downregulated in Aged Samples (Up/Down)

Genes in this trend were associated with myelination and axon ensheathment, reflecting gliogenesis during development that diminishes with age. Myelin-related genes such as *Plp1*, *Cnp*, and *Mbp* were upregulated in P21 samples across all regions but were suppressed in aged samples (Supplementary Figure S8). This decline in myelination processes may contribute to reduced neural signal efficiency and cognitive function during aging.

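Cnp (ENSMUSG00000006782, GRCm38 chromosome 11, 100574904 to 100591729) was at 1440.3 ± 18.3 CPM in the HP at P21, 489 ± 50.4 in adults and 214 ± 48.6 in aged mice (SD, n = 2). On the log2 scale, in P21 vs. adult it rose by 1.35, 1.56, 1.38, 0.88, 1.46 and 1.29 in the CTX, HP, TH, HY, STR and FT, called in all 6 regions, and in aged vs. adult it changed by −0.74, −1.20, −0.74, −0.57, −0.25 and −0.06, called in the CTX, HP and TH. Mbp changed by −0.54, −0.97, −0.56, −0.59, −0.02 and 0.19 in aged vs. adult and was called in the HP (standard error 0.08, adjusted p = 1.78e-05) and in the HY (standard error 0.14, adjusted p = 0.0128). The aged changes differed between regions for Cnp and Mbp, with adjusted interaction p of 9.37e-06 and 8.71e-06. The aged call of Mbp in the HY was lost with plain CPM, at −0.55, while Cnp in the HY passed at equal depth, at −0.59. Tracer genes of the FT, Mbp among them, were counted less outside it in aged sections, with P21 and adult sections at 1.26 to 2.76 times the aged share.

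**Figure D2:**
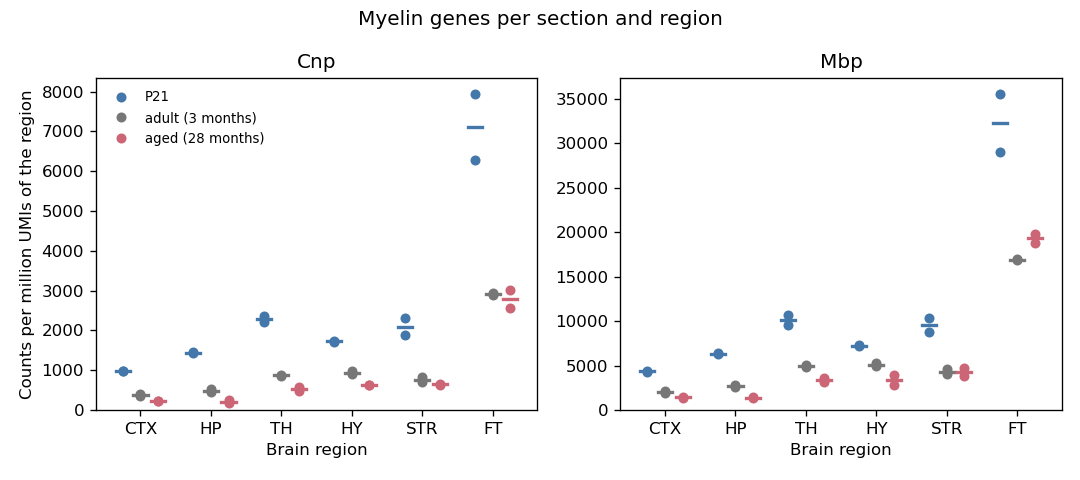
CPM of Cnp and Mbp (vertical axes) in each of 6 regions (horizontal axes), with 1 point per section and a line at the mean of each age. In the FT the points of adult and aged sections lie close together for both genes, and both P21 sections lie above them.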

## 4. Discussion

This study provides a spatially resolved transcriptomic analysis of gene expression changes across key life stages, revealing distinct molecular transitions from early development to aging. By leveraging high-resolution spatial transcriptomics, we identified regional and temporal shifts in gene expression that underpin the structural and functional changes in the aging brain. Importantly, this study aligns with prior work on the spatial organization of brain transcriptomes and highlights both shared and unique gene expression patterns associated with neural senescence [16,19,20,28,29,30].

Our analysis reveals two predominant transcriptional trends that characterize the transition from development to aging: a shift from developmental suppression to aging-related activation of immune and glial remodeling pathways, and a decline in myelination-associated processes. Specifically, we observed upregulation of *C4b* and *Gfap* in the aged hippocampus, consistent with gliosis and neuroinflammation, and activation of stress-response genes (*Bhlhe40*, *Hspa1b*) in the cortex, potentially reflecting adaptive mechanisms to cellular stress. In parallel, genes associated with myelination and axon ensheathment (*Plp1*, *Cnp*, *Mbp*), which were robustly expressed in P21 samples, were downregulated in aged brains, suggesting a progressive decline in myelin integrity that may contribute to cognitive deterioration.

Our findings align with prior studies reporting myelination deficits and inflammation during aging [31,32] but offer critical new insights into the spatial specificity of these changes. While Sun et al. (2025) [19] reported an increase in oligodendrocyte proportions in aging white matter tracts, they also found a concurrent decline in OPCs in these regions, suggesting reduced oligodendrocyte renewal capacity. Our findings build on this by demonstrating that, despite an increase in oligodendrocytes, key myelination genes (*Plp1*, *Cnp*, *Mbp*) are downregulated in aged samples, pointing to an impairment in myelin maintenance rather than sustained oligodendrocyte function. This discrepancy aligns with studies showing that chronic neuroinflammation disrupts oligodendrocyte maturation and remyelination [33,34], reinforcing the idea that inflammatory signaling, rather than oligodendrocyte depletion per se, is a primary driver of myelin degeneration in aging.

In addition to these broad developmental and aging transitions, our analysis of genes showing opposing regulation across life stages (“trending up” or “trending down”) uncovered subregion-specific, biphasic expression patterns within the hippocampus. For example, *Lct*, *Ighm*, and *Ptgds* were repressed during development but activated in aging, suggesting late-life roles in stress response or immune modulation. Conversely, genes such as *Tspan2*, *Tmem163*, and *Fa2h*, which were robustly expressed during development, were downregulated with age in CA1–2, DG, CA3, and matrix subregions, implicating their loss in region-specific decline of synaptic, myelin-related, or metabolic functions. The repeated appearance of *Tmem163* across multiple subregions highlights its potential as a key mediator of hippocampal remodeling over time. These findings support a model in which a select set of genes is dynamically regulated in a spatially distinct manner to facilitate either circuit maturation during development or compensatory adaptation in aging. Additionally, while previous studies have broadly characterized transcriptional changes in aging, our spatial transcriptomic approach provides a more refined anatomical framework that maps these changes to specific hippocampal subregions. Rather than uniform vulnerability, we observed region-specific transcriptional trajectories, with distinct sets of genes altered in CA1–2, CA3, DG, and the matrix. This spatial heterogeneity underscores the importance of capturing local gene expression dynamics to better understand the diverse molecular processes contributing to hippocampal aging and to identify subregion-specific targets for therapeutic intervention.

The upregulation of *C4b* and *Gfap* in aged hippocampal samples suggests that modulating astrocyte reactivity and complement activation may be a strategy to mitigate age-related synaptic damage. Likewise, the upregulation of *Trem2* and *Apoe*, key regulators of microglial activation, suggests that TREM2-targeted therapies, which have shown promise in neurodegenerative disease models [35], may hold therapeutic potential for mitigating neuroinflammatory damage in aging. In parallel, the downregulation of *Plp1*, *Cnp*, and *Mbp* suggests that enhancing oligodendrocyte function may restore myelin integrity. Agents such as metformin have demonstrated efficacy in promoting remyelination by rejuvenating aged OPCs, thereby serving as potential therapeutic candidates for preserving myelin function in aging populations [36]. Additionally, fractalkine has shown promise in stimulating oligodendrocyte production and remyelination, offering another avenue for therapeutic intervention [37].

Despite the insights gained from this spatially resolved analysis, several limitations warrant consideration. First, the 10x Genomics Visium platform operates at a resolution of ~55 µm, capturing transcriptomes from multiple cells within each spot. While regional trends were robust, conclusions regarding cell-type-specific processes, such as astrocyte activation or oligodendrocyte maturation, should be interpreted with caution. Future studies that integrate single-cell transcriptomic or epigenomic datasets with spatial profiles will be essential to definitively resolve the cellular contributors to aging-associated gene expression changes. Second, this study captures only three discrete life stages (P21, 3 months, and 28 months), leaving a substantial temporal gap between adulthood and aging. As such, the data cannot fully characterize the continuity or rate of molecular changes across the lifespan. Inclusion of intermediate timepoints will help define more precise aging trajectories. Finally, incorporation of complementary multi-omic layers, such as proteomics, metabolomics, or spatially resolved chromatin accessibility, may offer deeper mechanistic insight into how transcriptional changes influence cellular function and vulnerability during brain aging.

## 5. Conclusions

This study provides a comprehensive spatial map of gene expression changes in the mouse brain across development and aging, highlighting region-specific and life-stage-dependent transcriptional programs. By comparing early postnatal, adult, and aged brains, we identified distinct molecular signatures associated with neurogenesis, myelination, and glial activation that vary across brain regions and over time. Developmental stages were marked by widespread activation of genes involved in neural circuit formation, while aging was characterized by increased expression of inflammatory and stress-related genes and a decline in myelination-associated pathways. These findings underscore the complexity of brain aging and demonstrate that age-related decline is not simply a reversal of development but involves unique molecular processes. 

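Across the genes tested in both comparisons, Pearson's r between the log2 fold changes of P21 vs. adult and aged vs. adult was −0.0314 in the CTX, −0.150 in the HP, −0.0841 in the TH, 0.178 in the HY, 0.0536 in the STR and 0.00746 in the FT. Genes are not independent replicates, so no p is given. As both comparisons use the adult sections, groups without any change were simulated against them, and these gave a mean r of 0.483 in the FT to 0.550 in the STR over 10 draws. With one adult section for each comparison, the only alternative set for r, r was between −0.233 in the HP and 0.0534 in the HY. The changes had opposite signs for 44.3% of genes in the HY to 52.1% in the HP. From neural circuit genes activated in development, against inflammatory and stress genes raised and myelination pathways lowered in aging, the paper concludes that decline with age is more than development run backward.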

Our dataset offers a valuable resource for understanding brain maturation and vulnerability and may inform future research into mechanisms of cognitive decline and neurodegeneration.

## Figures and Tables

**Figure 1:**
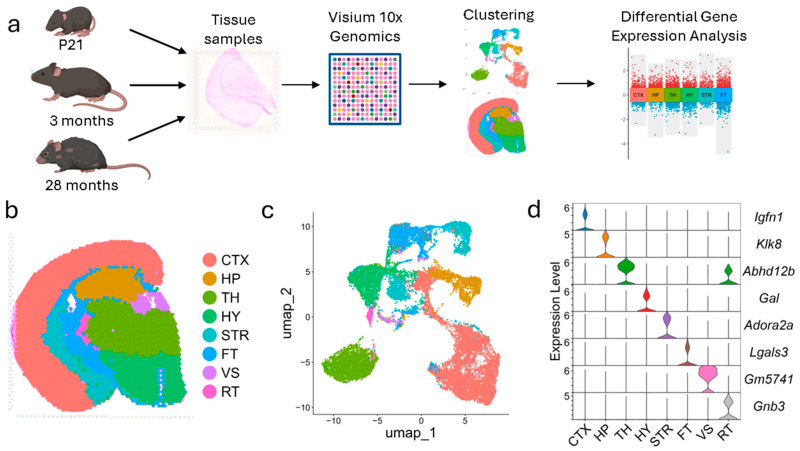
Experimental design and spatial clustering of mouse brain transcriptomes. (**a**) Schematic overview of the experimental design. Mice at P21, 3 months, and 28 months of age were harvested for spatial transcriptomics analysis to assess developmental and aging-associated changes in brain gene expression. (**b**) Representative feature plot showing spatial clusters corresponding to major anatomical regions: Cortex (CTX), Hippocampus (HP), Thalamus (TH), Hypothalamus (HY), Striatum (STR), Fiber tracts (FT), Ventricular system (VS), and Reticular nucleus of the thalamus (RT). (**c**) UMAP visualization of clusters by transcriptomic profiles. (**d**) Violin plot of cluster marker genes by region.

**Figure 2:**
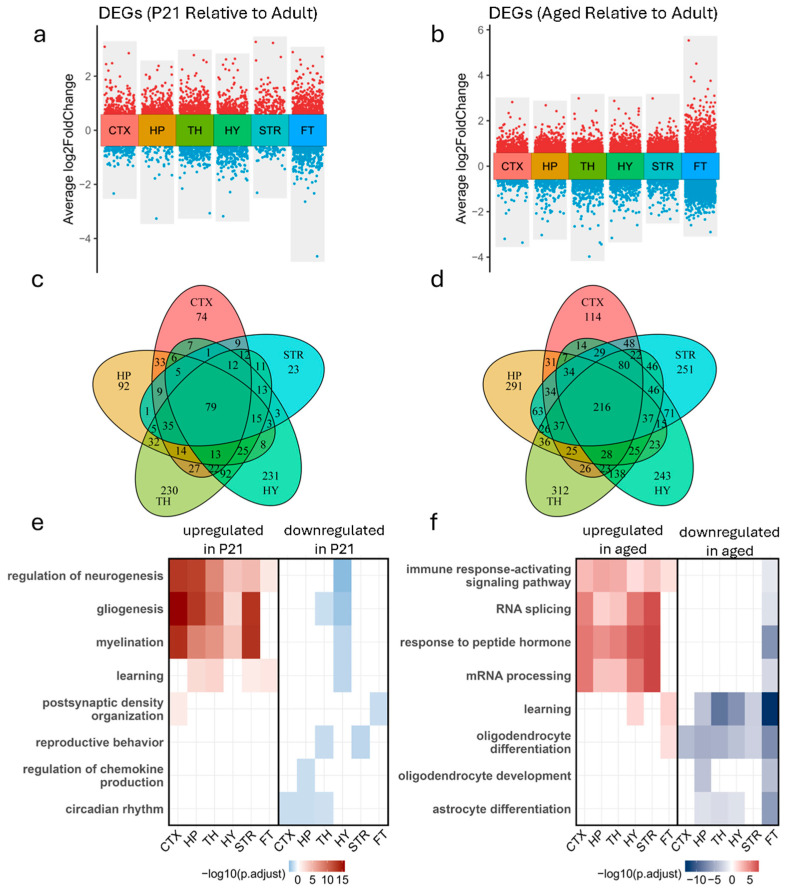
Region-specific differential gene expression across developmental and aging stages. Positive log2FC values indicate genes upregulated in P21 (a/e) or Aged (b/f) relative to Adult. (**a**) DEGs in P21 vs. adult samples by brain region. (**b**) DEGs in aged vs. adult samples by brain region. (**c**) Venn diagram of DEGs by brain region in P21 vs. adult samples. (**d**) Venn diagram of DEGs by brain region in aged vs. adult samples. (**e**) Heatmap of top two enriched biological functions per brain region in P21 vs. adult samples. (**f**) Heatmap of top two enriched biological functions per brain region in aged vs. adult samples.

**Figure 3:**
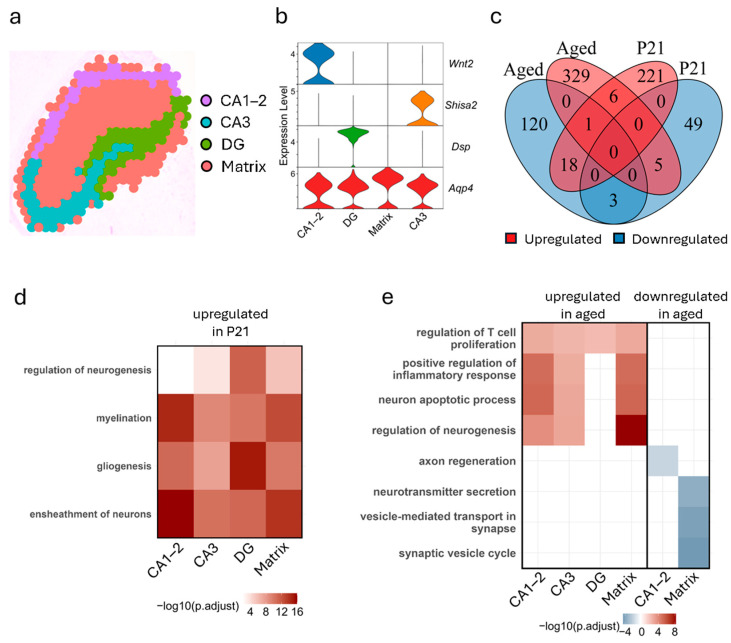
Subclustered analysis of hippocampal spatial transcriptomic profiles. (**a**) Representative spatial distribution of hippocampal subclusters. (**b**) Expression profiles of marker genes across subclusters. (**c**) Overlap of shared DEGs (upregulated/downregulated) between aged and P21 samples. (**d**) Gene ontology (GO) term enrichment analysis for significantly upregulated DEGs in P21 vs. adult samples. (**e**) GO term enrichment analysis for significantly up- and downregulated DEGs in aged vs. adult samples.

**Figure 4:**
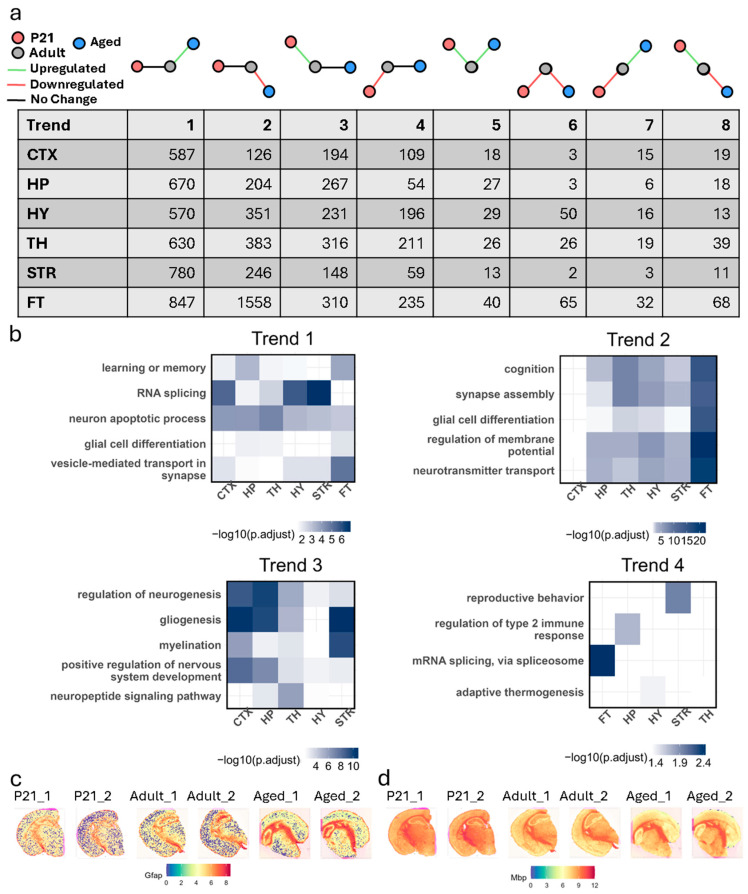
Trends in gene expression changes from development to aging across brain regions. (**a**) Number of DEGs categorized by trend type across brain regions. (**b**) Heatmap of hippocampal DEGs organized by trend type, alongside top enriched GO terms. (**c**) Spatial feature plot showing expression of Gfap, trending upward with aging. (**d**) Spatial feature plot showing expression of Mbp, trending downward with aging.

## Data Availability

The Visium spatial transcriptomics datasets generated and analyzed in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE287202. All original code used for data processing and analysis is available on GitHub at https://github.com/bconacher/spatial-transcriptomics-mouse-aging (accessed on 7 May 2025). Additional information required to reanalyze the data is available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biology14060717/s1, Figure S1: Quality Control Metrics and Clustering Robustness of Spatial Transcriptomics Data; Figure S2: Replicate Correlation and Housekeeping Gene Normalization; Figure S3: Gene Expression Correlation Between Biological Replicates; Figure S4: Subregion-Specific Spatial Clustering and Differential Gene Expression in the Hippocampus; Figure S5: Representative Expression Patterns of Myelination- and Inflammation-Associated Genes; Figure S6: Venn Diagrams of DEGs by Sample and Hippocampal Subcluster; Figure S7: Heatmaps of Top Genes Trending Up by Region; Figure S8: Heatmaps of Top Genes Trending Down by Region; Table S1: Spatial Transcriptomic Spot Counts per Sample and Hippocampal Subregion; Table S2: Genes Associated with Enriched GO Terms for P21 DEGs; Table S3: Genes Associated with Enriched GO Terms for Aged DEGs.

# Supplementary material for: Spatial Transcriptomics Reveals Regional and Temporal Dynamics of Gene Expression in the Mouse Brain Across Development and Aging
**Source:** Biology (Basel). 2025 Jun 18;14(6):717. doi: 10.3390/biology14060717
**Supplement:** Supplementary file 1

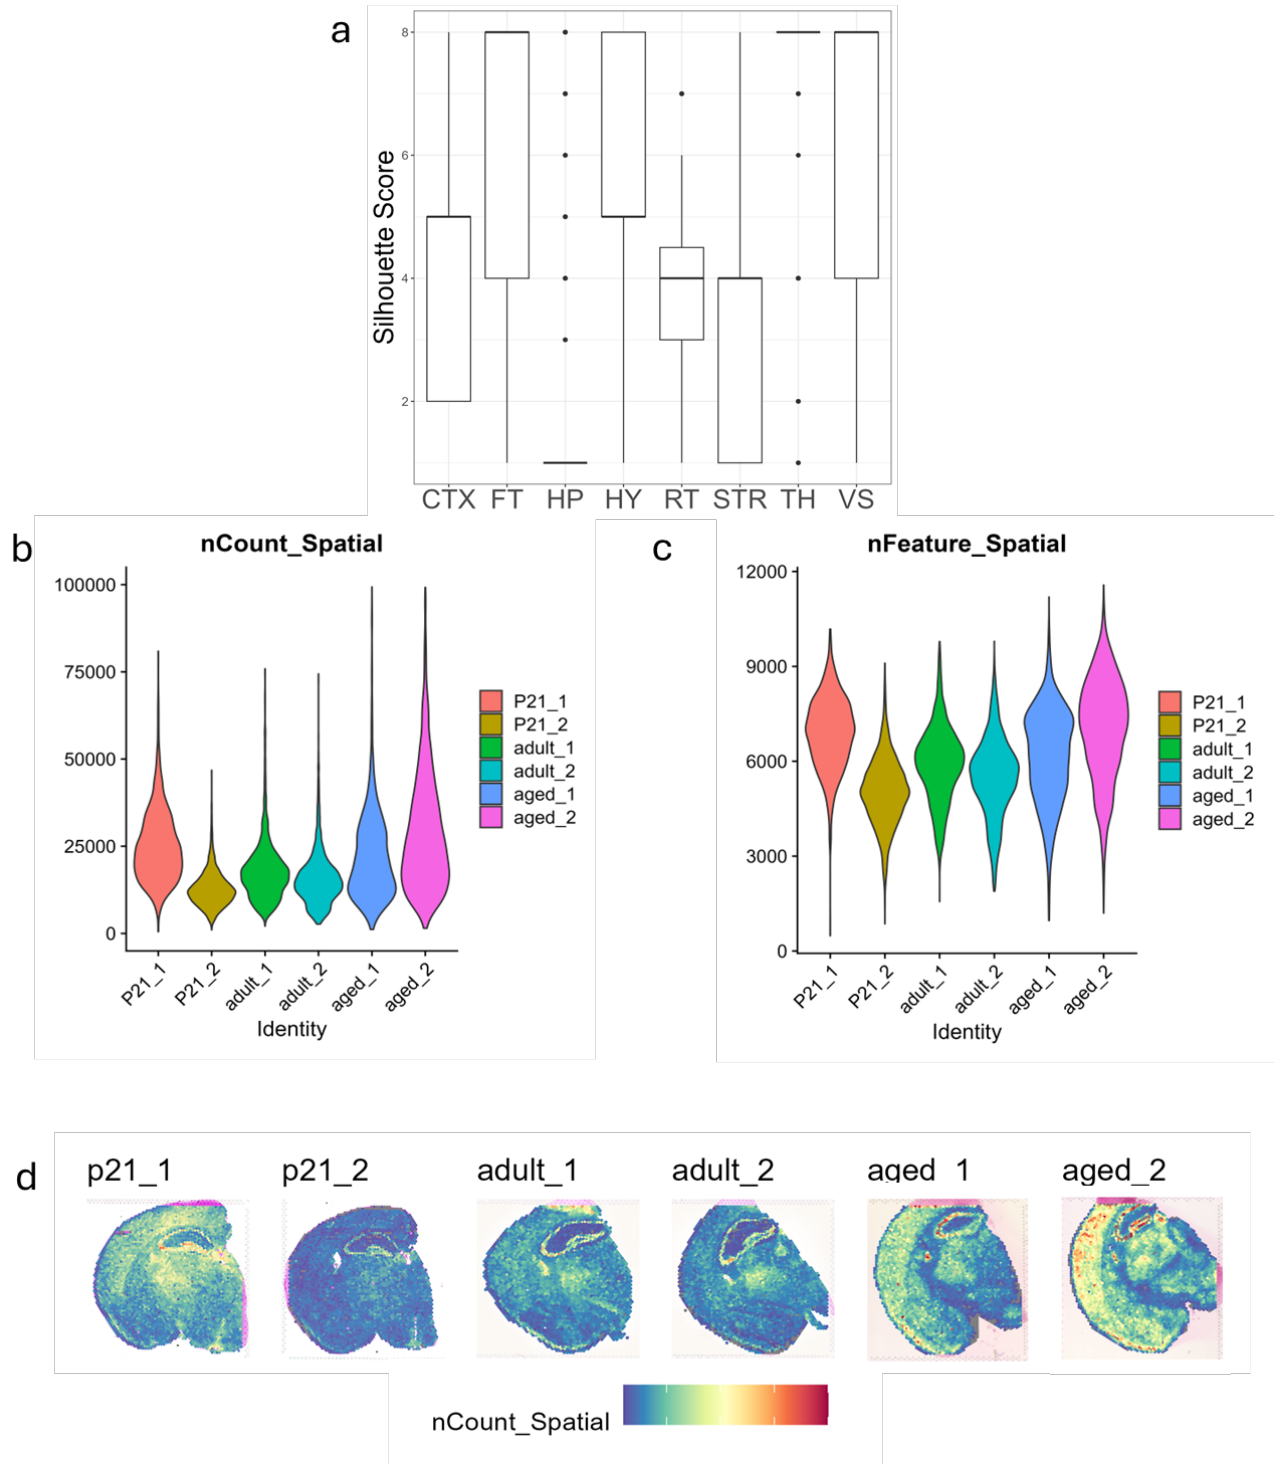

**Supplementary Figure S1. Quality Control Metrics and Clustering Robustness of Spatial**

**Transcriptomics Data.** **a.** Silhouette score boxplot showing clustering robustness across brain-region clusters based on the first 10 principal components. 

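A silhouette width compares a spot's mean distance to the spots of its own cluster with that to the nearest other cluster, and runs from −1 to 1. In the regions rebuilt from the deposited counts, the share of spots with a width above 0 was lowest outside the VS in the HY (85.7%) and FT (85.8%), and reached 89.6% in the HP, 93.5% in the STR, 94.2% in the TH and 100% in the RT.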

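The depth behind such plots can be given per age over all spots kept, with medians of 16484 UMIs and 5949.5 genes per spot over 6912 spots at P21, 15512 UMIs and 5755 genes over 6176 spots in adults, and 22296 UMIs and 6734 genes over 7248 spots in aged mice.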

Higher silhouette values indicate stronger intra-cluster cohesion and inter-cluster separation. **b.** Violin plot showing the distribution of UMI counts per sample. **c.** Violin plot showing the distribution of detected gene counts per sample. **d.** Spatial density plots of UMI counts across samples.

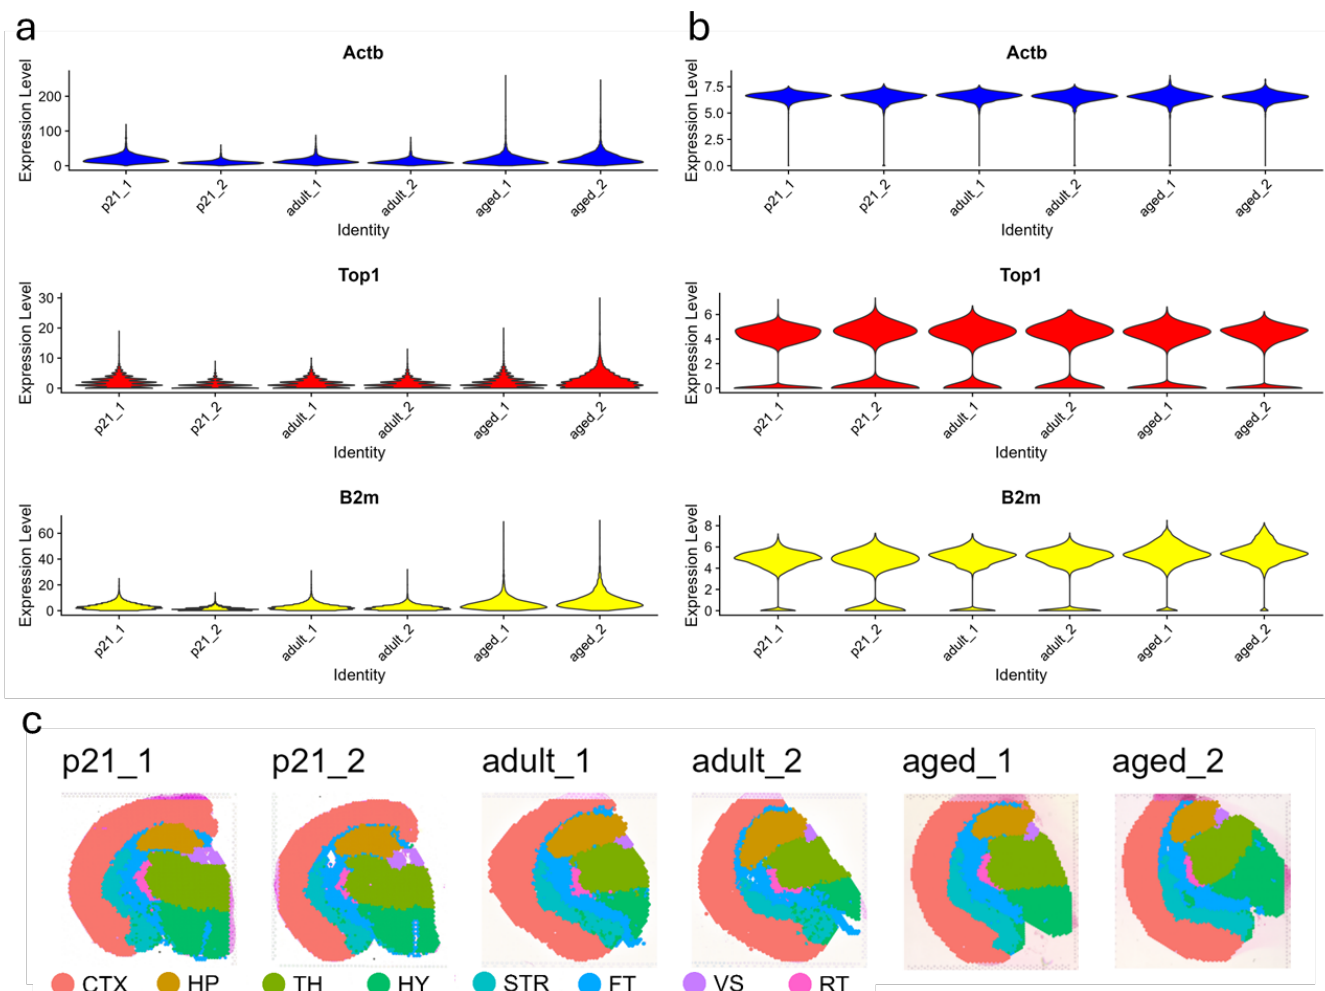

**Supplementary Figure S2. Replicate Correlation and Housekeeping Gene Normalization.** **a.** Violin plots showing expression levels of housekeeping genes (*Actb*, *Top1*, and *B2m*) across samples before normalization. **b.** Violin plots showing expression of these housekeeping genes after normalization and log transformation. **c.** SpatialDimPlot showing clustering of whole-brain sections, with consistent spatial patterns observed across biological replicates.

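Per section, the mean UMIs per spot ranged from 9.55 to 22.1 for Actb, 1.01 to 2.73 for Top1 and 1.51 to 7.82 for B2m. After division by the UMIs of each spot, the median log2(CPM + 1) per spot ranged from 9.42 to 9.57 for Actb, 6.14 to 6.35 for Top1 and 6.64 to 7.80 for B2m. On this scale a section that differs from another by 1 has 2 times its CPM.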

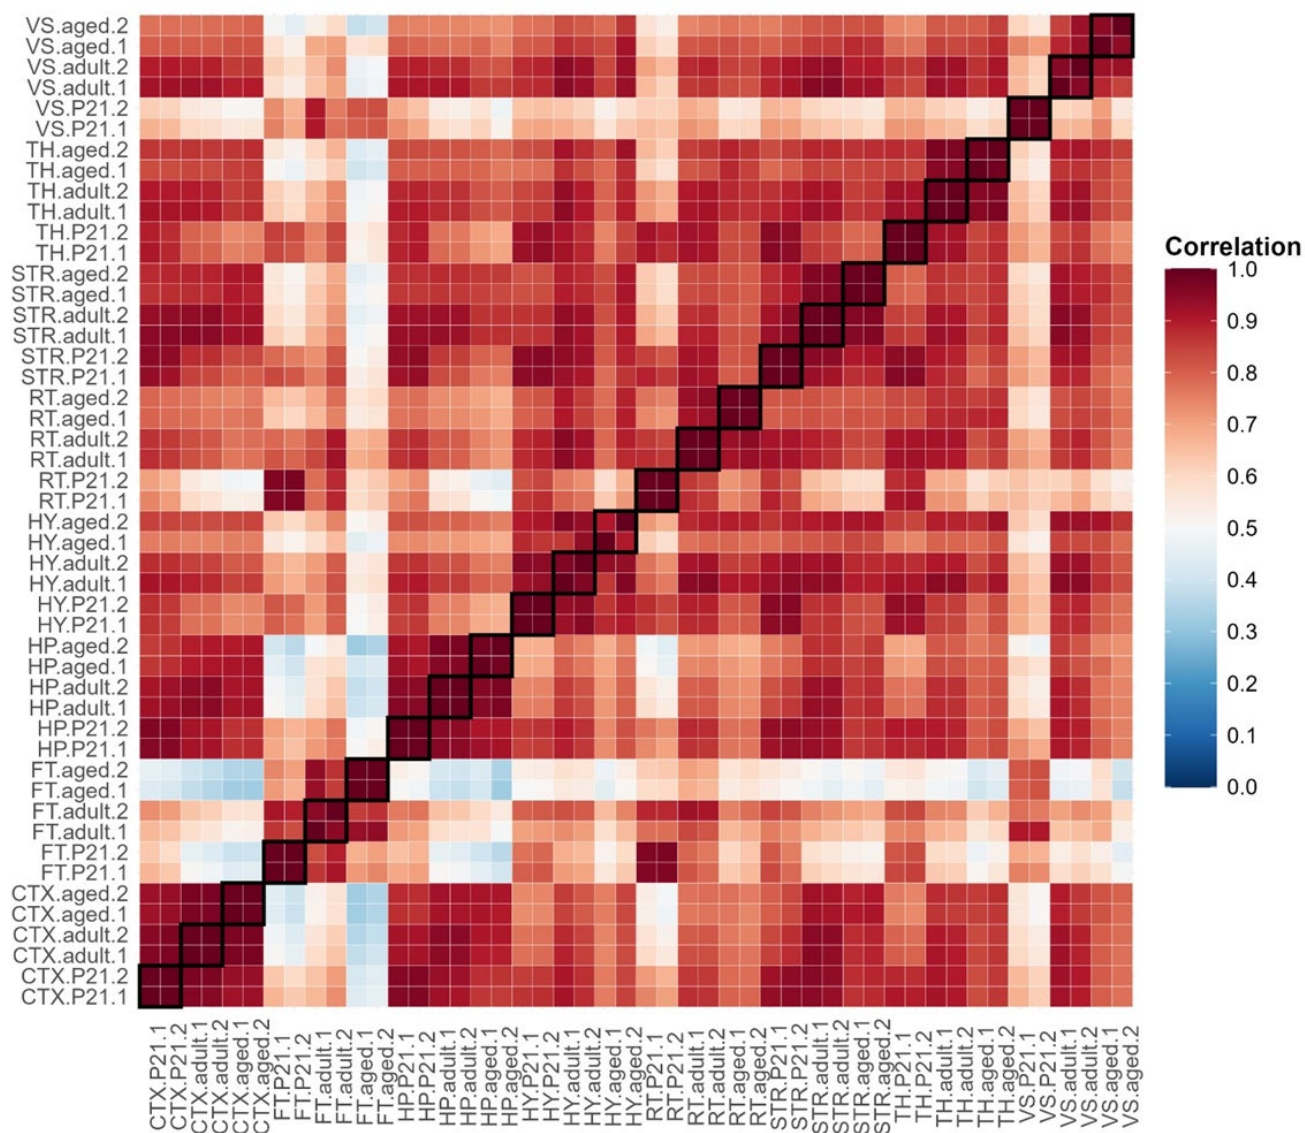

**Supplementary Figure S3. Gene Expression Correlation Between Biological Replicates. a.** Heatmap showing pairwise Pearson correlation of gene expression between biological replicates across brain regions, demonstrating high reproducibility.

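For the 4 hippocampal subregions, which hold fewer UMIs than the larger regions, Pearson's r across genes between both sections of an age ranged from 0.949 to 0.988 over 12 pairs, with a median of 0.971. The mean r with sections of another age ranged from 0.935 to 0.966.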

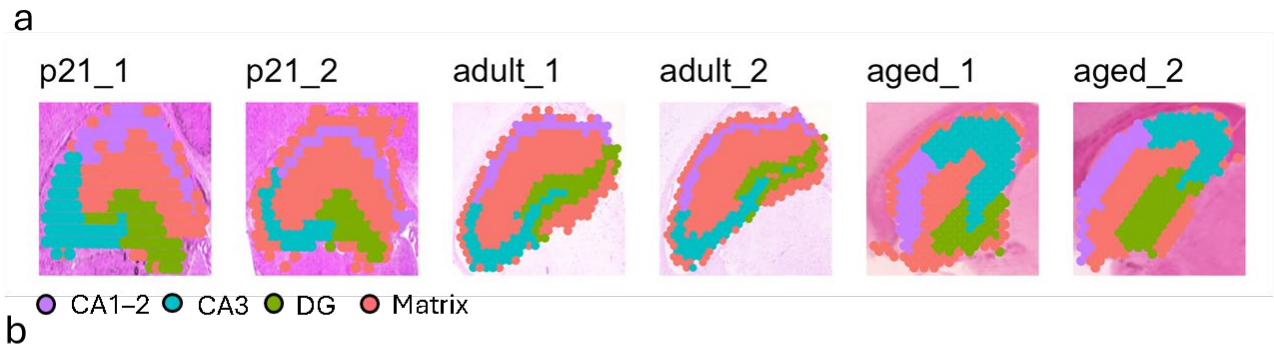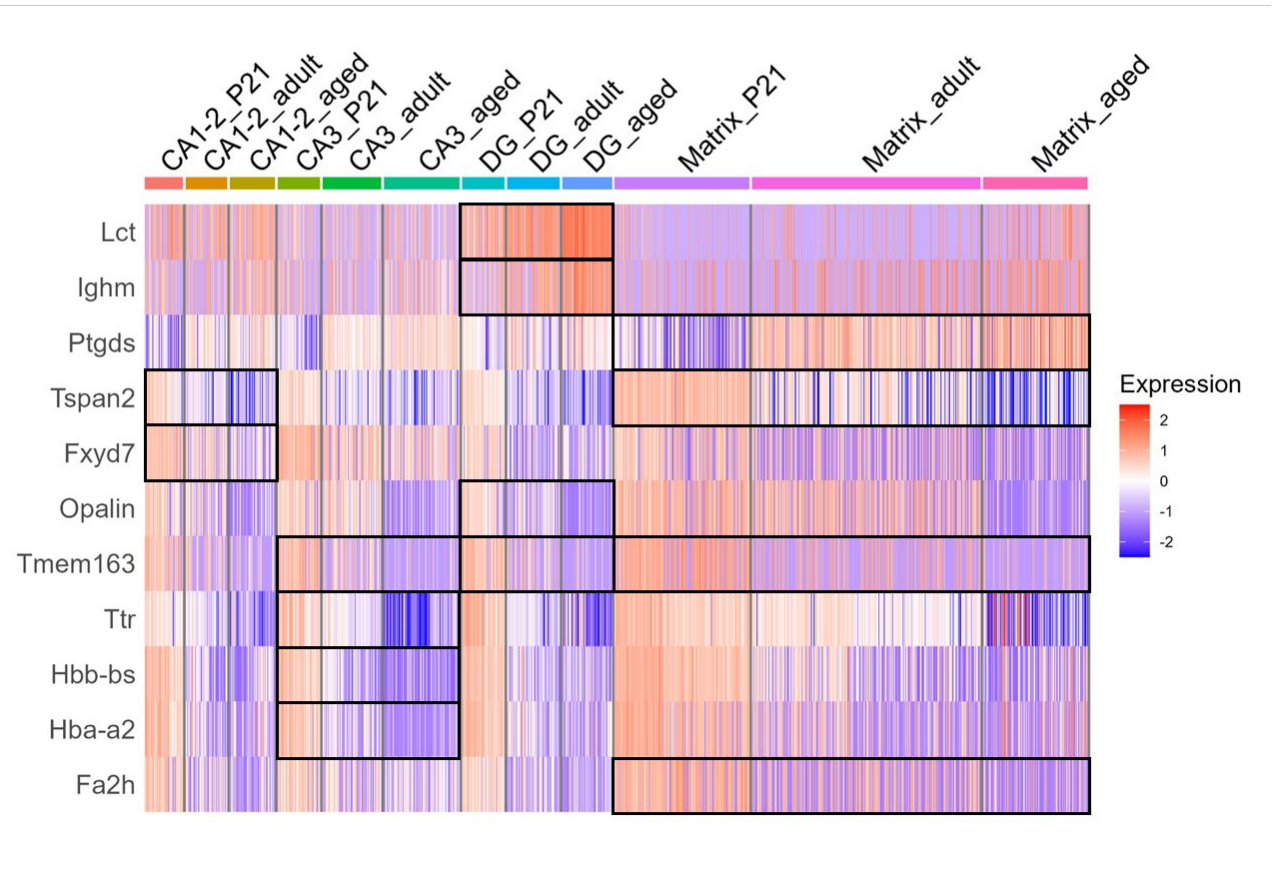

**Supplementary Figure S4. Subregion-Specific Spatial Clustering and Differential Gene Expression in the Hippocampus.** **a.** Spatial clustering of the hippocampal subregions CA1-2, CA3, DG, and matrix, demonstrating reproducibility of subregion-specific transcriptional patterns between replicates. **b.** DEGs trending up and trending down by hippocampal subregion, with significant trends highlighted by black boxes.

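In the subregions rebuilt from the deposited counts, the spots per section, with both P21 sections first, then both adult and both aged ones, numbered 32, 27, 30, 35, 24 and 28 in CA1-2, 33, 17, 27, 36, 59 and 39 in CA3, 27, 26, 42, 45, 40 and 48 in the DG and 235, 236, 252, 306, 161 and 127 in the matrix. In part b, a gene trending up is lower at P21 and higher in aged mice than in adults, and one trending down is the reverse. By these definitions 3 genes trended up and 28 down in CA1-2, 2 and 37 in CA3, 7 and 38 in the DG, and 31 and 56 in the matrix.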

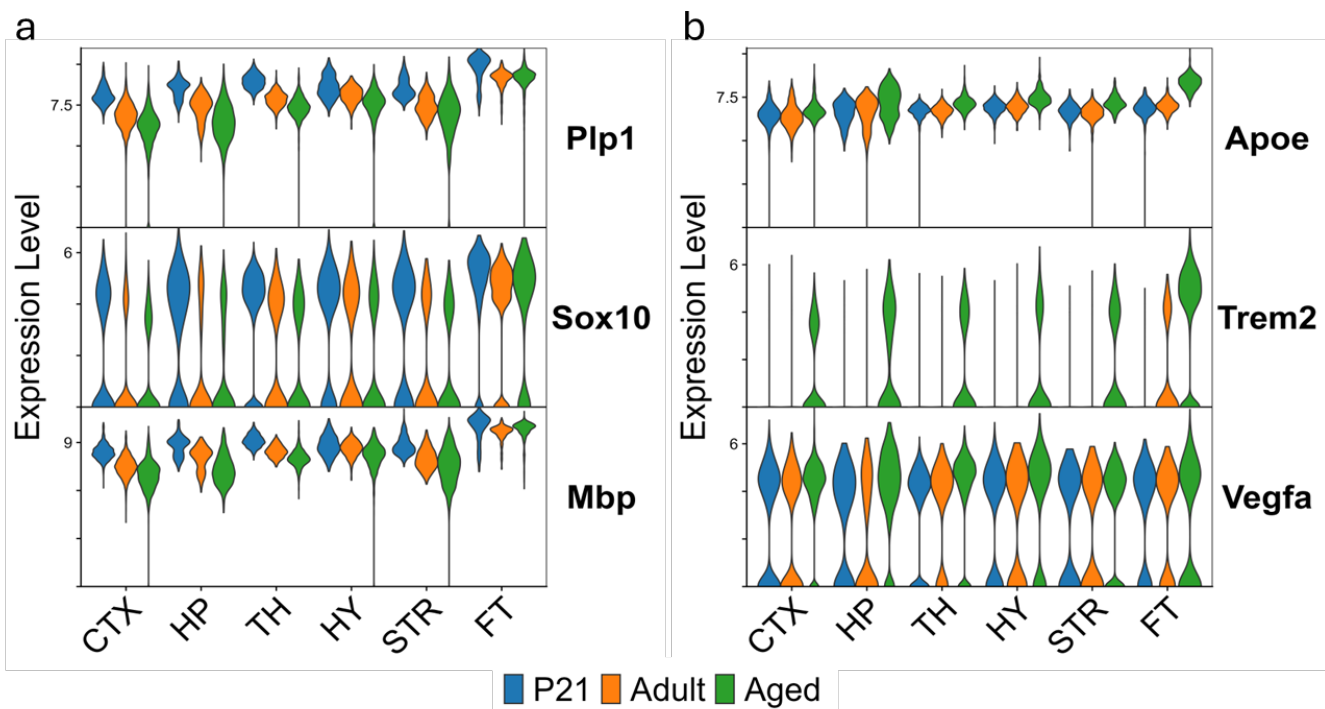

**Supplementary Figure S5. Representative Expression Patterns of Myelination- and Inflammation-Associated Genes.** **a.** Violin plots of *Plp1*, *Sox10*, and *Mbp* across hippocampal subregions at each age **b.** Violin plots of *Apoe*, *Trem2*, and *Vegfa*, highlighting spatially variable expression of aging- and inflammation-related genes across subregions.

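In the hippocampal subregions, Mbp changed in P21 vs. adult by log2 fold changes of 1.42 in CA1-2, 1.19 in CA3, 1.57 in the DG and 0.88 in the matrix, called in all 4. In CA1-2 it was at 3658 ± 963 CPM at P21, 1377 ± 159 in adults and 661 ± 267 in aged mice (SD, n = 2). In the same order of subregions, Sox10 changed by 1.69, 1.10, 1.98 and 1.19, without a call in CA3 (adjusted p = 0.0707), where leaving out single sections moved it between 0.37 and 1.84. Sox10 in CA1-2 was no longer called with DESeq2, and Mbp in the matrix no longer with glmTreat. In aged vs. adult, Apoe changed by 1.05, 0.80, 1.38 and 1.07, called in all 4, and in CA3 no longer called with DESeq2. Trem2 changed by 1.97, 1.49, 0.88 and 0.99, without a call in the DG (adjusted p = 0.147), and its calls in CA1-2 and CA3 were lost with DESeq2. Vegfa changed by 1.36, 0.67, 1.57 and 1.38, called in all 4, the one in CA3 lost with glmTreat. Differences between subregions were not tested.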

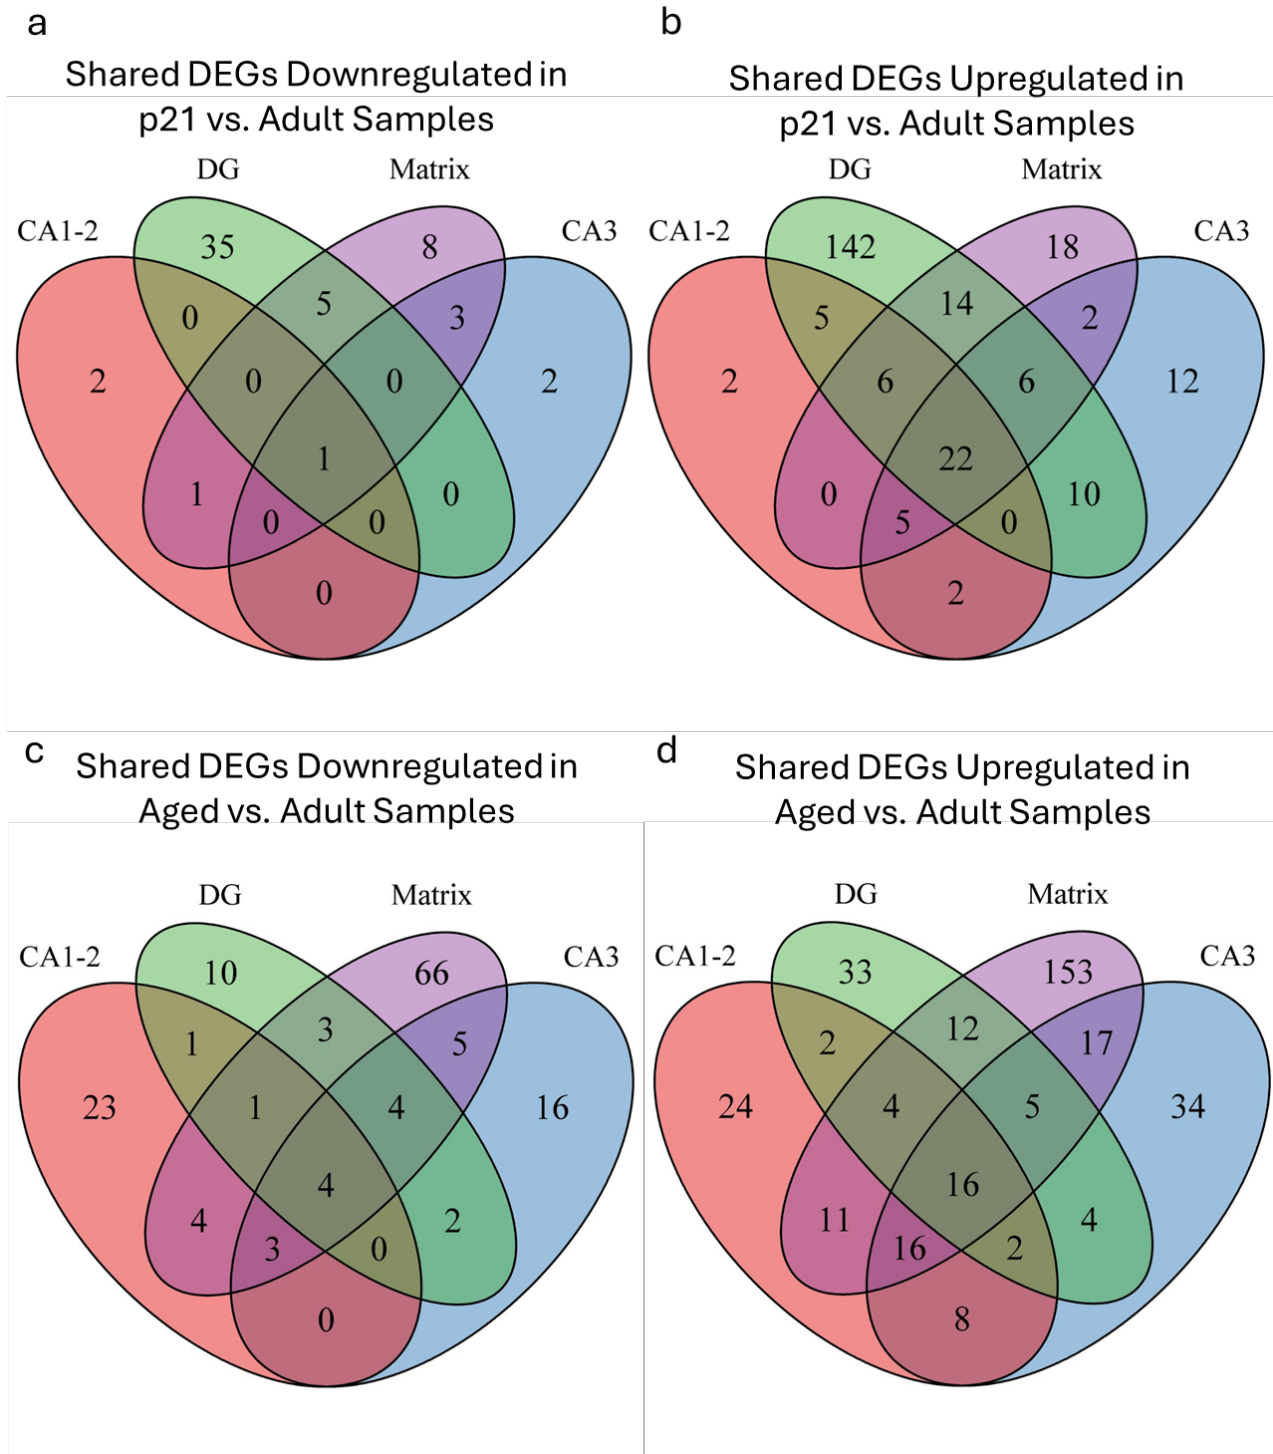

**Supplementary Figure S6. Venn Diagrams of DEGs by Sample and Hippocampal Subcluster.** **a.** DEGs downregulated in P21 vs. adult samples. **b.** DEGs upregulated in P21 vs. adult samples. **c.** DEGs downregulated in aged vs. adult samples. **d.** DEGs upregulated in aged vs. adult samples.

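A Venn diagram of the 4 subregions counts each differentially expressed gene once, by the set of subregions that call it. Rebuilt from the summed counts, genes lower at P21 comprised 29 only in CA1-2, 15 only in CA3, 204 only in the DG and 152 only in the matrix. Genes higher at P21 comprised 35 only in CA1-2, 68 only in CA3, 235 only in the DG and 156 only in the matrix. In aged mice, lower genes comprised 101 only in CA1-2, 125 only in CA3, 151 only in the DG and 411 only in the matrix, and higher genes 119 only in CA1-2, 124 only in CA3, 132 only in the DG and 512 only in the matrix. The number of spots differs between the subregions and may affect how many genes pass, which was not tested. The DG has fewer spots than the matrix, but at P21 it had 730 calls against 586. In aged mice it had 777 against 1629.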

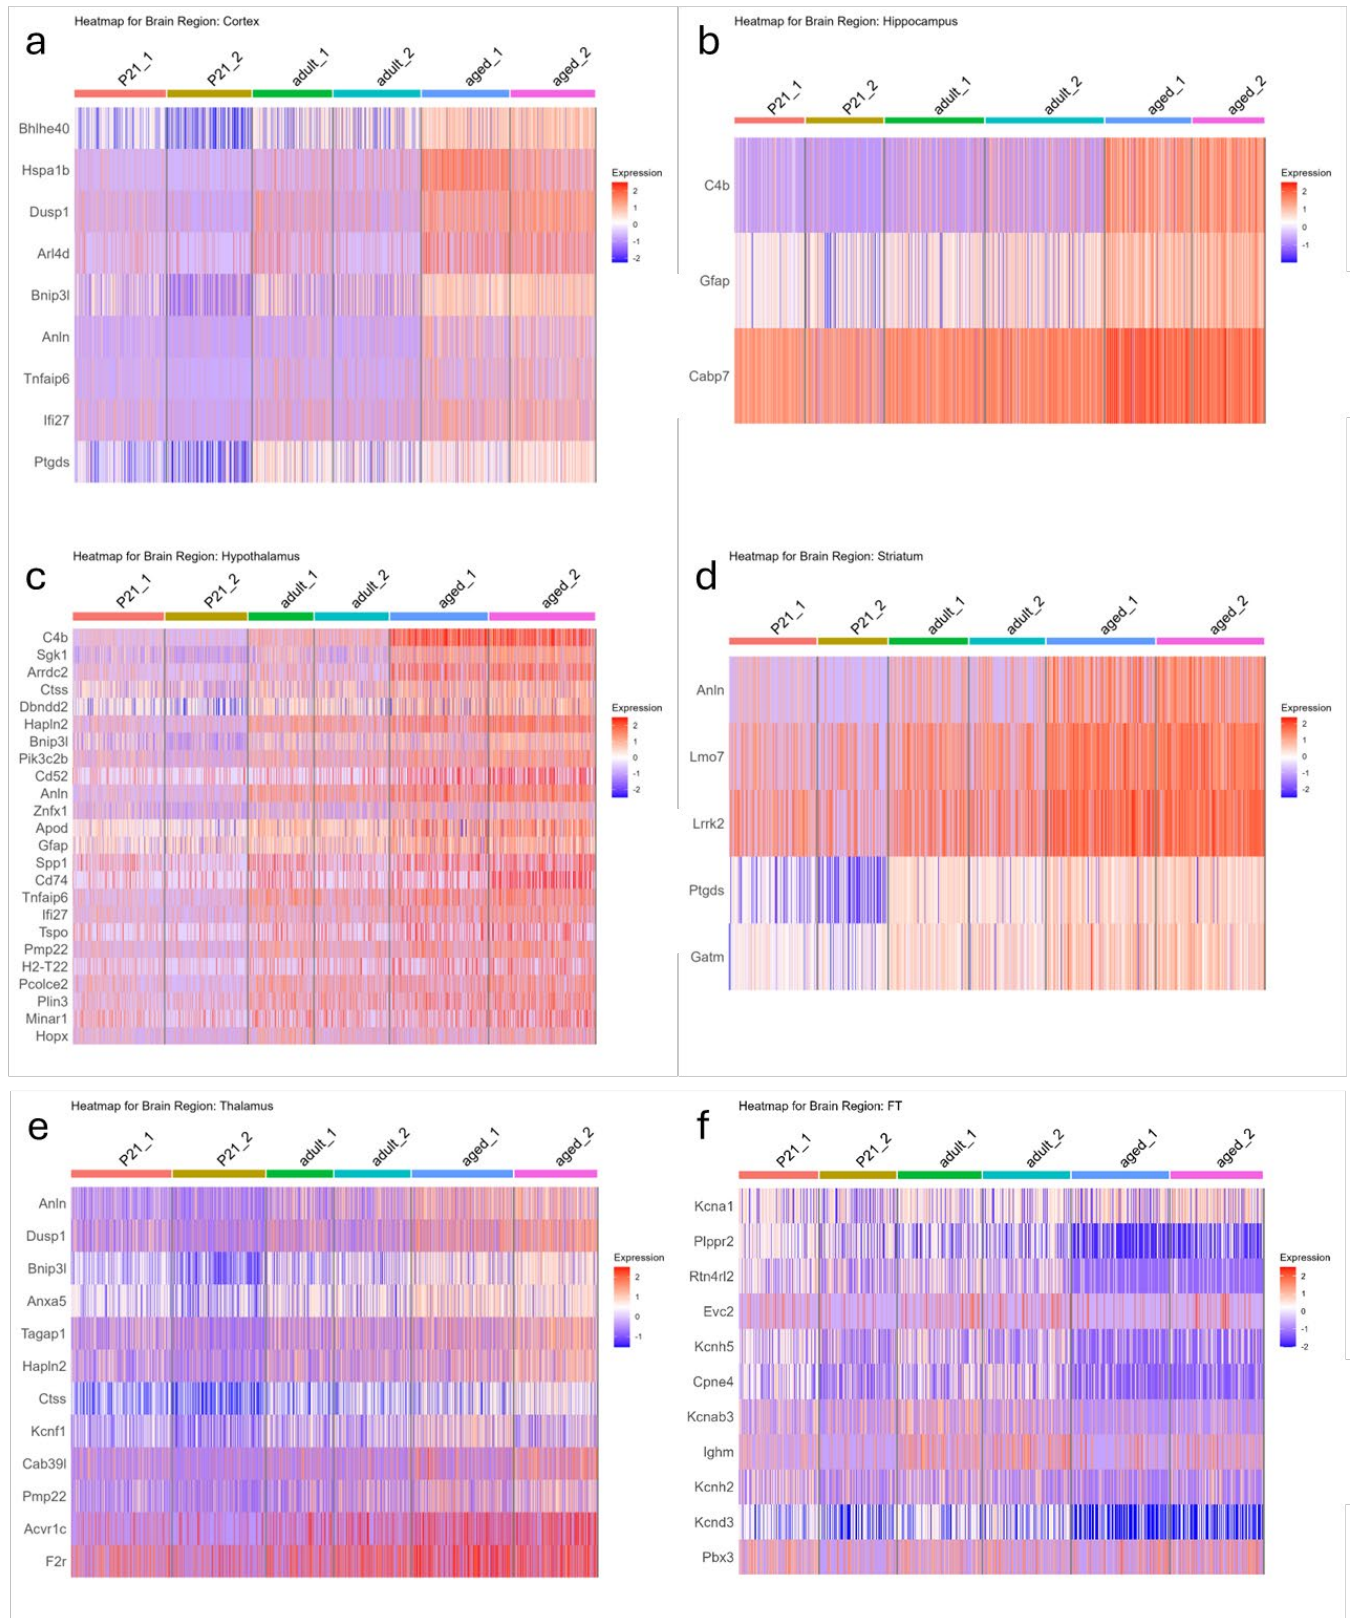

**Supplementary Figure S7. Heatmaps of Top Genes Trending Up by Region. a. cortex. b. hippocampus. c. hypothalamus. d. striatum. e. thalamus. f. fiber tracts.**

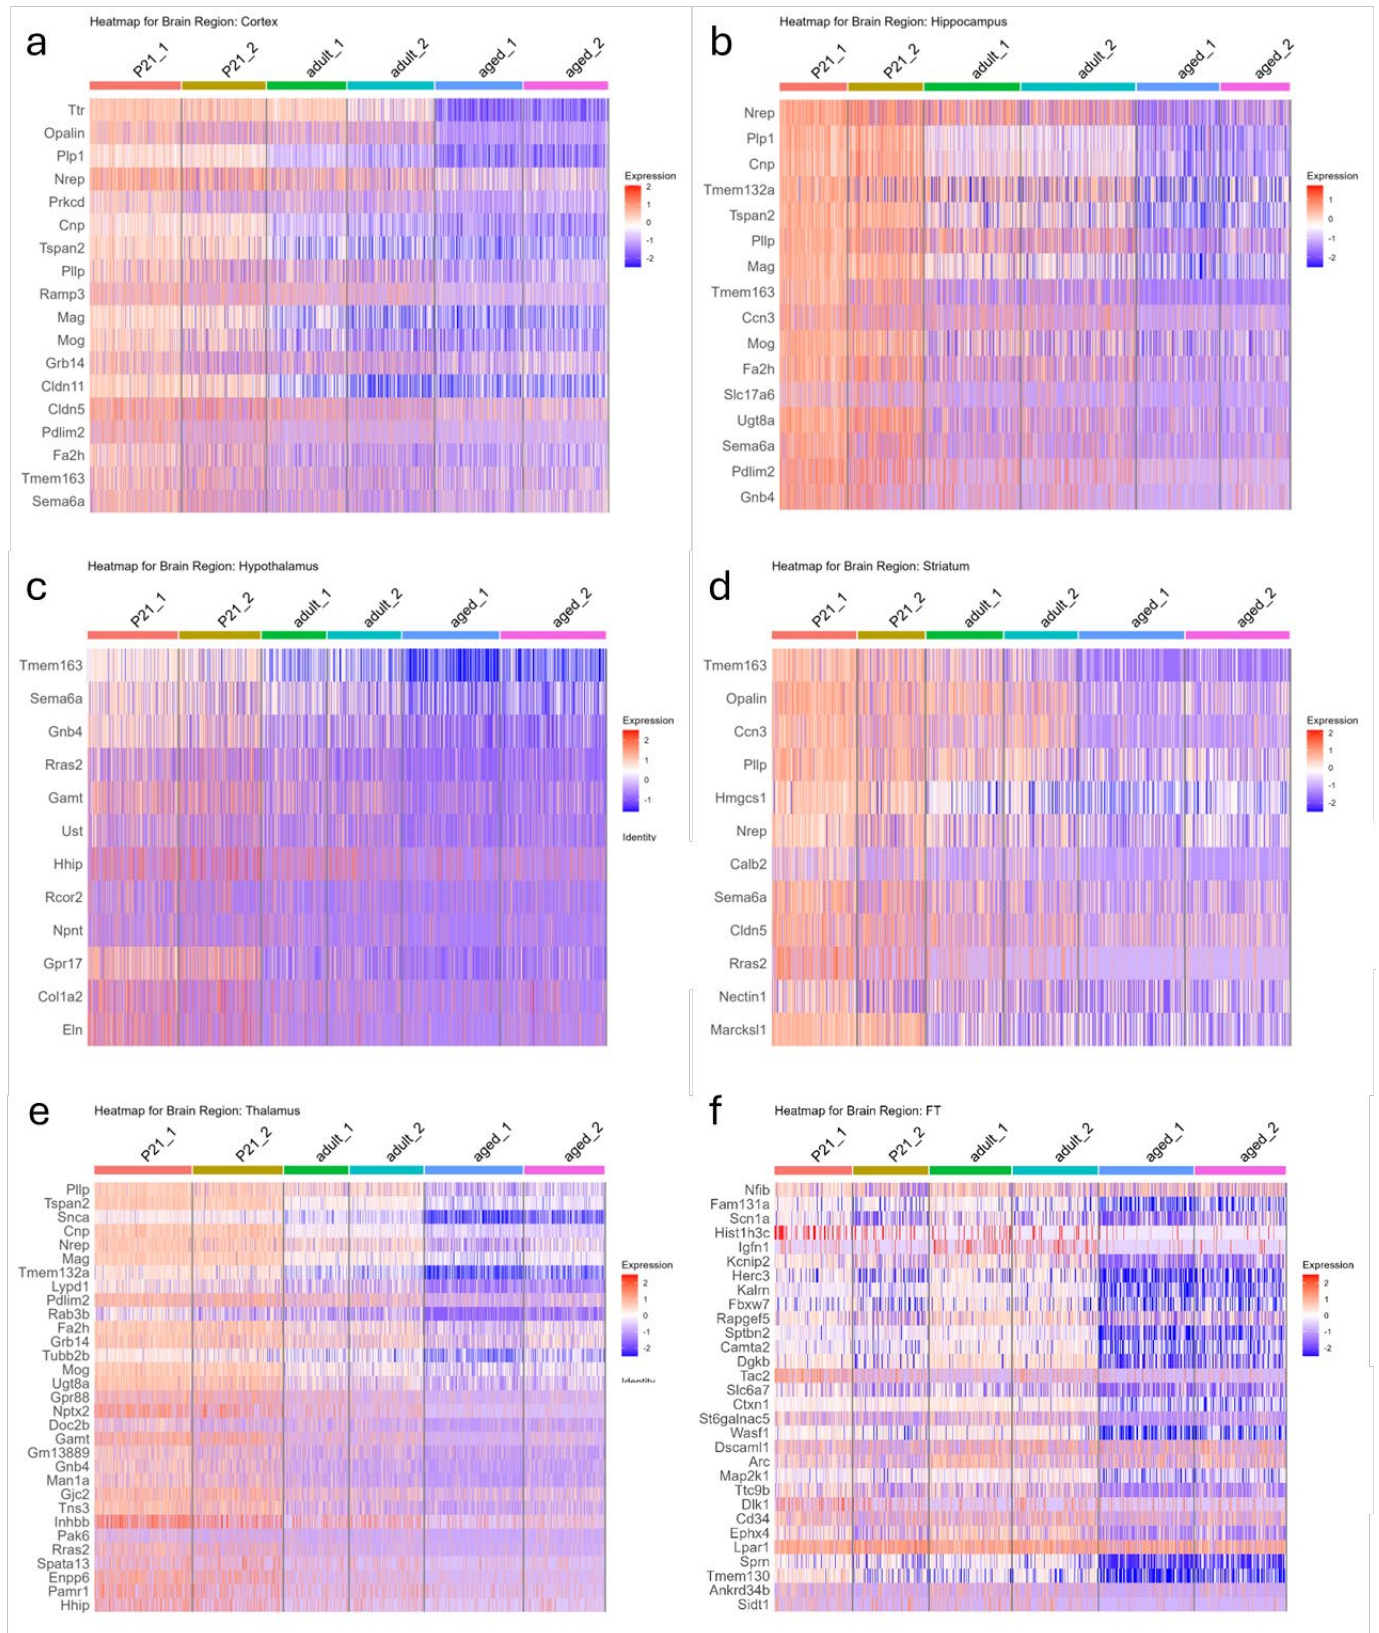

**Supplementary Figure S8. Heatmaps of Top Genes Trending Down by Region. a. cortex. b. hippocampus. c. hypothalamus. d. striatum. e. thalamus. f. fiber tracts.**

**Table S1. Spatial Transcriptomic Spot Counts per Sample and Hippocampal Subregion.**

| Sample  | Subregion | Spot_Count |
|---------|-----------|------------|
| P21_1   | CA1-2     | 46         |
| P21_1   | CA3       | 53         |
| P21_1   | DG        | 47         |
| P21_1   | Matrix    | 96         |
| P21_2   | CA1-2     | 30         |
| P21_2   | CA3       | 31         |
| P21_2   | DG        | 37         |
| P21_2   | Matrix    | 171        |
| adult_1 | CA1-2     | 39         |
| adult_1 | CA3       | 51         |
| adult_1 | DG        | 54         |
| adult_1 | Matrix    | 200        |
| adult_2 | CA1-2     | 43         |
| adult_2 | CA3       | 65         |
| adult_2 | DG        | 50         |
| adult_2 | Matrix    | 252        |
| aged_1  | CA1-2     | 44         |
| aged_1  | CA3       | 95         |
| aged_1  | DG        | 45         |
| aged_1  | Matrix    | 113        |
| aged_2  | CA1-2     | 46         |
| aged_2  | CA3       | 55         |
| aged_2  | DG        | 54         |
| aged_2  | Matrix    | 94         |

**Supplementary Table S2. Genes Associated with Enriched GO Terms for P21 DEGs**

| Description                              | region | direction | pvalue      | p.adjust    | geneID                                                                                                                                                                               |
|------------------------------------------|--------|-----------|-------------|-------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| regulation of neurogenesis               | CTX    | Up        | 1.41E-16    | 7.45E-14    | Mag/Mbp/Sirt2/Ctnnb1/Ncan/Sox10/Sema6a/Gjc2/Dpysl5/Fn1/Kdr/Sox8/Myrf/Islr2/Hapln1/Cers2/Cd24a/Met/Plxnb3/Vcan/Nrp1/Itgb1/Tnfrsf12a/Fstl4/Nkx6-2/Nkx2-2/Sema3f/Ngf                    |
| regulation of neurogenesis               | HP     | Up        | 1.47E-16    | 2.53E-13    | Mag/Sirt2/Mbp/Marcks/Sema6a/Sox10/Gjc2/Ncan/Dpysl5/Enpp2/Sox8/Dcx/Islr2/Cd24a/Rnd2/Mycn/Fn1/Sox11/Ache/Vcan/Nkx6-2/Nrp1/Sema4g/Plxnb3/Kdr/Oprm1/Nog/Nkx2-2/Sema3c/Plxna3/Ldlr/Sema5b |
| regulation of neurogenesis               | TH     | Up        | 5.37E-12    | 9.70E-09    | Sirt2/Mbp/Mag/Marcks/Ncan/Sox10/Oprm1/Dpysl5/Ache/Hap1/Gjc2/Sox8/Tnr/Cdh4/Ptprf/Itgb1/Cers2/Fn1/Ldlr/Sema4d/Plxnb3/Kdr/Adcyap1/Vcan/Shh/Igf1/Smurf1/Nog/Hapln1                       |
| regulation of neurogenesis               | HY     | Up        | 1.55E-07    | 0.000124303 | Sirt2/Marcks/Hap1/Ache/Dpysl5/Otp/Sox10/Sema5a/Mag/Sema6a/Sox8/Cers2/Heyl/Efna5/Bdnf/Chodl/Trpc5/Cd24a/Nrp1                                                                          |
| regulation of neurogenesis               | HY     | Down      | 1.69E-06    | 0.001113713 | Il33/Trf/Hapln2/App12/Sema7a/Hapln4/Gfap/Itpka/Shtn1/Hltf/Epha7/Daam2/Pax6/Aspa/Tgm2/Lhx2/Sgk1                                                                                       |
| regulation of neurogenesis               | STR    | Up        | 1.38E-07    | 2.33E-05    | Sirt2/Mbp/Mag/Sox10/Sema6a/Ncan/Gjc2/Fn1/Sox8/Itgb1/Cxcl12/Kdr/Myrf/Cers2/Id1                                                                                                        |
| regulation of neurogenesis               | FT     | Up        | 0.000547213 | 0.025271917 | Sema4a/Ndel1/Kalrn/Epha7/Dbn1/Gh/Dpysl5/Sema3c/Vcan/Map2k1/Dnajb11/Rest/Wdr62/Sema3d/Ptprf/Bdnf/Idh2                                                                                 |
| gliogenesis                              | CTX    | Up        | 4.10E-20    | 1.30E-16    | Mag/Tspan2/Mal/Cnp/Plp1/Sirt2/Fa2h/Ctnnb1/Ncan/Sox10/Olig1/Agt/Gjc2/Fn1/Sox8/Cd9/Opalin/Apcdd1/Dusp15/Myrf/Rras2/Sox4/Hapln1/Cers2/Erbb3/Vcan/Pou3f1/Nkx6-2/Nkx2-2                   |
| gliogenesis                              | HP     | Up        | 2.09E-17    | 7.19E-14    | Plp1/Tuba1a/Mag/Cnp/Mal/Tspan2/Sirt2/Fa2h/Sox10/Gjc2/Cdk5r2/Ncan/Agt/Enpp2/Sox8/Sox4/Olig1/Dusp15/Dcx/Mycn/Erbb3/Fn1/Sox11/Vcan/Cntnap2/Nkx6-2/Rras2/Nog/Nkx2-2/Ldlr                 |
| gliogenesis                              | TH     | Up        | 1.53E-13    | 5.54E-10    | Plp1/Cnp/Tspan2/Mal/Sirt2/Mag/Tuba1a/Fa2h/Ncan/Sox10/Olig1/Gjc2/Sox8/Rras2/Dusp15/Cd9/Cers2/Fn1/Ldlr/Erbb3/Apcdd1/Sox4/Adcyap1/Vcan/Shh/Igf1/Nog/Hapln1                              |
| gliogenesis                              | TH     | Down      | 0.000565064 | 0.041072951 | Il33/Hapln4/Nr1d1/Nr3c1/Lef1/Hapln2/Nfix/Pmp22/Itgb4/Lgi4/Nab2                                                                                                                       |
| gliogenesis                              | HY     | Down      | 1.07E-05    | 0.002992116 | Il33/Trf/Hapln2/Hapln4/Itgb4/Gfap/Ndr1/Lgi4/Nfix/Daam2/Pmp22/Pax6/Aspa/Myoc                                                                                                          |
| gliogenesis                              | STR    | Up        | 6.85E-17    | 4.34E-14    | Plp1/Cnp/Tspan2/Sirt2/Mal/Mag/Fa2h/Sox10/Olig1/Agt/Ncan/Gjc2/Dusp15/Fn1/Cd9/Sox8/Opalin/Rras2/Sox4/Erbb3/Apcdd1/Myrf/Cers2                                                           |
| myelination                              | CTX    | Up        | 3.20E-17    | 2.53E-14    | Mag/Tspan2/Mal/Plp1/Mbp/Sirt2/Ugt8a/Nfasc/Fa2h/Ctnnb1/Gal3st1/Sox10/Tmem163/Plp/Cldn5/Cd9/Myrf/Erbb3/Pou3f1/Nkx6-2                                                                   |
| myelination in peripheral nervous system | CTX    | Up        | 0.001811854 | 0.018667406 | Sirt2/Fa2h/Pou3f1                                                                                                                                                                    |
| myelination                              | HP     | Up        | 1.64E-11    | 4.71E-09    | Plp1/Mag/Mal/Tspan2/Sirt2/Ugt8a/Nfasc/Mbp/Tmem163/Fa2h/Gal3st1/Sox10/Fyn/Plp/Erbb3/Cntnap2/Nkx6-2                                                                                    |
| myelination                              | TH     | Up        | 2.88E-10    | 6.93E-08    | Plp1/Tspan2/Mal/Sirt2/Mbp/Mag/Ugt8a/Nfasc/Fa2h/Sox10/Gal3st1/Fyn/Plp/Cd9/Erbb3/Igf1/Rxrg                                                                                             |
| myelination                              | HY     | Up        | 1.98E-07    | 0.000127436 | Sirt2/Nfasc/Tspan2/Fyn/Tmem163/Plp1/Ugt8a/Mal/Sox10/Gal3st1/Mag/Fa2h                                                                                                                 |
| myelination in peripheral nervous system | HY     | Down      | 7.76E-06    | 0.002641897 | Itgb4/Ndr1/Lgi4/Pmp22/Myoc                                                                                                                                                           |
| myelination                              | HY     | Down      | 0.000273308 | 0.017098575 | S100b/Trf/Bcas1/Itgb4/Ndr1/Lgi4/Pmp22/Myoc                                                                                                                                           |

**Supplementary Table S2. Genes Associated with Enriched GO Terms for P21 DEGs**

|                                    |        |      |             |             |                                                                                                                                                      |
|------------------------------------|--------|------|-------------|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------|
| myelination                        | STR    | Up   | 3.90E-17    | 3.29E-14    | Plp1/Tspan2/Sirt2/Mal/Mbp/Mag/Ugt8a/Nfasc/Tmem163/Fa2h/Gal3st1/Fyn/Plp/Sox10/Cd9/Cldn5/Erbb3/Myrf                                                    |
| learning                           | HY     | Down | 0.000283096 | 0.017098575 | Brsk1/Meis2/Slc24a2/Ppp1r1b/Synpo/Nfix/Neurod2/Sgk1                                                                                                  |
| learning                           | STR    | Up   | 0.004639333 | 0.042715604 | Lgmn/Hmgcr/Agt/Nptx2/Itgb1                                                                                                                           |
| learning                           | FT     | Up   | 0.000346489 | 0.018745078 | Slc12a5/Jph3/Kmt2a/Kalrn/Grm4/Clstn3/Agt/Ube3a/Adgrb3/Bdnf                                                                                           |
| postsynaptic density organization  | CTX    | Up   | 0.004822496 | 0.034958449 | Itgb1/Cbln1/Zdhhc12                                                                                                                                  |
| postsynaptic density organization  | FT     | Down | 0.000111387 | 0.032281836 | C1ql2/Zdhhc12/Adgrl3/Nptx1/Itgb3                                                                                                                     |
| reproductive behavior              | TH     | Down | 0.000233205 | 0.031006527 | Crebrf/Nr3c1/Ar/Zfx/Thrb                                                                                                                             |
| reproductive behavior              | STR    | Down | 1.10E-05    | 0.016741031 | Crebrf/Zfx/Thrb/Ar                                                                                                                                   |
| regulation of chemokine production | HP     | Down | 0.000114993 | 0.035113456 | Il33/Socs5/Erbin/Egr1                                                                                                                                |
| circadian rhythm                   | CTX    | Down | 5.40E-05    | 0.035154594 | Ptgds/Bhlhe40/Egr1/Nr1d1/Nr1d2/Bhlhe41/Nudt12                                                                                                        |
| circadian rhythm                   | HP     | Down | 0.000131449 | 0.035113456 | Ptgds/Bhlhe40/Nr1d2/Egr1/Kmt2a                                                                                                                       |
| circadian rhythm                   | TH     | Down | 0.00071247  | 0.046397809 | Ptgds/Bhlhe40/Adcy1/Egr1/Nr1d1/Btbd9/Nudt12/Srebf1                                                                                                   |
| regulation of neurogenesis         | DG     | Up   | 7.31E-15    | 5.07E-12    | Mbp/Mag/Enpp2/Dpysl5/Sirt2/L1cam/Dcx/Sema3c/Sox11/Cd24a/Rnd2/Sema4g/Sox10/Mycn/Robo1/Gjc2/Nrp1/Sema6a/Nkx6-2/Dll3/Myrf/Sema6c/Cxcr4/Oprm1/Adcyap1    |
| regulation of neurogenesis         | CA12   | Up   | 0.000451309 | 0.011159652 | Mbp/Mag/Sirt2/Sox8/Sox10                                                                                                                             |
| regulation of neurogenesis         | CA3    | Up   | 3.60E-06    | 0.000293409 | Mag/Mbp/Sox10/Gjc2/Sema6a/Plxnd1/Sox8/Sox11                                                                                                          |
| regulation of neurogenesis         | Matrix | Up   | 2.08E-08    | 2.66E-06    | Mbp/Mag/Sirt2/Marcks/Sema6a/Gjc2/Sox10/Sox8/Dpysl5/Mycn/Dcx                                                                                          |
| myelination                        | DG     | Up   | 3.27E-13    | 1.01E-10    | Plp1/Mbp/Mal/Tspan2/Mag/Ugt8a/Sirt2/Fa2h/Tmem163/Cd9/Gal3st1/Sox10/Plp/Nkx6-2/Myrf/Cxcr4                                                             |
| myelination                        | CA12   | Up   | 1.15E-17    | 4.15E-15    | Plp1/Mal/Mbp/Mag/Sirt2/Tspan2/Fa2h/Ugt8a/Plp/Tmem163/Gal3st1/Sox10                                                                                   |
| myelination                        | CA3    | Up   | 2.34E-12    | 8.89E-10    | Plp1/Mag/Mal/Tspan2/Ugt8a/Mbp/Tmem163/Fa2h/Sox10/Gal3st1                                                                                             |
| myelination                        | Matrix | Up   | 6.96E-16    | 3.26E-13    | Plp1/Mbp/Mal/Mag/Tspan2/Sirt2/Ugt8a/Tmem163/Fa2h/Gal3st1/Sox10/Erbb3/Cntnap2                                                                         |
| gliogenesis                        | DG     | Up   | 3.33E-19    | 9.24E-16    | Plp1/Mal/Tuba1a/Tspan2/Cnp/Mag/Enpp2/Sirt2/Dcx/Fa2h/Sox11/Cd9/Dusp15/Sox10/Mycn/Olig1/Gap43/Sox4/Dner/Gjc2/Agt/Opalin/Nkx6-2/Dll3/Myrf/Cxcr4/Adcyap1 |
| gliogenesis                        | CA12   | Up   | 7.54E-14    | 1.59E-11    | Plp1/Mal/Cnp/Mag/Sirt2/Tspan2/Fa2h/Rras2/Sox8/Sox10/Agt/Olig1                                                                                        |
| gliogenesis                        | CA3    | Up   | 1.62E-10    | 3.08E-08    | Plp1/Cnp/Mag/Mal/Tspan2/Fa2h/Sox10/Gjc2/Sox4/Sox8/Sox11                                                                                              |
| gliogenesis                        | Matrix | Up   | 4.28E-13    | 1.20E-10    | Plp1/Cnp/Mal/Mag/Tspan2/Sirt2/Fa2h/Gjc2/Sox10/Sox8/Erbb3/Cntnap2/Mycn/Dcx                                                                            |
| ensheathment of neurons            | DG     | Up   | 2.75E-14    | 1.09E-11    | Plp1/Mbp/Mal/Cldn11/Tspan2/Mag/Ugt8a/Sirt2/Fa2h/Tmem163/Cd9/Gal3st1/Sox10/Plp/Nkx6-2/Myrf/Cxcr4                                                      |
| ensheathment of neurons            | CA12   | Up   | 1.76E-19    | 9.55E-17    | Plp1/Mal/Mbp/Cldn11/Mag/Sirt2/Tspan2/Fa2h/Ugt8a/Plp/Tmem163/Gal3st1/Sox10                                                                            |
| ensheathment of neurons            | CA3    | Up   | 7.00E-14    | 3.99E-11    | Cldn11/Plp1/Mag/Mal/Tspan2/Ugt8a/Mbp/Tmem163/Fa2h/Sox10/Gal3st1                                                                                      |
| ensheathment of neurons            | Matrix | Up   | 2.11E-17    | 1.49E-14    | Plp1/Cldn11/Mbp/Mal/Mag/Tspan2/Sirt2/Ugt8a/Tmem163/Fa2h/Gal3st1/Sox10/Erbb3/Cntnap2                                                                  |

**Supplementary Table S3. Genes Associated with Enriched GO Terms for Aged DEGs**

| Description                                  | region | direction | pvalue    | p.adjust | geneID                                                                                                                                                                                                                                                   |
|----------------------------------------------|--------|-----------|-----------|----------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| immune response-activating signaling pathway | CTX    | Up        | 5.995E-05 | 1.58E-03 | Prkcb/Crkl/Fosl2/Nr4a3/Gramd4/Cacnb3/Arrb2/Rtn4/Eif2b4/Otud4/Slc15a4/Mapkapk2/Nek7/Ecsit/Sarm1/Slc39a6/Zdhhc5/Wdfy1/Bcl2/Nfkbiz/Tarbp2/Blnc/Irgm1                                                                                                        |
| immune response-activating signaling pathway | HP     | Up        | 2.062E-06 | 2.18E-04 | Fcer1g/Arrb2/Pdpk1/Eif2b4/Nek7/Laptm5/Trem2/Mfhas1/Nr4a3/Crkl/Cacnb3/Blnc/Cyba/Sarm1/Gramd4/Irgm1/Fosl2/Rela/Tifa/Zdhhc5/Nfkbiz/Tarbp2/Usp12/Mapkapk2/Unc93b1/Irf1/Zc3hav1/Ezr                                                                           |
| immune response-activating signaling pathway | TH     | Up        | 6.923E-06 | 3.81E-04 | Rtn4/Usp9x/Crkl/Nek7/Pdpk1/Slc15a4/Otud4/Laptm5/Phb2/Arrb2/Eif2b4/Nfkbiz/Fcer1g/Trem2/Ecsit/Wdfy1/Cmtm3/Mfhas1/Irgm1/Mapkapk2/Sarm1/Gramd4/Tyrobp/Cyba/Tarbp2/Nfam1                                                                                      |
| immune response-activating signaling pathway | HY     | Up        | 4.694E-03 | 3.68E-02 | Crkl/Rtn4/Arrb2/Nek7/Gramd4/Laptm5/Eif2b4/Slc15a4/Otud4/Eif2b5/Trem2/Cmtm3/Rela/Wdfy1/Slc39a6/Sarm1/Fcer1g/Sh2b2                                                                                                                                         |
| immune response-activating signaling pathway | STR    | Up        | 1.281E-04 | 3.15E-03 | Gramd4/Pdpk1/Crkl/Otud4/Slc15a4/Phb2/Eif2b4/Arrb2/Laptm5/Wdfy1/Nr4a3/Ecsit/Fosl2/Fcer1g/Prkcb/Nek7/Trem2/Sarm1/Smpd13b/Prkch/Tarbp2/Slc39a6/Nckap1/Cyba/Bcl10/Ripk2                                                                                      |
| immune response-activating signaling pathway | FT     | Up        | 3.418E-03 | 4.20E-02 | Mef2c/Prkcb/Crkl/Plekha1/Mog/Ighm/Cmklr1/Pum1/Slc15a4/Fcer1g/Mapkapk2/Eif2b1/Fbxl2/Fyn/Nploc4/Lrrc14/Stoml2/Irf3/Btk/Mark4/Ada/Cblb/Casp4/Unc93b1                                                                                                        |
| immune response-activating signaling pathway | FT     | Down      | 1.379E-02 | 4.42E-02 | Cacnb3/Dgkz/Rtn4/Ptprj/Prnp/Hras/Wnk1/Trem2/Flot1/Erbin/Slc39a10/Laptm5/Khdrbs1/Pten/Prkce/Ecsit/Eif2b4/Phb2/Hspd1/Cyba/Pdpk1/Ptprs/Cd47/Arrb2/Ube2n/Tyro3/Pde4b/Lbp/Ufd1/Nr1d1/Foxp1/Nlrc3/Src/C3ar1/Esr1/Icosl                                         |
| RNA splicing                                 | CTX    | Up        | 2.725E-08 | 7.62E-06 | Atxn7l3/Ildr2/Hnrnpa2b1/Celf1/Srsf2/Prpf19/Strap/Zranb2/Zfp638/Ik/Slc38a2/Hnrnpu/Zpr1/Prpf3/Magohb/Ncbp1/Sf3b4/Rbm17/Srsf1/Luc7/Snrnp48/Cdc5/Prpf38b/Lsm3/Rbm12b1/Srrm1/Snrpa/Rbm15b/Ppil1/Lsm2                                                          |
| RNA splicing                                 | HP     | Up        | 9.926E-04 | 1.19E-02 | Atxn7l3/Strap/Slc38a2/Srsf2/Zranb2/Hnrnpa2b1/Zpr1/Rbm17/Sf3b4/Magohb/Rbm15b/Lsm3/Prpf3/Snrpa/Ncbp1/Rbm12b1/Prdx6/Phf5a/Ppil1/Usp49/Snrpb/Ptbp1                                                                                                           |
| RNA splicing                                 | TH     | Up        | 1.986E-04 | 3.52E-03 | Atxn7l3/Ildr2/Prpf19/Strap/Slc38a2/Zranb2/Hnrnpa2b1/Srsf2/Ik/Zfp638/Srsf1/Aqr/Luc7/Zpr1/Srrm1/Magohb/Rbm17/Snrpa/Kat2b/Ppil2/Sf3b4/Prpf3/Pus7                                                                                                            |
| RNA splicing                                 | HY     | Up        | 5.253E-09 | 3.16E-06 | Zranb2/Prpf19/Hnrnpa2b1/Srsf2/Ik/Atxn7l3/Strap/Srsf1/Bcas2/Slc38a2/Srrm1/Zfp638/Hnrnpu/Prmt1/Cdc5/Magohb/Luc7/Sart3/Rbm17/Wdr77/Snrnp48/Aqr/Lsm3/Prpf38b/Zpr1/U2af1/Sf3b4/Rbm15b/Prkrip1/Snrpa/Thoc3                                                     |
| RNA splicing                                 | STR    | Up        | 9.546E-11 | 6.97E-08 | Hnrnpa2b1/Celf1/Strap/Atxn7l3/Zfp638/Srsf2/Prpf19/Rbfox2/Zranb2/Srsf1/Mbnl1/Ik/Aqr/Bcas2/Prmt1/Magohb/Ncbp1/Hnrnpu/Sf3b4/Zpr1/Wbp11/Sart3/Luc7/Ppil1/Prpf3/Rbm17/Sfswap/Rbm15b/Snrnp27/U2af1/Thoc3/Phf5a/Lsm3/Ncbp2/Kat2b/Snrpa/Rbm12b1/Dhx16/Usp49      |
| RNA splicing                                 | FT     | Down      | 4.128E-03 | 1.71E-02 | Celf4/Celf5/Zmat2/Grsf1/Celf2/Zranb2/Slc38a2/Srsf9/Prpf19/Cirbp/Prdx6/Rbm20/Hnrnpa2b1/Pcbp4/Rbm24/Khdrbs1/Mbnl1/Ik/Thoc7/Srrm1/Tia1/Puf60/Hnrnpa3/Srrm2/Rbm17/Son/Rbm28/Srsf1/Sf3b1/lvns1abp/Snrpd3/Hnrnp1/Tsen34/Snrnp70/Siirp/Srsf12/Cwc22/Virma/Ptbp3 |
| response to peptide hormone                  | CTX    | Up        | 6.194E-09 | 2.68E-06 | Egr1/Ctnnb1/Prkcb/Vgf/Irs2/Tsc2/Nr4a1/Nr4a3/Insig2/Cry2/Cry1/Crhbp/Lpin1/Nr4a2/Hadha/Eif2b4/Ctsd/Tsc1/Bcar3/Sgk1/Igf1/Cpeb2/Ccnd3/Sik2/Socs7/Tbc1d4/Rb1/Tns2/Igf2                                                                                        |
| response to peptide hormone                  | HP     | Up        | 7.420E-08 | 2.80E-05 | Ctnnb1/Serpina3n/Egr1/Camk2a/Tsc2/Ctsd/Insig2/Hadha/Nr4a2/Pdpk1/Eif2b4/Stat3/Slc39a14/Sgk1/Nfe2l2/Klf15/Nr4a3/Jak1/Tbc1d4/Tsc1/Socs7/Rela/Bcar3/Tns2/Irf1/Igf1/Agtrap/Crhbp/Igf2                                                                         |

**Supplementary Table S3. Genes Associated with Enriched GO Terms for Aged DEGs**

|                             |     |      |           |          |                                                                                                                                                                                                                                                                                                                                |
|-----------------------------|-----|------|-----------|----------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| response to peptide hormone | TH  | Up   | 6.274E-09 | 5.24E-06 | Ctnnb1/Myo5a/Ctsd/Sgk1/Insig2/Tsc2/Agt/Egr1/Klf15/Irs2/Pdpk1/Tsc1/Anxa5/Eif2b4/Lpin1/Hadha/Cited1/Tbc1d4/Agtrap/Nfe2l2/Tns2/Cry1/Cpeb2/Rb1/Acvr1c/Bcar3/Kat2b/Grb10/Pld1/Igf1                                                                                                                                                  |
| response to peptide hormone | HY  | Up   | 5.787E-11 | 1.39E-07 | Ctnnb1/Sgk1/Egr1/Ctsd/Serpina3n/Tsc2/Insig2/Anxa5/Klf15/Hadha/Agt/Rac1/Eif2b4/Lpin1/Tsc1/Pck2/Snx5/Irs2/Leprotl1/Grb10/Stat5b/Eif2b5/Bcar3/Cpeb2/Tbc1d4/Vgf/Rela/Tns2/Rb1/Sh2b2/Nfe2l2/Cited1                                                                                                                                  |
| response to peptide hormone | STR | Up   | 3.625E-11 | 3.43E-08 | Ctnnb1/Egr1/Tsc2/Irs2/Sgk1/Pdpk1/Insig2/Vgf/Ctsd/Hadha/Eif2b4/Cry2/Rac1/Nr4a3/Klf15/Snx5/Cdo1/Tbc1d4/Cpeb2/Lpin1/Leprotl1/Rb1/Nfe2l2/Prkcb/Socs7/Gpam/Tsc1/Cry1/Pck2/Agtrap/Foxo4/Tns2/Nr4a1/Leprot/Bcar3/Kat2b/Srebf1                                                                                                         |
| response to peptide hormone | FT  | Down | 8.539E-09 | 2.41E-07 | Ppp3ca/Camk2a/Ctnnb1/Map2k1/Ctsd/Pak1/Pkm/Tbc1d4/Myo5a/Serpina3n/Prkca/Ptprj/Tsc2/Agtrap/Hras/Rock2/Nr4a2/Ptpre/Ptptra/Hadha/Atp2a2/Nos1/Pten/Gnas/Eif2b4/Gpam/Pip4k2c/C2cd5/Pdpk1/Anxa5/Cfl1/Pdk4/Crk/Opa1/Rab10/Nfe2l2/Rap1gds1/Ahcy1/Usol1/Rab31/Ptk2/Pip4k2b/Snx5/Rbp4/Crhr1/C1qtnf12/Khk/Cacybp/Src/Slc2a8/Ptprf/Slc25a33 |
| mRNA processing             | CTX | Up   | 6.077E-09 | 2.68E-06 | Pabpn1/Adar/Hnnpa2b1/Celf1/Srsf2/Prpf19/Strap/Zranb2/Ik/Pcbp1/Hnnpu/Zpr1/Prpf3/Magohb/Ncbp1/Sf3b4/Cpsf1/Rbm17/Srsf1/Luc7l/Kin/Snrnp48/Cdc5l/Prpf38b/Polr2d/Lsm3/Srrm1/Snrpa/Fastkd5/Rbm15b/Ppil1/Papolg/Lsm2                                                                                                                   |
| mRNA processing             | HP  | Up   | 1.265E-04 | 3.29E-03 | Pabpn1/Strap/Srsf2/Adar/Zranb2/Hnnpa2b1/Zpr1/Cpsf1/Rbm17/Sf3b4/Magohb/Rbm15b/Lsm3/Prpf3/Snrpa/Ncbp1/Prdx6/Phf5a/Scaf4/Zc3h3/Ppil1/Usp49/Snrpb/Papolg/Ptbp1/Kin                                                                                                                                                                 |
| mRNA processing             | TH  | Up   | 1.370E-04 | 2.71E-03 | Pabpn1/Prpf19/Adar/Strap/Zranb2/Hnnpa2b1/Srsf2/Ik/Srsf1/Pcbp1/Aqr/Luc7l/Zpr1/Scaf4/Cpsf1/Srrm1/Magohb/Rbm17/Snrpa/Ppil2/Sf3b4/Kin/Prpf3/Pus7/Papolg                                                                                                                                                                            |
| mRNA processing             | HY  | Up   | 4.204E-09 | 3.16E-06 | Pabpn1/Adar/Zranb2/Prpf19/Hnnpa2b1/Srsf2/Ik/Strap/Srsf1/Pcbp1/Bcas2/Srrm1/Hnnpu/Cdc5l/Magohb/Luc7l/Sart3/Scaf4/Rbm17/Wdr77/Snrnp48/Aqr/Lsm3/Prpf38b/Cpsf1/Zpr1/U2af1/Polr2d/Sf3b4/Rbm15b/Prkrip1/Snrpa/Thoc3                                                                                                                   |
| mRNA processing             | STR | Up   | 4.022E-11 | 3.43E-08 | Pabpn1/Hnnpa2b1/Celf1/Strap/Adar/Srsf2/Prpf19/Rbfox2/Pcbp1/Zranb2/Srsf1/Mbnl1/Ik/Scaf4/Aqr/Bcas2/Magohb/Ncbp1/Hnnpu/Sf3b4/Cpsf1/Zpr1/Wbp11/Sart3/Luc7l/Ppil1/Prpf3/Rbm17/Sfswap/Rbm15b/Snrnp27/U2af1/Polr2d/Thoc3/Kin/Phf5a/Lsm3/Ncbp2/Snrpa/Dhx16/Fastkd5/Usp49                                                               |
| mRNA processing             | FT  | Down | 9.234E-04 | 5.09E-03 | Aplp1/Celf4/Celf5/Zmat2/Grsf1/Adar/Pabpn1/Celf2/Zranb2/Akap8l/Srsf9/Prpf19/Cirbp/Prdx6/Rbm20/Hnnpa2b1/Pcbp4/Rbm24/Khdrbs1/Mbnl1/Ik/Thoc7/Srrm1/Tia1/Puf60/Hnnpa3/Srrm2/Rbm17/Son/Rbm28/Srsf1/Sf3b1/Snrpd3/Hnnp1/Ahcy1/Tsen34/Snrnp70/Slirp/Srsf12/Cwc22/Prmt9/Phrf1/Scaf4/Virma/Ptbp3                                          |
| learning                    | HP  | Down | 1.492E-06 | 2.46E-04 | Pak1/Nrxn1/Ptn/Pde1b/Prkar2b/Ppp1r1b/Deaf1/Adra1b/Tpbg/Chst10                                                                                                                                                                                                                                                                  |
| learning                    | HY  | Up   | 2.161E-03 | 2.31E-02 | Pgrmc1/Sgk1/Shank1/Atp8a1/Ap1s2/Agt/Cln8/Tsc1/C1ql1/Th/Eif2ak4                                                                                                                                                                                                                                                                 |
| learning                    | STR | Down | 5.719E-06 | 1.25E-03 | Nrxn1/Ptn/Cck/Pak1/Pde1b/Prkar2b/Tafa2/Deaf1/Neurod2/Adra1b                                                                                                                                                                                                                                                                    |

**Supplementary Table S3. Genes Associated with Enriched GO Terms for Aged DEGs**

|                                              |        |      |           |          |                                                                                                                                                                                                                                                                      |
|----------------------------------------------|--------|------|-----------|----------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| learning                                     | FT     | Down | 5.834E-16 | 7.36E-14 | Syngap1/Jph4/Ppp1r1b/Synpo/Kalrn/Ptn/Nrxn1/Gabra5/Pde1b/Pak1/Neurod2/Reln/Tpbg/Cacna1e/Neto1/Tuba1a/Jph3/Kit/Clstn3/Gabrb3/Tac1/Cntnap2/Tafa2/Sorcs3/Nrxn2/Grm5/Hrh3/Slc12a5/Arf4/Fgf13/Cln8/Grin2a/Nts/Nfix/Th/Atxn1/Rgs14/Nptn/Rin1/Dgki/Crhr1/Bche/Mapk8ip2/Glp1r |
| oligodendrocyte differentiation              | CTX    | Down | 1.692E-07 | 9.44E-05 | Opalin/Ptn/Plp1/Cnp/Tspan2/Mag/Il33/Fa2h                                                                                                                                                                                                                             |
| oligodendrocyte differentiation              | HP     | Down | 2.332E-08 | 1.23E-05 | Opalin/Ptn/Plp1/Cnp/Tspan2/Tppp/Mag/Hdac11/Tenm4/Fa2h                                                                                                                                                                                                                |
| oligodendrocyte differentiation              | TH     | Down | 2.908E-07 | 1.82E-05 | Opalin/Ptn/Tppp/Tspan2/Enpp2/Cnp/Mag/Fa2h/Nfix/Tmem98/Vtn/Dusp10                                                                                                                                                                                                     |
| oligodendrocyte differentiation              | HY     | Down | 7.585E-06 | 2.35E-04 | Opalin/Ptn/Lingo1/Mag/Tspan2/Enpp2/Fa2h/Zfp365/Tmem98/Pax6                                                                                                                                                                                                           |
| oligodendrocyte differentiation              | STR    | Down | 1.000E-05 | 1.60E-03 | Ptn/Opalin/Tppp/Lingo1/Cntnap1/Tspan2/Tnfrsf21/Prdm8                                                                                                                                                                                                                 |
| oligodendrocyte differentiation              | FT     | Up   | 3.725E-03 | 4.41E-02 | Opalin/Plp1/Olig1/Nrg1/Abca2/Sox6/Ckap5/Sox9/Eif2b1/Hdac2                                                                                                                                                                                                            |
| oligodendrocyte differentiation              | FT     | Down | 3.253E-09 | 1.04E-07 | Tppp/Ctnnb1/Ptn/Mag/Tspan2/Cnp/Enpp2/Tenm4/Lingo1/Cntnap2/Ptprj/Fa2h/Hdac11/Ptpa/Il34/Pten/Nfix/Nkx2-2/Eif2b4/Gpm6b/Zfp365/Il33/Prdm8/Clu/Notch1/Exoc4                                                                                                               |
| oligodendrocyte development                  | HP     | Down | 1.439E-06 | 2.46E-04 | Plp1/Tppp/Mag/Hdac11/Tenm4/Fa2h                                                                                                                                                                                                                                      |
| oligodendrocyte development                  | FT     | Down | 1.136E-05 | 1.35E-04 | Tppp/Mag/Tenm4/Cntnap2/Fa2h/Hdac11/Pten/Nkx2-2/Eif2b4/Gpm6b/Prdm8/Clu                                                                                                                                                                                                |
| astrocyte differentiation                    | HP     | Down | 6.151E-04 | 1.46E-02 | Gap43/Plp1/Tspan2/Mag/Nr3c1                                                                                                                                                                                                                                          |
| astrocyte differentiation                    | TH     | Down | 4.838E-04 | 7.73E-03 | Tspan2/Mag/Nr3c1/Zeb2/Ntrk3/Dab1/Nfix                                                                                                                                                                                                                                |
| astrocyte differentiation                    | HY     | Down | 1.839E-03 | 1.82E-02 | Mag/Tspan2/Epha4/Zeb2/Dab1/Pax6                                                                                                                                                                                                                                      |
| astrocyte differentiation                    | FT     | Down | 3.737E-08 | 8.65E-07 | Map2k1/Gfap/Mag/Tspan2/C1qa/Dab1/Epha4/Trem2/Bin1/Prpf19/Nr3c1/Zeb2/Nfix/Nkx2-2/Plpp3/Actr3/Nr1d1/Csf1r/Notch1/Cul4b/Lrp1                                                                                                                                            |
| regulation of T cell proliferation           | DG     | Up   | 3.043E-05 | 6.46E-03 | Ctnnb1/Bcl6/Vsir/Pla2g2f/Sdc4/Laptm5                                                                                                                                                                                                                                 |
| regulation of T cell proliferation           | CA12   | Up   | 4.075E-05 | 1.71E-03 | Ctnnb1/Tsc2/Sdc4/Vsir/H2-D1/Laptm5                                                                                                                                                                                                                                   |
| regulation of T cell proliferation           | CA3    | Up   | 1.343E-04 | 4.27E-03 | Ctnnb1/Tsc2/Vsir/Sdc4/H2-D1/Laptm5                                                                                                                                                                                                                                   |
| regulation of T cell proliferation           | Matrix | Up   | 8.329E-05 | 1.44E-03 | Ctnnb1/Vsir/Sdc4/H2-D1/Laptm5/Tsc2/Cebpb/Igf2/Igf1                                                                                                                                                                                                                   |
| positive regulation of inflammatory response | CA12   | Up   | 2.143E-08 | 9.72E-06 | Il16/Fcgr3/Trem2/Cebpa/H2-D1/Ctsc/Alox5ap/Fcer1g                                                                                                                                                                                                                     |
| positive regulation of inflammatory response | CA3    | Up   | 2.450E-05 | 1.87E-03 | H2-D1/Alox5ap/Cebpa/Trem2/Fcer1g/Fcgr3                                                                                                                                                                                                                               |

**Supplementary Table S3. Genes Associated with Enriched GO Terms for Aged DEGs**

|                                              |        |      |           |          |                                                                                                                                   |
|----------------------------------------------|--------|------|-----------|----------|-----------------------------------------------------------------------------------------------------------------------------------|
| positive regulation of inflammatory response | Matrix | Up   | 9.529E-08 | 1.05E-05 | H2-D1/Fcer1g/Tnfrsf1a/Cebpa/Fcgr3/Nfkbia/Cebpb/Lgals1/Il16/Trem2/Ptgs2                                                            |
| neuron apoptotic process                     | CA12   | Up   | 6.064E-09 | 6.29E-06 | Ctnnb1/Agap2/Nr4a2/Apoe/Mt1/Vegfa/Nrp1/Trem2/Amigo2/Arrb2/Fgfr3                                                                   |
| neuron apoptotic process                     | CA3    | Up   | 5.168E-06 | 1.23E-03 | Agap2/Ctnnb1/Nr4a2/Nrp1/Mt1/Zpr1/Vegfa/Trem2/Prodh                                                                                |
| neuron apoptotic process                     | Matrix | Up   | 4.369E-08 | 5.82E-06 | Apoe/Mt1/Agap2/Ctnnb1/Vegfa/Fgfr3/Prodh/Tnfrsf1a/Pcdhgc3/Cebpb/Ucp2/Usp53/Trem2/Arrb2/Nrp1/Nqo1                                   |
| regulation of neurogenesis                   | CA12   | Up   | 1.102E-06 | 1.61E-04 | Ctnnb1/Gfap/Trak2/Apoe/Tsc2/Mfn1/Vegfa/Nrp1/Trem2/Fgfr3                                                                           |
| regulation of neurogenesis                   | CA3    | Up   | 1.064E-06 | 1.08E-03 | Ctnnb1/Gfap/Mfn1/Tsc2/Cdkl5/Nrp1/Sox2/Vegfa/Trem2/Hapln2/Yap1                                                                     |
| regulation of neurogenesis                   | Matrix | Up   | 1.458E-12 | 5.63E-09 | Apoe/Gfap/Ctnnb1/Vim/Vegfa/Mfn1/B2m/Flt1/Sox2/Fgfr3/Daam2/Sgk1/Ild1/Ulk1/Tsc2/Yap1/Per2/Wnt7b/Serpinf1/Trem2/Nrp1/Igf1/Tspo/Rgs14 |
| axon regeneration                            | CA12   | Down | 3.988E-05 | 9.96E-03 | Gap43/Nrep/Fkbp1b                                                                                                                 |
| neurotransmitter secretion                   | Matrix | Down | 7.807E-07 | 2.12E-04 | Pak1/Snca/Lin7b/Sv2b/Doc2a/Stx1a/Unc13c                                                                                           |
| vesicle-mediated transport in synapse        | Matrix | Down | 9.506E-08 | 6.44E-05 | Atp6v1g2/Sncb/Prkar1b/Snca/Sv2b/Ap3m2/Doc2a/Stx1a/Unc13c                                                                          |
| synaptic vesicle cycle                       | Matrix | Down | 2.408E-08 | 3.27E-05 | Atp6v1g2/Sncb/Prkar1b/Snca/Sv2b/Ap3m2/Doc2a/Stx1a/Unc13c                                                                          |

How the deposited data were processed for this re-analysis (not part of the article)

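FFPE coronal brain sections of male C57BL/6J mice were used, 6 in all, 2 each at P21, in adults (3 months in the paper, 12 to 15 weeks in the sample labels) and in aged mice (28 months). The authors made the deposited counts with Space Ranger from the 10x Genomics mouse probe panel and the mm10 reference, with version 2.0.0 for P21 and adult sections and 3.1.1 for aged sections, per the file headers. The deposited counts are UMIs per gene and spot under the tissue, without normalization, for 19465 genes. The deposited tables of spatial enrichment, made by Space Ranger, hold a Moran's I score per gene, its p-value, and a mean signal scaled to the median UMIs per spot. These were read to check units and not used here. Images were not analysed here.

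Spots with fewer than 250 genes or 500 UMIs were removed, as in the paper, which took out 4, 2, 2, 2, 1 and 1 spots of the P21, adult and aged sections. The spots kept number 20336. Of 22 gene symbols that are listed more than once, each identifier was kept apart. Depth per section ranged from 12074.5 to 25535 median UMIs per spot. At this depth a simulated change of 2 times was called for 94.0% of genes in the HP, 95.0% in the FT and 62.0% in CA1-2 in P21 vs. adult.

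Regions were rebuilt because the authors' spot labels are not used here. For each section the variance of analytic Pearson residuals was ranked, and 3000 variable genes were taken by summed rank. All genes that the paper names or lists in Tables S2 and S3, 574 in the files, were kept out of the clustering. Log-normalized values were standardized within each section, reduced to 10 principal components and joined in a shared nearest neighbour graph of 20 neighbours. Leiden clustering at the lowest resolution that gave every named region, 0.3, returned 13 clusters. A cluster was named where the mean standardized value of a fixed marker panel reached 0.2 and led the next panel by 0.2, with at least 3 panel genes raised. Spots of unnamed clusters, 4.99% of all, entered no region. The hippocampal spots were clustered again at resolution 0.1 into 4 clusters named CA1-2, CA3, DG and matrix. The paper's Harmony integration, its Seurat clustering at resolution 0.075 with manual annotation and its clusterProfiler enrichment were not repeated.

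UMIs were summed per section and region. Sections are the replicates, and spots are not. For each of 6 regions and 4 subregions, edgeR 4.0.16 fitted all 6 sums with age as the only term (TMM factors, glmQLFit, glmQLFTest), and P21 and aged were each compared with adult. Genes were tested if kept by filterByExpr, detected in over 10% of the region's spots at either age compared, and detected in at least 10% of all spots, the last 2 being the paper's criteria. Adjusted p are Benjamini-Hochberg values over the genes of a region and comparison, and a gene was called at an adjusted p under 0.05 and a fold change over 1.5. Standard errors of log2 fold changes are the size of the change divided by the square root of the F statistic. CPM are scaled with TMM factors.

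Slide version, tissue transfer and Space Ranger version coincide with age in aged vs. adult, so no term for them could be fitted. A second edgeR model of all sections and regions held each section as a block and tested the region-by-age terms. The block absorbs any factor that acts on a gene alike in a whole section. Marker genes of regions were compared within each section, and the 6 log2 ratios with a pseudocount of 1 CPM were tested by an exact sign-flip permutation, whose smallest two-sided p is 0.03125. Tracer genes counted outside their home region were compared between sections by exact permutation. Gene lists of Tables S2 and S3 were described by the median log2 fold change, the genes called, and the percentile of the median among 10000 random lists matched in 20 bins of mean expression. Listed symbols that could not be read or matched were left out. The listed genes were chosen by the study on these sections. Correlations across genes carry no p.

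Lists of cell type and process markers were fixed before the files were opened. They are choroid plexus, erythrocyte, meninges, immediate early, heat shock, homeostatic and reactive microglia, interferon, MHC class I, T and B cell, astrocyte, reactive astrocyte, mature and newly formed oligodendrocyte, oligodendrocyte precursor, neuroblast, pan-neuronal, endothelial, ribosomal protein and mitochondrially encoded genes, and tracers of 7 regions. Values of 1 gene are not reported here. Lists of olfactory and vomeronasal receptor genes were formed from symbols after the files were opened.

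Named genes follow a rule fixed beforehand. They are every gene that the paper names in its results, in the region it names it for, its marker and housekeeping genes, the 3 genes with the largest rise and fall over 5 regions in each comparison, and the 3 genes with the smallest interaction p. Coordinates are from GENCODE vM21 on GRCm38, the paper's build, in which 58 of 58 genes looked up were found by identifier.

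Alternatives fixed before the files were opened were DESeq2 1.42.0, RLE normalization, plain CPM, fitting only the 4 sections compared, and the replicate number as a block. They also included other gene filters, no fold change minimum, glmTreat against 1.5 times, and a Wilcoxon test on spots. The paper names this last test, and Bonferroni adjustment was used for it here. The remaining alternatives were regions from clustering each section alone, inner spots only, and leaving out each section in turn. For the interaction they were 5 regions without the FT, inner spots, and limma-voom (limma 3.58.1). Equal depth by thinning each region's sections to the shallowest, and silhouette widths on 20 components, were added later. Leaving out a section leaves an age with 1 section, so values and no calls are given for that comparison. Inner spots were not run in the hippocampal subregions, since sections of CA1-2, CA3 and the DG had none.

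The region test was tested on counts simulated from the adult means, library sizes and fitted dispersions, with 200 genes changed by 2 times. No gene was called in the wrong direction, and between 3 and 8 unchanged genes were called per comparison. In the interaction test, 84.5% of 200 genes changed in 1 region were called, and 19 unchanged ones, with a random factor per gene on whole aged sections. Groups without change were drawn 10 times per region against the adult sections.

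Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with data.table 1.17.8, were used.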

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

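The tests on one factor per gene, genes at 0, Hbb-bs, genes with a UMI, receptor genes, Cntnap2, the tracers of 4 lists, and myelin relative to the FT were chosen after the result was seen. The other tests were written down before it.

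The age effect differed between regions for 1500 of 11338 genes (13.2%) in P21 vs. adult and for 5544 (48.9%) in aged vs. adult. It stood out as a difference between groups of spots under one comparison. In aged vs. adult the slide version changes with age. A factor that acts on a gene alike in a whole section cannot produce these 5544 genes, as the section is a block in that model. Depth was tested by thinning in the region tests, where all 6 regions still had more calls in aged than in P21 vs. adult. Depth alone is thus excluded as the source of that order of calls. The interaction test was not repeated at equal depth, so depth is not excluded for its counts. Without the FT the counts were 861 and 2774. A change in how far transcripts spread on the slide acts differently in each region, and is not absorbed by the block. Of 36 pairs of a tracer list and another region, both aged sections lay below all 4 others in 24, where chance gives 6.67% of pairs. It was 0 of 5 pairs for HY tracers, where one aged section lay below and the other above all 4 others in each region, and 1 of 5 for HP tracers. As the aged sections disagree for HY tracers and slide version and age coincide, these pairs leave a change of spread on one slide version open. For the tracers of the TH, STR, CTX and FT, lists picked for this pattern, it was 19 of 20 pairs, with an exact permutation p of 0.133 for a single pair. For these lists the slide version and age cannot be told apart. A biological region-by-age effect may add to this, and these sections cannot part the contributions.

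Of the genes whose P21 effect differed most between regions, Hmgcs1 (adjusted p = 1.01e-07), Fyn (2.49e-07) and Cnksr3 (3.31e-07) rose in all 6 regions and most in the FT. The log2 fold changes in the CTX and FT were 0.51 and 2.25 for Hmgcs1, 0.43 and 1.53 for Fyn, and 1.61 and 2.69 for Cnksr3. Cnksr3 rose least in the TH, by 0.38. P21 and adult sections share slide version and Space Ranger version, so no such difference enters here. TH tracers outside the TH were still higher in both P21 sections than in both adult ones in all 5 regions. In the CTX they had 9.27% and 8.48% of the home value against 4.41% and 3.83%. Other lists were mixed at P21. VS tracers were higher in every other region too, while FT tracers in the HY were lower, at 24.6% and 20.7% against 29.5% and 27.7%. STR tracers in the FT were also lower, at 13.1% and 13.8% against 15.9% and 14.8%. A difference in spread at P21 is thus not excluded, but the lists do not share one direction. Depth differs between sections, and not alike in every region. In P21 and adult section 1 the median UMIs per spot were 24334 and 11078 in the HP, and 18202 and 14752 in the HY. The interaction test was not repeated at equal depth, so depth is not excluded here. A biological difference between regions at P21 stays possible, with 1500 genes in the same test.

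Rtn4rl2 (adjusted p = 1.19e-13), Phyhd1 (1.71e-12) and Neurod6 (1.71e-12) differed most in aged vs. adult. Rtn4rl2 changed by 0.20 in the CTX and 0.14 in the HP but by −3.49 in the TH, and Neurod6 by −0.11 in the CTX, 0.66 in the HP and −3.17 in the TH. Neurod6 is a gene of the naming panel of the HP. Less spreading of transcripts in the aged sections would give a fall outside the home region, and the tracer lists do not agree on it. CTX tracers were lower outside the CTX in 5 of 5 pairs, at a ratio of 1.54 to 6.45 that was highest in the TH, while HP tracers were lower outside the HP in 1 of 5, at 0.879 to 1.52. As slide version and age coincide, less spreading and a biological cause cannot be told apart for Rtn4rl2 and Neurod6. Phyhd1 rose in all 6 regions, by 0.51 in the CTX to 2.61 in the FT, which is not a fall outside a home region, and no explanation was tested for it.

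Mbp (adjusted p = 8.71e-06) and Cnp (9.37e-06) also changed differently between aged regions. All 14 genes of the mature oligodendrocyte list had a lower log2 fold change in each of 5 other regions than in the FT, in 70 of 70 pairs. The median difference was 1.04 in the CTX, 1.24 in the HP, 0.92 in the TH, 0.80 in the HY and 0.25 in the STR on the log2 scale. These pairs restate what prompted the test, and tracer genes of the FT, lower outside it in aged sections in 4 of 5 regions, include Mbp, so FT transcripts spreading less far and a loss in gray matter cannot be told apart. Loss of white matter or of mature oligodendrocytes alone was also tested. In 3 of the 5 other regions, some genes of the list were called higher while others were called lower. These were 1 higher and 8 lower in the CTX, 2 and 6 in the TH, and 1 and 4 in the HY. This excludes that all fall alike in these 3 regions. In the HP 0 were called higher and 11 of 14 lower, so a loss of either kind is not excluded there. In the STR 2 were called higher and 0 lower.

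Olfactory and vomeronasal receptor genes, 1191 in the files, had a mean of 279.6 CPM in the aged sections against 54.7 to 68.2 CPM in the other 4. The paper does not report on them. In each aged section 1185 of them had a UMI, against 360 to 705 in the others. Background counts of the probes at an even CPM are excluded, as the highest region had 4.97 times the CPM of the lowest, 942.6 against 189.7. An even number per spot is excluded too, with 3.00 times between regions of one aged section and 2.37 times in the other. The 10 receptor genes with the most UMIs held 59.9% to 63.8% of receptor UMIs in the P21 and adult sections. In the aged sections they held 14.8% and 16.4%, so the added UMIs were spread over many genes. A biological rise of nearly all receptor genes in brain tissue was not tested, and these shares do not part it from background. Some background that follows tissue or UMIs in another way may remain, beside the 3.00 times above.

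Gpr151 was at 309.8 CPM in the ventricular cluster, against 9.36 CPM in the TH and 12.4 CPM in the HP, in data that the paper leaves aside. Tac2 (592 CPM), Chrna3 (160.0 CPM) and Gng8 (200.0 CPM) were high there as well. These spots thus include tissue beside the ventricle. No technical test was made, and the mean silhouette width of this cluster was below 0. No biological explanation was tested.

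Egr1 was higher in the aged CTX, with a log2 fold change of 2.74, and Table S3 lists it as higher there under response to peptide hormone. The paper does not analyse immediate early genes as a group. All 12 immediate early genes tested there were above 0, with a median of 1.08. The same list was at 0.82 in the HP, 0.61 in the STR and 0.05 in the TH. Activity or handling around death may explain a joint rise, which the median of 1.08 would fit. Age itself and the slide version are not parted from this.

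Cntnap2 fell in all aged regions, by a mean log2 fold change of −5.49 over 5 regions, and by −6.03 to −5.00 over 6. The effect did not differ between regions (adjusted p of the interaction 0.877). A probe or slide version that acts on this gene by one factor could produce that, as could a loss with age in every region, and these cannot be told apart.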

How the results depend on the processing

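The alternatives below were fixed before the files were opened, except equal depth and the silhouette widths on 20 components, and the tests on explanations given elsewhere were partly chosen after the result was seen. Counts within 1.5 times of the reported one are taken as unchanged. No named gene changed direction under DESeq2, RLE normalization, plain CPM, another gene filter, inner spots, a Wilcoxon test on spots or equal depth. Of 9221 comparisons of 499 named gene results with their alternatives, 8240 stayed on their side of the threshold or within the spread between replicates, 296 lost a call, 112 gained one, 570 moved by more than the spread and 3 reversed. Of 624 comparisons for the counts of 48 trends, 447 stayed within 1.5 times, 111 were lower and 66 higher. In each of the 6 regions, aged vs. adult had more calls than P21 vs. adult under every alternative. In the DG, with 777 and 730 calls, the order turned with DESeq2 (298 and 304), glmTreat (29 and 147), only the 4 sections compared (596 and 1022) and regions from clustering each section alone (667 and 846). The last of these also turned the order in CA3 (636 and 789). The cause was not tested.

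With RLE normalization, all counts stayed within 1.5 times. With plain CPM, 2 of the trend counts did not, trend 7 in the STR with 18 in place of 10 and trend 6 in the FT with 88 in place of 57. In the FT the split of P21 calls moved with plain CPM from 585 higher and 458 lower to 467 and 626, as that scaling has no composition factor. In aged vs. adult it moved from 651 and 655 to 524 and 763 in the HP, and from 763 and 767 to 655 and 853 in the TH.

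With DESeq2, calls in P21 vs. adult fell from 433 to 231 in the STR, 230 to 45 in CA1-2, 253 to 67 in CA3, 730 to 304 in the DG and 586 to 282 in the matrix. For aged vs. adult they fell from 699 to 192 in CA1-2, 789 to 266 in CA3, 777 to 298 in the DG and 1629 to 1069 in the matrix. Calls found in a single region fell from 84 to 27 in the STR for P21 vs. adult, and went from 137 to 217 in the CTX and 473 to 304 in the STR for aged vs. adult. Calls shared by both comparisons fell from 96 to 43 in the STR. Over the subregions, genes of both comparisons fell from 461 to 125. The cause was not tested.

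With genes kept by filterByExpr only, so with more genes tested, calls in P21 vs. adult rose from 523 to 913 in the CTX. Calls in aged vs. adult rose from 1140 to 1863 in the CTX. Counts of a single region rose from 115 to 292 in the CTX and 139 to 244 in the HY for P21 vs. adult, and rose from 137 to 507 in the CTX for aged vs. adult. Genes of both comparisons rose from 114 to 230 in the CTX. With at least 10 counts in each section in place of the detection criteria, calls found in a single region rose from 115 to 265 in the CTX for P21 vs. adult, and rose from 137 to 390 in the CTX for aged vs. adult. The overlap of both comparisons rose from 114 to 196 in the CTX.

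With no fold change minimum, which can only add genes, calls in P21 vs. adult rose from 523 to 2169 in the CTX, 767 to 1546 in the HP, 780 to 2026 in the TH, 453 to 732 in the HY, 433 to 816 in the STR, 1043 to 2795 in the FT and 586 to 1017 in the matrix. Calls in aged vs. adult rose from 1140 to 4830 in the CTX, 1306 to 3357 in the HP, 1530 to 4099 in the TH, 1317 to 3096 in the HY, 1590 to 3522 in the STR, 2989 to 6039 in the FT, 789 to 1429 in CA3, 777 to 1202 in the DG and 1629 to 2879 in the matrix. Among calls of one region only, counts rose from 115 to 683 in the CTX and 261 to 623 in the TH for P21 vs. adult, and rose from 137 to 719 in the CTX for aged vs. adult. For both comparisons together, calls rose from 114 to 975 in the CTX, 204 to 611 in the HP, 208 to 883 in the TH, 111 to 305 in the HY, 96 to 333 in the STR and 353 to 1689 in the FT. Over 5 regions, shared genes rose from 100 to 219 in P21 vs. adult and 243 to 1083 in aged vs. adult. Hippocampal genes of both comparisons rose from 461 to 872.

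With glmTreat, which tests against 1.5 times and so can only remove genes, calls in P21 vs. adult fell from 523 to 111 in the CTX, 767 to 147 in the HP, 780 to 178 in the TH, 453 to 53 in the HY, 433 to 74 in the STR, 1043 to 327 in the FT, 230 to 39 in CA1-2, 253 to 48 in CA3, 730 to 147 in the DG and 586 to 100 in the matrix. For aged vs. adult they fell from 1140 to 219 in the CTX, 1306 to 216 in the HP, 1530 to 451 in the TH, 1317 to 150 in the HY, 1590 to 314 in the STR, 2989 to 1372 in the FT, 699 to 55 in CA1-2, 789 to 80 in CA3, 777 to 29 in the DG and 1629 to 306 in the matrix. For one region alone, calls fell from 115 to 29 in the CTX, 270 to 48 in the HP, 261 to 76 in the TH, 139 to 13 in the HY and 84 to 4 in the STR for P21 vs. adult, and fell from 137 to 67 in the CTX, 344 to 91 in the HP, 407 to 264 in the TH, 236 to 26 in the HY and 473 to 129 in the STR for aged vs. adult. Calls made in both comparisons fell from 114 to 16 in the CTX, 204 to 20 in the HP, 208 to 22 in the TH, 111 to 2 in the HY, 96 to 6 in the STR and 353 to 67 in the FT. Genes common to 5 regions fell from 100 to 21 in P21 vs. adult and 243 to 25 in aged vs. adult. Hippocampal overlap fell from 461 to 29.

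With regions from clustering each section alone, calls in P21 vs. adult went from 453 to 5 in the HY, 433 to 136 in the STR, 253 to 789 in CA3 and 586 to 203 in the matrix. Calls in aged vs. adult fell from 1317 to 186 in the HY. Single-region calls went from 115 to 181 in the CTX, 270 to 525 in the HP, 139 to 0 in the HY and 84 to 6 in the STR for P21 vs. adult, and went from 137 to 262 in the CTX, 236 to 13 in the HY and 473 to 807 in the STR for aged vs. adult. Counts for both comparisons fell from 111 to 0 in the HY and 96 to 28 in the STR. Shared genes fell from 100 to 5 in P21 vs. adult and 243 to 83 in aged vs. adult. The HY had 0 genes called in both comparisons or only there at P21, with 1202 genes at an unadjusted p under 0.05. Efemp1 in the STR at P21 reversed from −1.55 to 0.42, Myoc in the aged CTX from −1.41 to 0.21, and Ptgds in the matrix at P21 from −1.09 to 0.54. The cause was not tested.

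With inner spots only, calls in P21 vs. adult fell from 433 to 220 in the STR. One-region counts fell from 84 to 51 in the STR for P21 vs. adult. Overlapping calls fell from 111 to 50 in the HY and 96 to 43 in the STR. Across the 5 regions shared genes fell from 100 to 59 in P21 vs. adult. Some markers moved across the limit of the exact permutation test. Lgals3 in the FT rose from a mean log2 ratio of 0.77 to 1.54, past the threshold, and Gnb3 in the RT fell from 3.36 to 2.60 and no longer passed. Fewer spots were summed in this setting, and the RT of P21 section 2 held 1 inner spot, at 0 CPM of Gnb3. Inner spots were not run in CA1-2, CA3, the DG and the matrix, since some sections of the first 3 had none and the setting was made for whole regions only.

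With spots as units in a Wilcoxon test, calls in P21 vs. adult fell from 433 to 245 in the STR, 230 to 81 in CA1-2, 253 to 84 in CA3 and 730 to 277 in the DG. Calls in aged vs. adult fell from 699 to 210 in CA1-2, 789 to 300 in CA3 and 777 to 375 in the DG. Region-only calls fell from 270 to 151 in the HP and 84 to 37 in the STR for P21 vs. adult, and fell from 473 to 276 in the STR for aged vs. adult. Joint calls of both comparisons fell from 114 to 65 in the CTX, 204 to 69 in the HP and 96 to 41 in the STR. The subregion overlap fell from 461 to 140. The cause was not tested.

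At equal depth, calls in P21 vs. adult fell from 433 to 109 in the STR, 230 to 62 in CA1-2, 253 to 0 in CA3 and 730 to 251 in the DG. For aged vs. adult they fell from 1590 to 883 in the STR, 699 to 207 in CA1-2, 789 to 0 in CA3 and 777 to 286 in the DG. Calls found in a single region fell from 84 to 12 in the STR for P21 vs. adult, and went from 137 to 301 in the CTX and 473 to 287 in the STR for aged vs. adult. Calls shared by both comparisons fell from 96 to 15 in the STR. Genes shared by 5 regions fell from 100 to 48 in P21 vs. adult and 243 to 128 in aged vs. adult. Over the subregions, genes of both comparisons fell from 461 to 175. At the 0 calls of CA3, 209 genes in P21 vs. adult and 817 in aged vs. adult had an unadjusted p under 0.05. The sections of CA3 were thinned to 478092 UMIs, those of CA1-2 to 545844 and those of the STR to 1493805.

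In CA1-2 at P21 the count of 230 was 382 with only the 4 sections compared, and 397 to 398 across the fits that each left out one aged section. The shared estimate of the spread then comes from fewer sections. No other total of calls in a region changed by over 1.5 times when a section of the third age was left out. The lower calls at P21 rose from 62 to 119 in CA1-2 and from 38 to 63 in CA3 with only the 4 sections compared.

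When each section was left out in turn, the age left with 1 section was given values only. Of the genes called, between 75.9% (CA3, without P21 replicate 1) and 92.7% (DG) still changed by over 1.5 times in P21 vs. adult in the least favourable case, and between 79.2% (HP, without aged replicate 1) and 88.9% (FT) in aged vs. adult.

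The replicate numbers of the labels pair no sections, since the differences between replicates 1 and 2 of an age correlated across genes at r of −0.417 to 0.0780 between ages. With the replicate block, the genes called in P21 vs. adult numbered 522 in the CTX, 745 in the HP, 735 in the TH, 347 in the HY, 432 in the STR and 1036 in the FT. Of the trend counts, trend 7 in the HY fell from 16 to 10, and the other counts stayed within 1.5 times of the reported ones. Among named genes, 3 lost and 1 gained a call with the block.

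Genes with a region-by-age effect went from 1500 to 861 at P21 and from 5544 to 2774 in aged mice without the FT, a test over one region fewer. With limma-voom the P21 count was 2529, and the cause was not tested. The aged count stayed above the P21 count in each setting, with inner spots at 4713 against 1032 and with limma-voom at 6623.

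With one adult section for each comparison, the correlation of both comparisons moved from −0.0314 to −0.102 and −0.0738 in the CTX, from −0.150 to −0.233 in the HP in one arrangement, and from −0.0841 to −0.152 and −0.159 in the TH. It moved from 0.178 to 0.0304 and 0.0534 in the HY, from 0.0536 to −0.0543 and −0.0911 in the STR, and from 0.00746 to −0.0344 and −0.0460 in the FT, and so changed sign in the STR and FT. This removes the chance values that both comparisons share through the adult sections. The lowest correlation between replicates, 0.982 over 6 regions, was 0.938 on linear CPM and 0.990 over all genes.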

Differences from the paper's values

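Equal depth is the only alternative named in this part that was chosen after seeing the values. Of the values that the paper states in its text and that could be compared, the spots per section, the median genes and UMIs per spot, and the genes shared by 5 regions lie within 1.5 times of those computed here.

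Genes called in a single region are given as 10 counts in the paper, and 5 of them differ by over 1.5 times. In the CTX at P21, 115 genes were found against the paper's 74. Values of 92 with only the 4 sections compared, 94 without either aged section and 97 with a Wilcoxon test on spots fall within that range, and the other alternatives do not. In the HP at P21, 270 were found against the paper's 92, and none of the alternatives set before the data were examined closed the gap. The STR at P21 had 84 against the paper's 23, with 27 under DESeq2 and no other alternative within the range. In the HY at P21, 139 were found against the paper's 231. There, 184 with only the 4 sections compared, 244 with filterByExpr only, 182 with at least 10 counts in each section, 182 without aged replicate 1 and 184 without aged replicate 2 come within 1.5 times. For the aged STR, 473 stand against the paper's 251, with 304 under DESeq2 and 276 with the Wilcoxon test.

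Over the hippocampal subregions, 461 genes were called in both comparisons against the paper's 32. Only glmTreat, with 29, falls within 1.5 times among the alternatives set before the data were examined.

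Of 24 spot counts of hippocampal subregions in Table S1, 9 differ. CA1-2 held 24 and 28 spots in aged sections 1 and 2 against the paper's 44 and 46. CA3 held 33 and 17 in P21 sections 1 and 2 against the paper's 53 and 31, 27 and 36 in adult sections 1 and 2 against the paper's 51 and 65, and 59 in aged section 1 against the paper's 95. The DG of P21 section 1 held 27 against the paper's 47, and its matrix 235 against the paper's 96. With each section clustered alone this DG held 38, within 1.5 times of the paper's, and none of the alternatives set before the data were examined closed the other gaps.

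The counts of trends are shown in the paper's Figure 4a and were read by eye, and 23 of 48 differ. In the CTX, trend 2 had 366 genes against the paper's about 130 in Figure 4a, trend 5 had 29 against about 18, trend 6 had 14 against about 3, and trend 8 had 49 against about 19. The Wilcoxon test on spots gave 129, 25, 3 and 21, and glmTreat gave 2 for trend 6. In the HP, trend 2 had 498 against the paper's about 200 in Figure 4a, trend 4 had 149 against about 54, trend 6 had 12 against about 3, and trend 7 had 21 against about 6, where the Wilcoxon test gave 210, 56, 2 and 5. Trend 3 there had 414 against the paper's about 270, with 296 under DESeq2, 403 with the replicate block and 382 with inner spots. Trend 8 in the HP had 145 against the paper's about 18, and glmTreat also gave 18.

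In the HY, trend 8 had 21 genes against the paper's about 13 in Figure 4a, with 18 under DESeq2, 17 with plain CPM, 19 with only the 4 sections compared, 19 with the replicate block and 13 with the Wilcoxon test. In the TH, trend 2 had 624 against the paper's about 380, with 292 under glmTreat and 568 with the Wilcoxon test. Trend 7 in the TH had 37 against the paper's about 19 and trend 8 had 104 against about 39, and none of the alternatives set before the data were examined closed these gaps.

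In the STR, trend 2 had 651 genes against the paper's about 250 in Figure 4a, with 299 in the Wilcoxon test. Trend 3 had 233 against about 150, with 138 under DESeq2, 215 with plain CPM, 215 with at least 10 counts in each section, 134 with inner spots and 134 with the Wilcoxon test. Trend 4 had 104 against about 59, with 50 under DESeq2, 43 with inner spots and 70 with the Wilcoxon test. Trend 5 had 37 against about 13, with 13 under DESeq2, 12 with regions from clustering each section alone, 11 with inner spots and 16 with the Wilcoxon test. Trend 6 had 11 against about 2, with 3 under DESeq2, 3 with inner spots and 3 with the Wilcoxon test. Trend 7 had 10 against about 3, with 4 under DESeq2 and 2 with inner spots. Trend 8 had 38 against about 11, with 14 from clustering each section alone and 16 with the Wilcoxon test. In the FT, trend 5 had 106 against the paper's about 40 in Figure 4a, with 51 from clustering each section alone and 45 with the Wilcoxon test, and trend 7 had 123 against about 32, with 29 under glmTreat.

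Of 110 statements of the paper on the direction of a gene in a region, 91 were called as stated, 17 were not called, 2 could not be tested and 0 were called the other way. The paper has Mbp up in all regions at P21, and in the HY it was at a log2 fold change of 0.51, not called under any alternative. It has Apoe, Trem2 and Vegfa consistently up in the aged brain, where Apoe (0.58) and Trem2 (0.56) in the CTX and Vegfa (0.46) in the FT were not called. Apoe in the CTX was called with plain CPM, at least 10 counts in each section, no fold change minimum, regions from clustering each section alone, and inner spots. Trem2 in the CTX was called with at least 10 counts, no fold change minimum, clustering each section alone, and at equal depth, an alternative chosen after seeing the values. Vegfa in the FT was called with no fold change minimum. The paper has Lct changed in the DG in both comparisons. It fell below the detection limit here and was called with filterByExpr only and with at least 10 counts in each section. Ptgds is up in the aged matrix in the paper, and was at 0.25 here without a call in any alternative. The paper has Nrp1 up in the HP at P21, at 0.48 and not called here, but called with no fold change minimum and with the Wilcoxon test on spots. Sec11c is down in the aged HP in the paper and was at −0.47 here, called with no fold change minimum, with the Wilcoxon test, and at equal depth, which was chosen after seeing the values. Gfap is down in the HP at P21 in the paper and was at −0.24 here, called with the Wilcoxon test.

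The paper has Cnp and Mbp suppressed in aged samples. In the STR their log2 fold changes were −0.25 and −0.02, and in the FT −0.06 and 0.19, not called in any alternative. Cnp in the HY (−0.57), Mbp in the CTX (−0.54) and Mbp in the TH (−0.56) were not called either. No fold change minimum called all of these. Equal depth, chosen after seeing the values, also called Cnp in the HY, and clustering each section alone called Mbp in the CTX. Plain CPM, inner spots and the Wilcoxon test called Mbp in the TH.

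Of the lists in Table S3, the FT ones go against their stated direction in the tally of some terms. Of the genes listed as lower for response to peptide hormone, 8 were called lower and 14 higher, with a median log2 fold change of −0.15. For astrocyte differentiation listed as lower these were 3 and 4, with a median of 0.03. The learning list of the P21 FT in Table S2, stated as higher, had a median of −0.25, with 1 of 10 genes called higher. The paper names learning as suppressed in aged regions other than the cortex, and in the HY the list of Table S3, marked there as higher, had a median of 0.76.

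The paper shows Lgals3 as a marker of the FT. It was above the mean of the other regions in 3 of 6 sections (exact permutation p = 0.4375), and with inner spots in 6 of 6 (exact permutation p = 0.03125). Among its housekeeping genes, B2m ranged 2.21 times between sections after scaling to CPM, against 1.07 times for Actb and 1.15 times for Top1. The paper has few genes lower at P21 in the hippocampal subregions, where 480 were called lower and 773 higher here. With DESeq2 these were 226 and 282, with the Wilcoxon test on spots 172 and 597, and with glmTreat 53 and 168.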

Other observations

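The tests on Hbb-bs, genes at 0 and genes with a UMI were chosen after the result was seen. Those on the FT, Ttr, Ptgds, Hspa1b, Bhlhe40 and the mix of subregions were written down before it.

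More genes were called lower than higher in the aged FT, 1608 against 1381. This order depends on the gene filter, with 1699 lower and 2521 higher under filterByExpr only, and 1431 and 1905 with at least 10 counts in each section. Of those called lower, 88.8% were more abundant in the other 5 regions of adults than in their FT, against 26.6% of those called higher and 58.3% of the genes tested. Less RNA from neighbouring gray matter in the FT spots of aged sections is a candidate explanation for the genes called lower, not for the order of the counts, as this share of 88.8% was predicted for it. In the aged TH the shares of genes called lower and higher were 90.9% and 45.5%, and in the STR 63.9% and 50.4%. They were 85.2% and 49.3% in the HP and 73.9% and 35.3% in the HY. In the CTX they were 62.5% and 63.3%, so this difference was absent there.

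A different mix of subregions among the hippocampal spots of aged sections was tested as the source of the calls in the aged HP. Changes computed from the shares of subregions alone had a median size of 0.15 over the called genes, against 0.77 observed, and 0 genes passed 1.5 times. The r across genes was 0.298. No test was made on these computed changes. In P21 vs. adult the median sizes were 0.17 and 0.86, with an r of 0.478. The mix thus does not produce these calls.

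Ttr was at 1963 and 477 CPM in CA3 of P21 sections, 354 and 100.3 CPM in adults, and 68.9 and 44.0 CPM in aged mice. The other choroid plexus genes summed to 78.4, 41.8, 35.9, 27.1, 33.6 and 32.6 CPM in the same sections. Less plexus RNA in the CA3 spots of aged sections may lower Ttr. The other plexus genes tested there had a median log2 fold change of −0.68, so this cannot be told apart from a change of Ttr within CA3. Over the whole list the aged median was −0.95 in CA3 and −1.03 in the TH, and the P21 median in CA3 was 1.78. In the TH, Ttr was at 899 and 596 CPM in adults and at 60.2 and 36.7 CPM in aged mice. In the VS it was at 103287 and 46104.3 CPM in adults and at 96344.3 and 52006.2 CPM in aged mice. The VS values argue against a fall of Ttr in the ventricular spots, but do not decide its change within CA3.

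Hbb-bs rose at P21 in all 6 regions and 4 subregions, by a log2 fold change of 2.41 or more. In aged sections it was below adult in 8 of 10 regions and subregions. A different amount of blood left in the sections was tested by these same values after they were seen, so it cannot be told apart from another cause in either comparison.

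Ptgds in the matrix was tested against RNA from the meninges. The meninges genes had a median of 1.19 in P21 vs. adult, while Ptgds fell by 1.09 on the log2 scale. Less meninges RNA at P21 would thus not give the fall if these genes follow its amount. Whether they do was not tested, so meninges RNA is not excluded. With regions from clustering each section alone, the P21 value of Ptgds was 0.54.

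Hspa1b and Bhlhe40 in the aged CTX were tested against joint induction. Without Hspa1b, 6 of 7 heat shock genes were above 0, with a median of 0.52. All 12 immediate early genes tested were above 0, with a median of 1.08, and summed to 2480 and 2162 CPM in the aged CTX against 720 and 480 CPM in adults. Handling of the tissue, for the median of 0.52, and activity around death, for 1.08, may contribute to both genes. In P21 vs. adult the immediate early genes had a median of −0.62 in the CTX. In aged mice they were at 0.25 in the HY and 0.46 in the FT.

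In the P21 and adult sections 565 genes had no UMI, and 493 of these had one in an aged section. Of these, 333 had at least 10 UMIs in each aged section, but 0 had at least 100, and the highest count was 136. With 0 genes at such counts the test decides nothing for the 333, and absence from the probes of the P21 and adult sections cannot be told apart from other effects of slide version or age. No test with replicates was made for these genes. In turn, 91 genes had no UMI in the aged sections.

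At the UMI total of the shallowest section, 19323 and 19329 genes are expected with a UMI in the aged sections, against 17010.4 to 17497 in the others. The lower aged section exceeds the highest other one by 1826 genes at equal UMIs, so depth is excluded as the source.

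Tracer genes fixed for 7 regions were counted outside their home region, and the mean share in P21 and adult sections was divided by that in aged sections. This ratio was 2.25 to 5.04 over the other regions for TH tracers, 1.62 to 2.37 for STR, 1.54 to 6.45 for CTX, 1.26 to 2.76 for FT, 2.27 to 27.4 for VS, 0.879 to 1.52 for HP and 0.337 to 0.974 for HY tracers. Both aged sections lay below all others in 4 of 6 pairs for VS tracers.

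Endothelial genes had medians of 0.03 in the FT to 1.02 in CA1-2 in P21 vs. adult, and of −0.20 in the HP to 0.33 in the FT in aged vs. adult. Of 10 T and B cell genes, only Ighm passed the detection limit. Of 10 ribosomal protein genes and 10 mitochondrially encoded genes, 0 are in the files. The Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d were counted in all 6 sections, with Ddx3y at 58.3 to 67.6 CPM.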
